# lncRNA CYTOR promotes aberrant glycolysis and mitochondrial respiration via HNRNPC-mediated ZEB1 stabilization in oral squamous cell carcinoma

**DOI:** 10.1038/s41419-022-05157-1

**Published:** 2022-08-13

**Authors:** Weiwen Zhu, Jie Wang, Xiang Liu, Yanbin Xu, Rundong Zhai, Jiayi Zhang, Mengqi Wang, Mengyao Wang, Laikui Liu

**Keywords:** Cancer metabolism, Cancer metabolism, Oral cancer

## Abstract

Oral squamous cell carcinoma (OSCC), the most common malignancy of the oral and maxillofacial region, severely affects human health. However, current treatments for OSCC commonly show only a ~60% 5-year survival rate of patients with distant metastases, indicating an urgent need for targeted treatments for patients with advanced metastases. Here, we report a survival-related long non-coding RNA, CYTOR, which is highly expressed in the lesions of oral cancer patients. We found that CYTOR can promote both migration and invasion in oral cancer cells as well as the epithelial–mesenchymal transition (EMT). RNA-sequencing of CYTOR-knockdown oral cancer cells revealed that CYTOR can regulate mitochondrial respiration and RNA splicing. Mechanistically, we found that nuclear-localized CYTOR interacts with HNRNPC, resulting in stabilization of ZEB1 mRNAs by inhibiting the nondegradative ubiquitination of HNRNPC. By synthesizing CYTOR-targeting small interfering RNAs (siRNAs) encapsulated in Nanoscale Metal Organic Frameworks (NMOFs), we demonstrate the targeted suppression of CYTOR to inhibit invasion and metastasis of oral cancer cells in a nude mouse model. Cumulatively, this study reveals the potential role of the CYTOR-HNRNPC-ZEB1 axis in regulating mitochondrial metabolism and glycolysis of oral cancer cells, and illustrates the effective use of lncRNA targeting in anti-metastatic cancer therapies.

## Introduction

Oral squamous cell carcinoma (OSCC) is the most common malignancy among head and neck squamous cell carcinomas (HNSCCs). Despite considerable research efforts to establish the causative factors and develop new therapeutic approaches, the overall prognosis for patients with OSCC remains poor, with a 5-year survival rate of only about 60% [1]. The onset of metastasis, the major factor leading to low survival rates among OSCC patients, has become a prominent research concern in studies investigating viable potential treatments for OSCC [2]. Recent publications have revealed that specific signaling mechanisms which promote cancer cell viability [3, 4], immune therapy approaches [5], non-coding RNAs [6], and the epithelial–mesenchymal transition (EMT) [7] all contribute significant effects to distant cancer cell metastasis. Moreover, a better understanding of the different biological characteristics that distinguish distant metastasized cancer cells from primary tumors may provide more potential avenues for cancer treatments [8, 9]. These observations thus emphasize the need for higher resolution capability in distinguishing different cancer cell subpopulations in order to target metastasis in the development of cancer treatments that increase OSCC patient survival rates.

A growing body of evidence supports the likelihood that mitochondria exert a major influence on metabolic reprogramming to drive cancer cell function, and that a mechanistic understanding of mitochondrial function during cancer progression is crucial for development of new cancer therapeutics [8, 10, 11]. Importantly, highly metastatic cancer cell subpopulations can exploit mitochondrial function by inducing elevated oxidative stress via increased reactive oxygen species (ROS) production [8]. Moreover, the “Warburg effect” provides evidence that glycolysis concurrently serves a supporting factor in cancer cell metastasis [12, 13]. Finding potential targets that regulate mitochondrial activity and glycolysis could therefore provide a sound strategy for treating cancer metastasis. ZEB1, a major transcription factor controlling the EMT, has long been recognized as an important regulator of OSCC metastasis [14]. Recent studies have demonstrated that ZEB1 also plays essential roles in regulating processes related to aerobic glycolysis [12, 13]. However, it remains unclear whether and how ZEB1 contributes to regulating mitochondrial reprogramming and aerobic glycolysis in OSCC.

Elevated expression of heterogeneous nuclear ribonucleoprotein C (HNRNPC) has been reported in lung adenocarcinoma, breast cancer, and OSCC patients [15–17]. As an RNA-binding protein (RBP), HNRNPC is well known for its functions in RNA splicing [18], stability [19], and translation [20]. Mechanistically, HNRNPC preferentially binds to five or more single-stranded uridines to affect pre-mRNA stability [21], while the previously reported modified ubiquitination sites on lysine residues located in its in coiled-coil domain contributes to the alternative splicing in virus RNAs [22]. However, the essential mechanism of HNRNPC function in the cancer progression and poor prognosis for patients remains largely unknown.

Long noncoding RNAs (lncRNAs), non-protein coding transcripts longer than 200 nucleotides [23], play a crucial role in tumorigenesis and cancer metastasis. Mechanistically, lncRNAs have been shown to confer significant impacts on gene regulation [24], alternative splicing [25], and post-transcriptional regulation of RBPs [26]. For example, the lncRNA MNX1-AS1 was shown to promote colorectal cancer progression by inhibiting YB1 ubiquitination [27]. lncRNA01232 promotes metastasis of pancreatic cancer by suppressing the ubiquitin-mediated degradation of HNRNPA2B1 [28]. In addition, lncRNA GLCC1 promotes colorectal cancer development through c-Myc mRNA stabilization [29]. Here, we identified a prognosis-related lncRNA, CYTOR, and show its potential regulation of glycolysis and mitochondrial respiration in OSCC. Further investigation demonstrates that the CYTOR-binding to HNRNPC increases stability of ZEB1 mRNAs, thereby promoting mitochondrial respiration and glycolysis. These findings expand our mechanistic understanding of regulatory factors driving distant metastasis in oral cancers, and provide new potential targets for metastatic cancer treatment, demonstrated here by packaging CYTOR-targeting siRNAs into a nanoparticle metal organic frameworks (NMOFs) for OSCC treatment.

## Results

### Upregulation of lncRNA-CYTOR is associated with poor prognosis in OSCC

In order to find prognosis-associated long noncoding RNAs, we screened out 2934 dysregulated lncRNAs from HNSCC patients in the TCGA database (Supplementary Fig. S1A). We additionally used microarray data from OSCC patients (GSE23558) in the Gene Expression Omnibus (GEO) database to narrow the range of candidates, which resulted in the selection of a total of 1533 upregulated genes in OSCC (Supplementary Fig. S1B). Among them, six lncRNAs were discovered to overlap between both datasets (Supplementary Fig. S1C). Assessment of the Kaplan–Meier curves of these six lncRNAs from TCGA using the PrognoScan database and Gene Expression Profiling Interactive Analysis (GEPIA) [30] (Supplementary Fig. S1D) revealed two highly significant, candidate prognosis-related genes, LINC00152 (CYTOR) and HOTAIRM1, for further evaluation. Finally, in order to further validate these candidates, we recruited an independent cohort of 32 OSCC patients consisting of 13 females and 19 males, aged from 40-65, and sampled tumor tissues as well as paired normal epithelial tissues (Supplementary Fig. S1E, F) for qPCR analysis. The results showed that one lncRNA in particular, LINC00152 (CYTOR) was significantly differentially upregulated in OSCC tissues and elevated CYTOR expression was associated with advanced clinical stage (Supplementary Fig. S1G) and advanced pathological grade (Supplementary Fig. S1H) of HNSCC patients in the TCGA database cohort., thus suggesting its potential oncogenic and prognostic value.

To validate our initial findings, we next recruited a larger group of OSCC patients (*n* = 192), by subjecting the patient samples to tissue microarray. The CYTOR expression was then determined by fluorescence in-situ hybridization (FISH) (Fig. 1A, Supplementary Fig. S2), and we confirmed that higher expression levels of CYTOR were associated with worse outcomes (Fig. 1B) (*P* < 0.001), as well as advanced clinical stage (Fig. 1C) and pathological grade (Fig. 1D). Comparing CYTOR expression in tumors with adjacent noncancerous tissue using qPCR demonstrated that CYTOR was significantly upregulated in OSCC tissue (Normal, 8.339 ± 1.942 vs Tumor, 9.423 ± 2.098; *P* = 0.0002, *n* = 63) (Fig. 1E). Compared its expression in normal oral epithelial cell line HOK, CYTOR was significantly upregulated in OSCC cell lines, especially in two tongue squamous cell carcinoma cell lines (HN6 and Cal27) (Fig. 1F). In addition, FISH imaging assays and RNA subcellular fractionation together showed that CYTOR localized primarily in the nucleus, and to a lesser extent in the cytoplasm of oral cancer cells (Supplementary Fig. S3). Taken together, these results indicated that CYTOR was a strong candidate lncRNA related to OSCC prognosis.

**Fig. 1:**
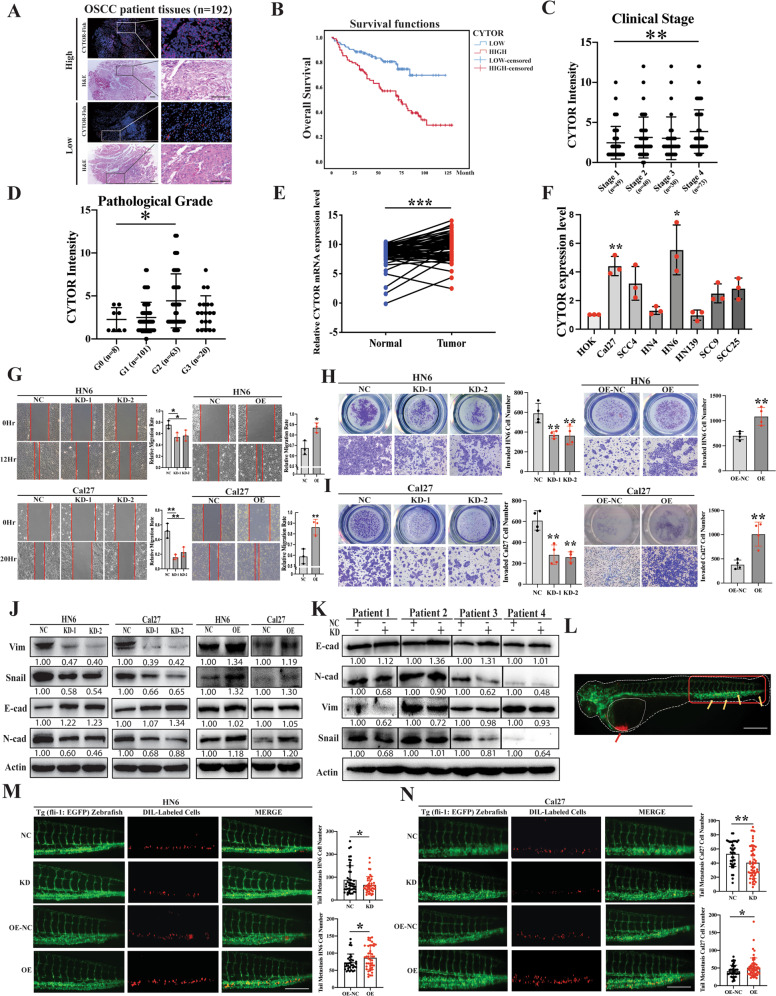
Elevated expression of CYTOR promotes EMT-mediated migration and invasion in OSCC. **A** Total 192 sampled OSCC patient tissues were subjected to tissue microarray for FISH assay. **B** The survival analyses of the CYTOR-low and CYTOR-high expression OSCC patients were performed using the Kaplan–Meier method and assessed using the log-rank test. **C** CYTOR expression in OSCC patients with different clinical stages and **D** pathology grades. **E** qPCR detection showed the CYTOR was highly expressed in OSCC tissue (*n* = 63) compared with the expression in adjacent normal oral epithelium tissue (*n* = 63), statistical analysis was performed by paired *t*-test. **F** Determination of CYTOR mRNA expression in OSCC and normal cell lines. Median values are plotted in the column with data generated from three technical replicates (each dot indicates the average of at least three biological replicates), statistical analysis was performed by one-way anova followed by multiple *t*-tests. **G** Wound healing assays were used to evaluate the expression of CYTOR in regulating the migration behavior of HN6 and Cal27 cell lines. **H**, **I** Transwell invasion assays in CYTOR-knockdown cells and CYTOR-overexpressing cells. Median values are plotted in the column with data generated from four technical replicates (each dot represents the average of three biological replicates), statistical analysis was performed by one-way anova followed by multiple *t*-tests. **J** Western blot assays detected the vimentin, snail, e-cad, n-cad and beta-actin proteins in CYTOR knockdown or overexpression cells. **K** Western blot assays for EMT-related proteins in si-CYTOR transfected PDCs. **L** OSCC cell lines were microinjected into the perivitelline space of zebrafish to evaluate the invasion ability of the cells. Red arrow indicates the injection area of dil-labeled OSCC cells, the red box indicates the monitor region of cell invasion, yellow arrows indicate the metastasized cells. **M**, **N** Zebrafish xenografts revealed that the knockdown of CYTOR inhibited the cells invasion ability, whereas the overexpression of CYTOR promoted the invasion ability of oral cancer cell lines. Median values are plotted in the column, statistical analysis was performed by unpaired *t*-tests. (KD knockdown, NC negative control, OE overexpression; scale bars, 400 μm. The data was presented as mean ± SD, *P < 0.05, **P < 0.01, and ***P < 0.001).

### CYTOR promotes EMT-mediated oral cancer cell migration and invasion

To further assess its function, we established stable CYTOR knockdown (KD) and overexpression (OE) cell lines via lentiviral infection of HN6 and Cal27 cells (Supplementary Fig. S4A–D). 5-Ethynyl-20-deoxyuridine (EdU) and CCK-8 assays showed that changes in the expression of CYTOR did not affect the proliferation of oral cancer cells (Supplementary Fig. S4E–H). Wound healing and transwell assays showed that CYTOR knockdown resulted in decreased migration and invasion behaviors, while CYTOR overexpression resulted in the opposite effect, i.e., elevated migration and invasion, in oral cancer cells (Fig. 1G–I). We then conducted Western blot (WB) and immunofluorescent staining of EMT-related proteins (vimentin, snail, e-cadherin and n-cadherin) to determine the EMT status of the transfected cell lines. The results demonstrated that CYTOR upregulation promotes the EMT process, as indicated by the respective levels of these markers in HN6 and Cal27 OE and KD cell lines (Fig. 1J, Supplementary Fig. S4I). We also found that CYTOR knockdown inhibited the EMT in OSCC patient derived cells (PDCs) (Fig. 1K).

In addition, we used transparent in vivo imaging analysis of tumor metastasis [31, 32] by microinjecting Dil-labeled, stably transfected oral cancer cell lines into the perivitelline space of Tg (fli-1: EGFP) zebrafish for 3 days to observe cell invasion (Fig. 1L). The results indicated that high CYTOR expression promoted the invasion of HN6 (NC, 88.56 ± 61.64 vs KD, 66.53 ± 36.36; *P* = 0.0455, *n* = 34) (OE-NC, 73.29 ± 24.20 vs OE, 87.05 ± 34.45; *P* = 0.0489, *n* = 35) and Cal27 (NC, 53.32 ± 18.08 vs KD, 40.67 ± 22.65; *P* = 0.0052, *n* = 38) (OE-NC, 41.22 ± 16.67 vs OE, 51.20 ± 26.98; *P* = 0.0250, *n* = 50) in zebrafish (Fig. 1M, N). Again, these results were also confirmed in the tail vein metastasis mice model (Supplementary Fig. S5). Collectively, these findings showed that CYTOR could promote EMT, as well as enhanced migration and invasion behavior by oral cancer cells.

### CYTOR positively affects mitochondrial function and aerobic glycolysis in OSCC

To better understand the effects of CYTOR expression in regulating cellular function and metabolism in OSCC, we conducted RNA-seq analysis of the stable CYTOR KD and negative control (NC, scrambled insert) Cal27 oral cancer cells. 

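Cal27 is an epithelial cell line from a squamous cell carcinoma of the tongue. RNA from 3 CYTOR-KD and 3 CYTOR-NC samples, in which a lentivirus carried the knockdown or the scrambled insert, was captured by its poly(A) tail and sequenced. CYTOR (ENSG00000222041), a long noncoding RNA on chromosome 2 of GRCh38 from 87454781 to 87636740, was at 3.91, 2.81 and 1.71 FPKM in CYTOR-KD replicates 1 to 3. In CYTOR-NC replicates 1 to 3 it was at 3.80, 5.03 and 3.76 FPKM. The means were 2.81 ± 1.10 FPKM in CYTOR-KD and 4.20 ± 0.717 FPKM in CYTOR-NC (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.343, adjusted p = 0.403 from limma-trend), and the library labelled CYTOR-KD replicate 1 lay within the control range. MIR4435-2HG, a paralog on the same chromosome whose transcripts share reads with CYTOR, was at 7.05 ± 2.40 FPKM in CYTOR-KD and 10.5 ± 2.53 FPKM in CYTOR-NC (log2 fold change -0.60, adjusted p = 0.411 from limma-trend). Neither difference passed the test. The paper gives its own measurement of CYTOR in the modified lines in Supplementary Fig. S4.
The paper's supplement names NEB poly(A) isolation, the NEBNext Ultra kit and paired-end sequencing on a HiSeq. The sample labels name Illumina TruSeq and Geneseed directional kits, alignment with Bowtie2 2.1.0 and the build hg19. The deposited values, labelled raw counts, are FPKM, and 32467 of the 33078 genes listed have the start and end of the GRCh38 annotation. Each library's implied total, in counting units, was 58196415 to 65996010 (median 61360753) in CYTOR-KD and 62898390 to 70312326 (median 64621720) in CYTOR-NC. A unit is not a single read, because 39.5% to 41.1% of the whole values under 400 units are multiples of 4, so no counting interval was drawn from them. Genes at 0.5 FPKM or more in at least 3 libraries were tested on log2(FPKM + 0.1), a scale that understates the fold changes of genes at low levels. The paper states in general that experiments had biological replicates, and its supplement that triplicate samples became independent libraries. Neither says whether the 3 samples of a group were separate cultures, so each p-value measures only the spread between these samples.
The CYTOR-KD libraries differed more among themselves than the controls did. Across genes, which are not independent replicates, a CYTOR-KD library had a mean Pearson r of 0.847 to 0.895 with its own group and 0.872 to 0.907 with CYTOR-NC, and a control had 0.937 to 0.943 with the other controls. Of 7352 genes reaching 5 FPKM in a CYTOR-KD library, 488 (6.64%) were over 10 times lower in another CYTOR-KD library. In CYTOR-NC this held for 181 of 5981 genes (3.03%), and CDH1 (E-cadherin) was among these genes that jump between CYTOR-NC libraries.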

The results demonstrated that CYTOR knockdown in these cells led to dysregulation of 1294 genes (772 up- and 522 downregulated) (Fig. 2A, Supplementary Table S1). 

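HIF1A, the transcription factor of the response to low oxygen, had the largest rise among genes that reached a mean of 10 FPKM in either group. This gene (ENSG00000100644), on chromosome 14 of GRCh38 from 61695513 to 61748259, was at 42.2 ± 23.4 FPKM in CYTOR-KD and 0.587 ± 0.258 FPKM in CYTOR-NC (SD, n = 3 each). The log2 fold change was 5.87 (standard error 0.457, adjusted p = 0.0165 from limma-trend). In the HNRNPC-NC libraries of the same cell line, normalized separately, HIF1A was at 371 CPM, or 72.0 CPM per kb of transcript. The log2 fold change was 4.38 for LOXL4, a lysyl oxidase of the extracellular matrix, 3.87 for CRCP, a subunit of RNA polymerase III, and 3.74 for SERPINB3, a squamous cell carcinoma antigen. STT3B, which attaches sugar chains to proteins, rose by 3.53 on the log2 scale. In HNRNPC-NC, STT3B was at 32.1, CRCP at 10.0 and LOXL4 at 0.188 CPM per kb of transcript. IFI27, NGFR, IL20RB, NUPR1 and MARK2 completed the 10 largest rises among genes at this level that passed the test and whose groups did not overlap, at log2 fold changes of 3.46 to 2.80. The largest falls among such genes were those of CSF2, the gene of the cytokine GM-CSF, from 82.1 ± 11.8 to 21.0 ± 4.77 FPKM (log2 fold change -1.98), and of SPHK1, a sphingosine kinase, from 51.8 ± 0.998 to 13.4 ± 2.96 FPKM (log2 fold change -1.97). PPIF, cyclophilin D of the mitochondrial matrix, fell by 1.79, the mitochondrial nuclease ENDOG fell by 1.60 and the chaperonin subunit CCT3 fell by 1.54 on the log2 scale. SNHG16, EEF1AKMT4, ZNF296, ATAD3B and TUBB4B followed at -1.48 to -1.33.
Genes of the integrated stress response and of the interferon response were higher in CYTOR-KD. All 25 measured genes of the integrated stress response, which answers amino acid shortage and other stresses, had a log2 fold change above 0, with a median of 1.31 (camera, adjusted p = 3.5e-13, and adjusted p = 0.156 with an estimated correlation). Among them 6 passed the test over all genes and 20 when adjusted over the list alone. Stress response and heat shock genes had been seen in the first lines of Supplementary Tables S1 and S4 before their lists were written. The p-values of these lists are therefore not independent of the data. GDF15, a stress cytokine, rose from 44.7 ± 8.79 to 264 ± 35.0 FPKM and DDIT3, the transcription factor CHOP, from 19.3 ± 2.47 to 136 ± 44.5 FPKM. Of 30 interferon response genes, 28 had a log2 fold change above 0, with a median of 1.17 (camera, adjusted p = 1.6e-09, and adjusted p = 0.228 with an estimated correlation) that was 0.73 without CYTOR-KD replicate 3. The antiviral genes MX1, MX2 and IFI6, the regulator IRF7 and IFI27 passed the test, and 17 interferon genes did so when adjusted over the list alone. IFI6 rose from 73.8 ± 11.8 to 324 ± 96.0 FPKM. Hypoxia genes had a median of 0.46 over 23 genes (camera, adjusted p = 0.0051, and adjusted p = 0.575 with an estimated correlation), and the median was 0.10 without CYTOR-KD replicate 3, 0.27 without CYTOR-NC replicate 2 and 0.29 with the GC and length trend removed. Of these, DDIT4, an inhibitor of mTORC1, was the 1 that passed the test (8 when adjusted over the list alone). Cell cycle genes moved down, with a median of -0.37 over 34 genes (camera, adjusted p = 8.4e-05, and adjusted p = 0.359 with an estimated correlation), and the median was -0.01 without CYTOR-KD replicate 1, -0.18 without CYTOR-KD replicate 2 and -0.56 with RLE factors. MCM5, part of the replication helicase, was the 1 that passed (5 lower when adjusted over the list alone), from 53.6 ± 0.436 to 25.9 ± 1.07 FPKM. The median level of the cell cycle genes against the controls was -0.56, -0.49 and 0.40 in CYTOR-KD replicates 1 to 3, where the median of all genes was -0.05, 0.06 and 0.43. Of 21 heat shock genes, 17 had a log2 fold change below 0, with a median of -0.50 (camera, adjusted p = 5.1e-05, and adjusted p = 0.359 with an estimated correlation), or -0.86 without CYTOR-KD replicate 3. None of these 21 passed limma-trend over all genes or limma-voom, 6 were lower at an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone.
Of 13546 genes tested, 124 were higher and 41 lower in CYTOR-KD at an adjusted p under 0.05, of which 119 and 35 changed over 2-fold. With the GC and length trend removed 420 were higher and 316 lower, without genes that jump between libraries 226 and 72, and with no filter 47 and 8. With RLE factors applied to the deposited values, the counts over 2-fold were 108 higher and 53 lower. The genes themselves changed more, since 96 of the 163 called with RLE factors were among the 165 of the main setting. The median log2 fold change of all genes then moved from 0.11 to -0.07. Without CYTOR-KD replicate 3, 793 genes were higher and 750 lower. Without any 1 of the other 5 libraries limma-trend called none, with 1555 to 2343 genes at an unadjusted p under 0.05. The levels of the groups did not overlap for 3956 genes (29.2%), where chance gives 10%.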

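Genes of oxidative phosphorylation, the mitochondrial machinery that makes ATP with oxygen, were lower in CYTOR-KD than in CYTOR-NC. Of the 104 measured, 80 had a log2 fold change below 0, and their median was -0.28 (camera, adjusted p = 4.8e-07, and adjusted p = 0.156 with an estimated correlation). CYC1, cytochrome c1 of complex III, was at 137 ± 10.1 FPKM in CYTOR-KD and 211 ± 11.9 FPKM in CYTOR-NC (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.130, adjusted p = 0.0783 from limma-trend). The Rieske subunit UQCRFS1 of the same complex fell by 0.71 on the log2 scale and NDUFS3 of complex I fell by 0.61. No member passed limma-trend, over all genes or when adjusted over the list alone, or limma-voom, and 19 were lower and 2 higher at an unadjusted p under 0.05. Among the parts of this list, ATP synthase had a median of -0.35 with 14 of its 15 genes below 0 (camera, adjusted p = 7.3e-04, adjusted p = 0.156 with an estimated correlation, and adjusted p = 0.0620 by fry). The 13 proteins encoded in the mitochondrial genome had a median of -0.41, complex I one of -0.27 over 38 genes, complex III one of -0.26 over 9 and complex IV one of -0.19 over 12. These 4 parts passed camera at adjusted p = 1.3e-04 to 0.0455, with adjusted p = 0.214 to 0.598 with an estimated correlation, and each lost its call without 1 or more libraries. The median of the mitochondrial genome was -0.03, -0.26 and -0.84 without CYTOR-KD replicate 1, 2 and 3, and that of complex I was -0.11 and of complex IV -0.11 without CYTOR-KD replicate 3. With fry, complex I (adjusted p = 0.234) and the mitochondrial genome (adjusted p = 0.544) did not pass. Adjusted p reached 0.0857 for complex I, 0.0807 for complex III and 0.324 for complex IV without CYTOR-KD replicate 3, 0.122 and 0.0581 for complex IV without CYTOR-NC replicate 2 and 3, and 0.0741 for the mitochondrial genome without CYTOR-KD replicate 1. Complex IV also lost it in other settings, among them limma-voom, total-count scaling, no filter, the CPM filter, fgsea (adjusted p = 0.0619) and fry (adjusted p = 0.234). When adjusted over the 9 genes of complex III alone, 2 were lower in limma-trend. Complex II, with 4 genes, did not pass (camera, adjusted p = 0.271).
Mitochondrial ribosomal proteins, which translate the mitochondrial genome, moved with them. Their median was -0.36 over 78 genes, of which 68 were below 0 (camera, adjusted p = 1.4e-08, and adjusted p = 0.156 with an estimated correlation). The 1 member past the test, MRPL30, rose by 2.72 on the log2 scale (1 when adjusted over the list alone).
Spliceosome genes were lower as well. Of 124 genes measured, 95 had a log2 fold change below 0, and the median was -0.32 (camera, adjusted p = 5.6e-09, adjusted p = 0.342 with an estimated correlation, and adjusted p = 0.234 by fry). ACIN1, a protein of the splicing-dependent exon junction complex, was at 11.8 ± 0.771 FPKM in CYTOR-KD and 21.7 ± 1.75 FPKM in CYTOR-NC, a log2 fold change of -0.87 (standard error 0.150, adjusted p = 0.0563 from limma-trend). SNRPF, a core protein of the spliceosomal snRNPs, fell by 0.71 and the mRNA export factor ALYREF fell by 0.61 on the log2 scale. No spliceosome gene passed limma-trend, over all genes or when adjusted over the list alone, or limma-voom, and 32 were lower and 3 higher at an unadjusted p under 0.05. The 119 members that are not heat shock genes had a median of -0.31. In CYTOR-KD replicate 3 the spliceosome median was -0.01, while all genes there had 0.43. The 23 hnRNP genes, which include HNRNPC, had a median of 0.02 and did not pass (camera, adjusted p = 0.329), but did without CYTOR-KD replicate 3 (adjusted p = 0.0088). Glycolysis genes did not pass either, with a median of -0.14 and a mean of 0.11 over 21 genes (adjusted p = 0.750), and 2 were higher when adjusted over the list alone. With RLE factors, which lower the median of all genes, the medians were -0.46 for oxidative phosphorylation, -0.55 for mitochondrial ribosomal proteins and -0.51 for the spliceosome, and with the GC and length trend removed those of the last 2 were -0.54 and -0.49. Ranked by the moderated t, as a rank-based test needs, the normalized enrichment scores were -2.45 for oxidative phosphorylation and -2.74 for the spliceosome (fgsea). The paper applied gene set enrichment analysis and from the sets that stand out proposes roles of CYTOR in mitochondria and in splicing.

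**Figure D1:**
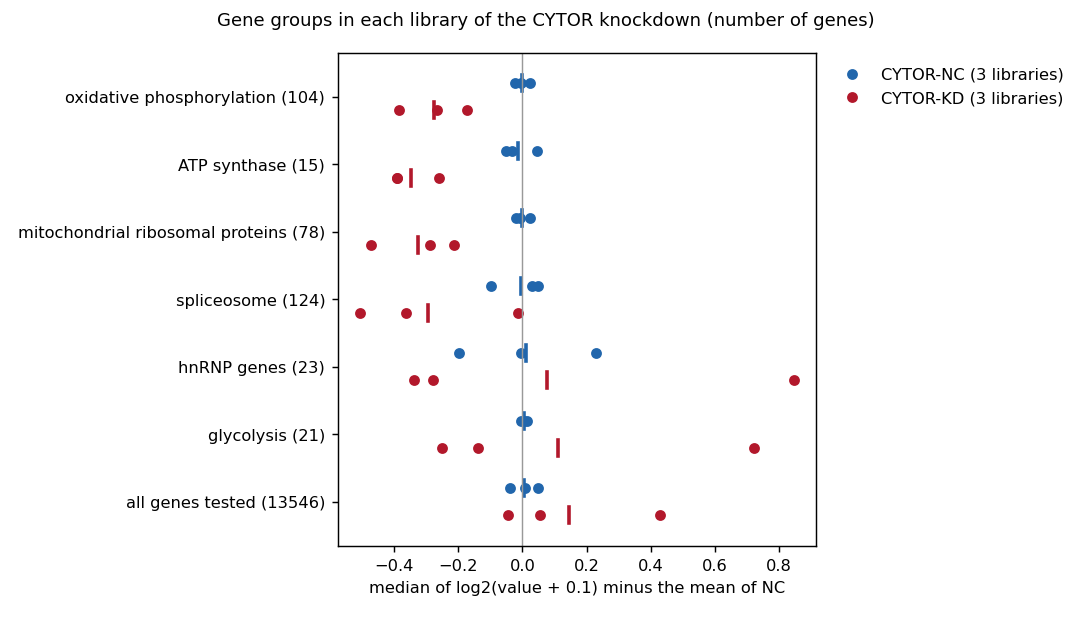
Median log2 level of each gene list in each library, relative to the mean of the 3 CYTOR-NC libraries. Each dot is a library of CYTOR-KD or CYTOR-NC and each vertical bar the mean of 3. Oxidative phosphorylation genes lay at -0.27, -0.17 and -0.38 in CYTOR-KD replicates 1 to 3 and between -0.02 and 0.02 in CYTOR-NC.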

Gene set enrichment analysis (GSEA) showed that “oxidative phosphorylation” and “spliceosome” were significantly enriched among the CYTOR-associated genes (Fig. 2B), which suggested that CYTOR likely in regulating mitochondrial function and alternative splicing in oral cancer cells. To verify the relationship between CYTOR expression and oxidative phosphorylation, we used WB to detect the accumulation of mitochondrial-related proteins (i.e., Sirt3, CTP, SOD1, and SOD2), which showed that CYTOR suppression led to enhanced expression of these mitochondrial-associated proteins (Fig. 2C). Given their importance as a hallmark of mitochondrial reprograming [8] and aerobic glycolysis [12], we next used flow cytometry to quantify reactive oxygen species (ROS) levels in the KD cell lines and found that ROS production was significantly decreased in these cells compared with controls (Fig. 2D). In addition, we quantified aerobic glycolysis function and mitochondrial by extracellular acidification rate (ECAR) and oxygen consumption rate (OCR), respectively. We observed that ECAR and OCR rates were decreased in CYTOR-silenced cells, but were significantly increased in CYTOR-OE cell lines, compared with controls (Fig. 2E–H), suggesting positive regulatory effects of CYTOR in glycolysis and mitochondrial respiration. Furthermore, transmission electron microscope (TEM) was used to observe mitochondrial ultrastructure, which revealed that silencing of CYTOR apparently drove a shift from circular to elongated morphology in both KD cell lines (Fig. 2I).

**Fig. 2:**
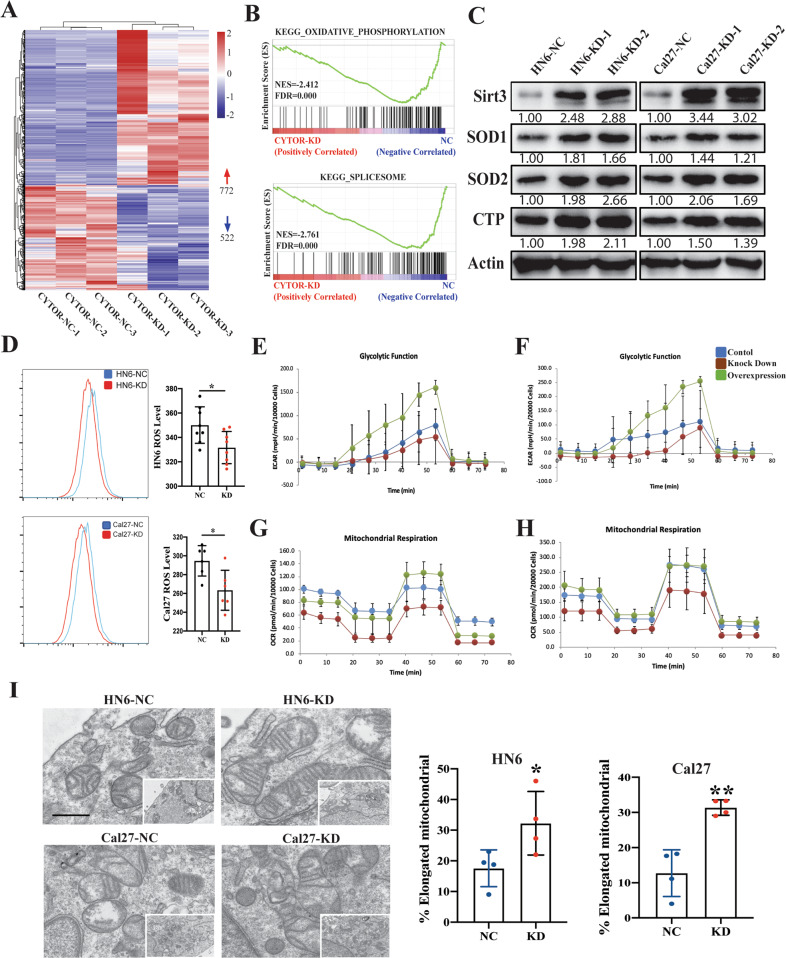
CYTOR regulates the glycolysis and mitochondrial respiration function in oral cancer cells. **A** RNA-seq analysis showing that CYTOR expression is associated with 1294 genes dysregulation in Cal27 cells. **B** Gene set enrichment analysis (GSEA) of the CYTOR-related pathways in CYTOR-knockdown Cal27 cells. **C** Western blot analysis showing the mitochondrial-related proteins (SIRT3, CTP, SOD1, SOD2) expression in CYTOR-depletion cells. **D** Flow cytometry analysis of ROS level (MitoSOX) in HN6 and Cal27 cells. **E**, **F** CYTOR-knockdown and CYTOR-overexpression HN6 and Cal27 cells were detected for ECAR to indicate the glycolysis stress. Median values are plotted in the column with data generated from six technical replicates and three biological replicates (each dot indicates the mean value of three independent biological replicates), statistical analysis was performed by unpaired *t*-tests. **G**, **H** CYTOR-knockdown and CYTOR-overexpression HN6 and Cal27 cells were detected for OCR to indicate the mitochondrial respiration. **I** Transmission electron microscope exposing the ultrastructure of mitochondrial in HN6 and Cal27 cells. Median values are plotted in the dots plot with data generated from four independent biological replicates, statistical analysis was performed by unpaired *t*-tests (KD knockdown, NC negative control; scale bar = 1 μm. The data was presented as mean ± SD, *P < 0.05).

### CYTOR modulates the non-degradative ubiquitination of HNRNPC in OSCC

To develop a mechanistic understanding of the regulatory effects by which CYTOR contributes to cancer cell metastasis and mitochondrial metabolism, we first conducted pull-down assays with biotinylated sense and anti-sense CYTOR transcripts to identify potential CYTOR-binding proteins in HN6 and Cal27 cells. The precipitated proteins were subjected to silver staining and mass spectrometry analyses. In addition, we selected ten potential RNA-binding proteins for further evaluation based on their predicted subcellular localization to the nucleus by the Human Protein Atlas. Among these, we identified HNRNPC through the presence of specific bands (~39 KDa) in the silver staining assays (Fig. 3A) combined with its occurrence among the most significant CYTOR-related proteins identified by mass spectrometry (MS) (Supplementary Table S2). We therefore hypothesized that HNRNPC may specifically interact with CYTOR to positively regulate cancer cell metabolism. We then re-examined the pull-down products by WB with antibodies against HNRNPC and confirmed that it was a direct binding partner of CYTOR (Fig. 3B). Consistent with this finding, RIP assays followed by agarose gel electrophoresis and qPCR further verified that CYTOR was significantly enriched in the precipitates obtained by an anti-HNRNPC antibody (Fig. 3C). These results further indicated that HNRNPC specifically interacts with CYTOR in oral cancer cells

**Fig. 3:**
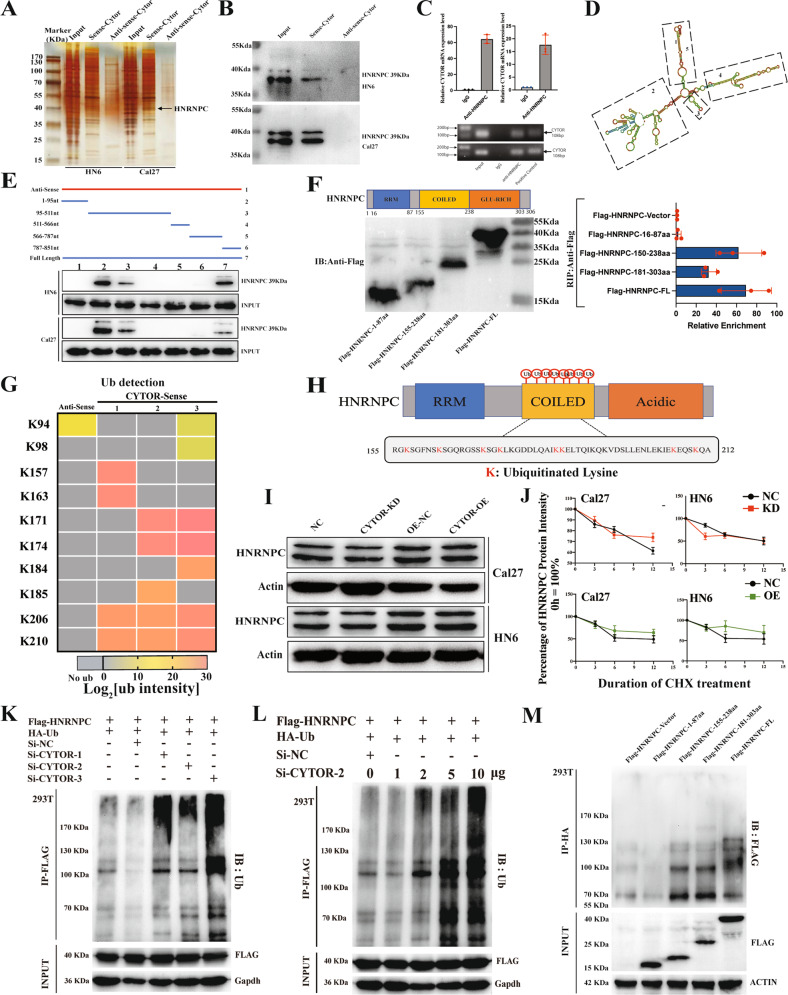
CYTOR inhibits the non-degradative ubiquitination of HNRNPC. **A** Sense and antisense of CYTOR were transcribed, biotinylated in vitro, and incubated with protein extracts from HN6 and Cal27 cells for RNA pull-down assays. The pulled-down proteins were used for silver staining, and a specific band appeared at ~39 kDa (black arrow). **B** Immunoblotting for specific interactions of HNRNPC with CYTOR in HN6 and Cal27 cells. **C** RIP assays were performed using antibody against HNRNPC and normal rabbit IgG. Median values are plotted in the column with data generated from three technical replicates, statistical analysis was performed by unpaired *t*-tests. **D** Graphic illustration of the predicted secondary structure of CYTOR using RNA-fold software. **E** Immunoblotting for HNRNPC in samples pulled down with full-length CYTOR, truncated CYTOR ((1) 1–95 nt; (2) 95–511 nt; (3) 511–566 nt; (4) 566–787 nt; and (5) 787–851 nt) or the antisense of CYTOR. Upper panel: graphic illustration of truncated CYTOR probe according to the secondary structure. Lower panel: immunoblotting for HNRNPC in protein samples pulled down by the different truncated mutants of CYTOR. **F** HNRNPC was truncated (1-87 aa, 155-238 aa, and 181-303 aa) according to its protein domains to identify the specific domain of HNRNPC which interacts with CYTOR. RIP assays were performed to detect the enrichment of CYTOR in cells transfected with full-length and truncated Flag-tagged constructs. Left panel: immunoblotting for truncations of Flag-tagged recombinant HNRNPC protein. Right panel: the enrichment of CYTOR in different truncations were measured by qPCR. Data were generated from three technical replicates. **G** Heatmap of ubiquitinated lysine residues within HNRNPC with normalized log2 abundance of CYTOR pull-down samples. Colors correspond to the intensity of detected ubiquitination by mass spectrometry. **H** Eight ubiquitinated lysine residues (K157, K163, K171, K174, K184, K185, K206, K210) which located within the coiled-coil domain of HNRNPC were detected. **I** Immunoblotting for HNRNPC protein expression in OSCC cells. **J** CYTOR-overexpressing and CYTOR-knockdown HN6 and Cal27 cells were treated with cycloheximide (CHX, 50 μg/mL) for the indicated times. **K**, **L** 293 T cells were transfected with indicated plasmids or small interferon-RNAs and followed by immunoprecipitation (IP), the immunoblotting for HA-Ub showed the ubiquitination of HNRNPC protein. **M** Truncated HNRNPC plasmids were transfected into 293 T cells to evaluate the ubiquitination activity in specific domains. (KD knockdown, NC negative control, OE overexpression; The data was presented as mean ± SD).

In order to identify the specific binding domains that interact with HNRNPC protein, we next constructed a series of truncated, biotin-coupled probes for CYTOR based on its predicted secondary structure (Fig. 3D). RNA pull-down assays revealed that CYTOR regions 1–95 nt and 95–511 nt could directly interact with HNRNPC (Fig. 3E). Moreover, RIP assays using full length and truncated, flag-labeled HNRNPC peptides demonstrated that a coiled-coil region (155-238aa) was required for interacting with CYTOR (Fig. 3F).

LncRNAs have been reported to interact with RBPs by regulating the ubiquitination of these proteins [27, 28]. To determine whether CYTOR indeed affected HNRNPC ubiquitination levels, we re-evaluated the MS data of HNRNPC. Interestingly, we noticed that HNRNPC bound to CYTOR also harbored ubiquitin modifications of lysine residues specifically in the coiled-coil region (Fig. 3G, H, Supplementary Fig. S6) (Supplementary Table S3). We then conducted WB analysis of the CYTOR OE and KD cell lines to determine the effects of CYTOR on HNRNPC protein accumulation. The results showed that modulation of CYTOR levels did not significantly affect HNRNPC protein abundance (Fig. 3I). We also performed proteasome degradation assays by treating the CYTOR OE and KD cell lines with CHX and MG-132. Interestingly, the up- or downregulation of CYTOR in these cell lines did not appear to impact the degradation rate of HNRNPC protein compared with that in the controls (Fig. 3J, Supplementary Fig. S7A–C). However, IP assays confirmed that siRNA silencing of CYTOR in 293 T cells led to significantly enhanced ubiquitination of HNRNPC (Fig. 3K, L, Supplementary Fig. S7F, G), the overexpression of CYTOR led to significantly decreased ubiquitination level of HNRNPC (Supplementary Fig. S7H–J). Moreover, the flag-tagged coiled-coil domain was able to pull down a significantly greater amount of ubiquitin molecules than other domains (Fig. 3M). These data indicated that interaction with CYTOR could apparently decrease HNRNPC ubiquitination without significantly affecting its overall abundance.

### CYTOR enhances HNRNPC-mediated ZEB1 mRNA stabilization

HNRNPC, a spliceosome component, is well-established to participate in pre-mRNA splicing and mRNA stabilization [33]. To better understand the HNRNPC downstream regulation, we first conducted RNA-seq analysis of stable HNRNPC KD and negative control (NC, scrambled insert) oral cancer cells (Fig. 4A), which identified that HNRNPC-KD resulted in dysregulation of 1180 genes (609 up- and 571 downregulated) (Supplementary Table S4). 

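HNRNPC (ENSG00000092199), a nuclear protein that binds uridine-rich stretches of RNA, lies on chromosome 14 of hg19 from 21677295 to 21737653. Its mRNA was at 501, 508 and 525 CPM in HNRNPC-KD replicates 1 to 3 and at 702, 676 and 758 CPM in HNRNPC-NC replicates 1 to 3. The means were 511 ± 12.8 and 712 ± 42.1 CPM (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.0560, adjusted p = 4.8e-05 from limma-trend), from 17286 to 24398 estimated reads per library. Once the trend of the fold changes with GC content and transcript length was removed, the log2 fold change was -0.13 (standard error 0.0633, adjusted p = 0.0998 from limma-trend). It passed the test when a block for the replicate number was added to that removal. RNA of these Cal27 lines, which the labels describe as lentiviral knockdowns while Fig. 4F used small interfering RNAs, was captured and sequenced as for CYTOR. The deposited values are CPM of estimated reads, 77.2% to 80.5% of which are whole within 0.05 of a read. The total per library was 32895185 to 38970163 reads (median 34274316) in HNRNPC-KD and 30122717 to 34776658 (median 34121775) in HNRNPC-NC. The table lists 14900 genes, and only 86 of them have the positions of GRCh38, so positions were read as hg19. Replicates lay close together, at a mean Pearson r of 0.992 to 0.993 across genes within a group and 0.961 to 0.974 between groups.
Genes rich in G and C lay higher in HNRNPC-KD. Across genes, which are not independent replicates, Spearman's rho between GC content and a library's level relative to the mean of the 6 libraries was 0.354, 0.482 and 0.456 in HNRNPC-KD replicates 1 to 3. In HNRNPC-NC it was -0.441, -0.441 and -0.424. The log2 fold change had a rho of 0.475 with GC content and of -0.472 with transcript length, and 0.0019 and -0.0165 after the trend was removed. As the trend separates HNRNPC-KD from HNRNPC-NC, its removal may also take away effects of the knockdown.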

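Heat shock genes were among the largest rises in HNRNPC-KD. HSPA1A, which encodes inducible HSP70 (ENSG00000204389, chromosome 6 of hg19), was at 894 ± 15.9 CPM in HNRNPC-KD and 145 ± 11.1 CPM in HNRNPC-NC (SD, n = 3 each), a log2 fold change of 2.63 (standard error 0.0595, adjusted p = 8.1e-09 from limma-trend). Its near-identical neighbour HSPA1B, which shares reads with it, rose by 2.60 on the log2 scale. The chaperone HSPA8 and the co-chaperone DNAJB1 rose by 1.71 and 1.53. Of 21 heat shock genes, 14 were higher and 2 lower, over all genes and adjusted over the list alone, with a median of 0.45 (camera, adjusted p = 3.0e-04, and adjusted p = 0.551 with an estimated correlation). Because heat shock genes had been seen in Supplementary Tables S1 and S4 before the list was written, its p-values are not independent of the data. The other rises among the 10 largest, of genes with a symbol that reached a mean of 10 CPM in either group, passed the test and had groups that did not overlap, were those of ANKRD2, PSG5, DHRS2, PADI3, H19, CRIP2 and BMP4, at log2 fold changes of 2.35 to 1.71. PADI3 is an enzyme of the hair follicle and epidermis, and PSG5 belongs to a family of near-identical genes. Of 12 keratinocyte differentiation genes, 9 were higher and none lower in limma-trend, with 10 higher when adjusted over the list alone, none lower at an unadjusted p under 0.05 and none lower in limma-voom. Their median was 0.82 (camera, adjusted p = 0.0038, and adjusted p = 0.551 with an estimated correlation), with IVL (involucrin) at 2.33 and the protease KLK5 at 1.37.
NF-kB target genes of inflammation fell, 14 of 19 being lower and 3 higher, over all genes and adjusted over the list alone. Their median was -0.49 (camera, adjusted p = 2.4e-04, and adjusted p = 0.254 with an estimated correlation). BIRC3, an inhibitor of cell death, fell by 1.64, the cytokine IL1A fell by 1.61 and the chemokine CXCL8 fell by 1.29 on the log2 scale. Among the 10 largest falls of such genes, NFAT5, the transcription factor of the response to hypertonic stress, went from 136 ± 24.1 to 29.5 ± 8.55 CPM, a log2 fold change of -2.22. PER2, part of the circadian clock, went from 15.0 ± 0.222 to 3.48 ± 0.199 CPM (-2.08) and the phosphatase regulator PPP1R10 from 59.4 ± 1.29 to 15.1 ± 0.286 CPM (-1.97). EHF, an epithelial transcription factor, fell by 2.00, and PLCXD3, SMCR8, ZDHHC20 and ADAMTS9 were at -2.50, -2.46, -2.43 and -1.87. NBPF20 (ENSG00000162825, which the deposited table names NBPF8, -4.81) and RGPD8 (-2.09) belong to families of near-identical genes, and the gene that this table itself names NBPF20 (ENSG00000203832) was at -0.69. HIF1A fell by 1.24 on the log2 scale.
Histone and mitochondrial genes rose. Of 37 replication-dependent histones, most of whose mRNAs lack a poly(A) tail, 25 were higher and none lower over all genes, adjusted over the list alone, at an unadjusted p under 0.05 and in limma-voom. Their median was 0.61 (camera, adjusted p = 8.5e-06, and adjusted p = 0.254 with an estimated correlation). Of 108 oxidative phosphorylation genes, 79 were higher and 8 lower (79 and 9 when adjusted over the list alone), with a median of 0.41 (camera, adjusted p = 4.8e-07, and adjusted p = 0.551 with an estimated correlation). The mitochondrially encoded MT-CO3 rose by 0.60, and NDUFA6, COX6A1 and ATP5F1D by 0.67, 0.56 and 0.79. Cytosolic ribosomal proteins were higher for 62 and lower for 2 of 85 genes (65 and 2 when adjusted over the list alone), with a median of 0.33 (camera, adjusted p = 4.4e-06, and adjusted p = 0.629 with an estimated correlation). Zinc finger genes of the ZNF family went the other way, 211 of 424 being lower and 47 higher (209 and 46 when adjusted over the list alone), with a median of -0.31 (camera, adjusted p = 3.8e-05, and adjusted p = 0.551 with an estimated correlation). Spliceosome genes went both ways, 58 of 125 being higher and 40 lower (60 and 40 when adjusted over the list alone), and did not pass as a list (camera, adjusted p = 0.137) except with fry or fgsea, without HNRNPC-NC replicate 3 (adjusted p = 0.0332) or with the GC and length trend removed (adjusted p = 0.0120).
With the trend in GC content and length removed, the medians were 0.43 for heat shock, 0.32 for keratinocyte differentiation, -0.84 for NF-kB, 0.45 for histones, 0.16 for oxidative phosphorylation, 0.10 for cytosolic ribosomal proteins and -0.20 for ZNF genes, and each list still passed camera. Of 14879 genes tested, 5040 were higher and 4867 lower, of which 603 and 507 changed over 2-fold. With the GC and length trend removed 8735 were called. Of these, 6899 were among the 9907 called without its removal, 6406 of them in the same direction. A pseudocount of 0.5 or 1 in place of 0.1 left 680 or 491 genes over 2-fold.

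**Figure D2:**
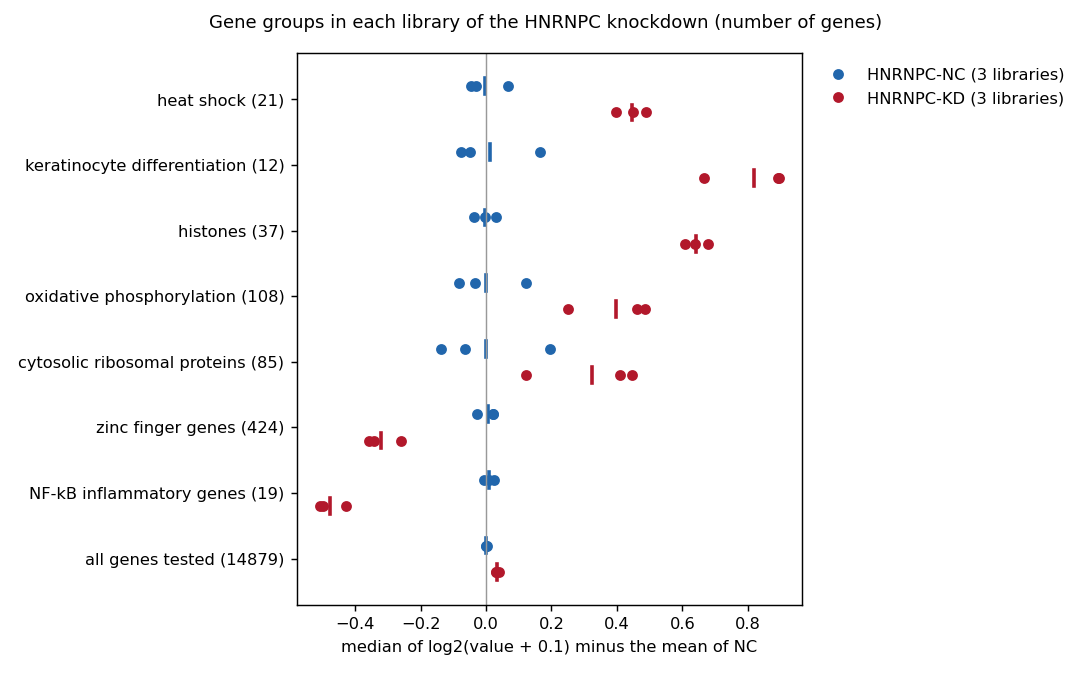
Median log2 level of each gene list in each library, relative to the mean of the 3 HNRNPC-NC libraries. Each dot is a library of HNRNPC-KD or HNRNPC-NC and each vertical bar the mean of 3. Heat shock genes lay at 0.40, 0.49 and 0.45 in HNRNPC-KD replicates 1 to 3 and between -0.05 and 0.07 in HNRNPC-NC.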

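HNRNPC was precipitated from Cal27 lysate with its bound RNA, and the RNA was sequenced beside the input, which saw no antibody. The HNRNPC mRNA itself was at 1.75 times its input level (95% interval 1.72 to 1.78), and CYTOR (ENSG00000222041) at 1.02 times (0.954 to 1.09), where its paralog MIR4435-2HG shares reads with it. The precipitate (IP) and the input are 1 library each, so there was no replicate to give a spread, and intervals cover counting error only. The labels name ribosomal RNA depletion for both libraries, where the paper's supplement speaks of triplicate samples of all assays. The deposited values are CPM of estimated reads on hg19, with totals of 83425003 reads in the input and 44151275 in the IP, and the 15617 genes listed hold 59.4% and 53.1% of those reads. Enrichment is the ratio of CPM in the IP to CPM in the input, for genes with 10 or more reads over both libraries, with an exact binomial 95% interval.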

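Against random lists of protein-coding genes, nuclear-retained long noncoding RNAs and zinc finger mRNAs stood out in the HNRNPC precipitate. In the same comparison most of the lists had low ratios, those of metabolism and protein folding among them. MALAT1, which stays in nuclear speckles, was enriched 5.83 times (95% interval 5.75 to 5.91), NEAT1, the scaffold of paraspeckles, 5.06 times and OIP5-AS1 4.49 times. Of 10 nuclear-retained noncoding RNAs 6 were over 2, and their median ratio of 3.33 was above 99.93% of 10000 random lists of protein-coding genes of like size and level. Among all gene types, 4121 of 15617 genes were over 2, against 2393 of 12823 protein-coding ones. Genes that are not protein-coding were thus over 2 more often, and these lists of RNAs were not compared with other noncoding genes. The 48 small nuclear and nucleolar RNAs went the other way, with a median of 0.421 below all 10000 random lists, though 14 of them were over 2. Among 420 ZNF genes, 131 (31.2%) were over 2, and their median of 1.23 was above all 10000 random lists. ZNF347 (ENSG00000197937), one of them, reached 34.6 times (20.8 to 59.0). MTRNR2L10, at 40.8 times (22.9 to 80.0), and MTRNR2L12, at 25.3 times, are nuclear copies of mitochondrial ribosomal RNA and share reads with it. These rank among the 10 highest protein-coding genes with 100 or more reads over both libraries and 10 or more in each. The other symbols among those 10 were TRPV1, RUNDC3A, C5AR2, INMT, B3GALT1 and CFAP97D1, at 31.8 to 23.9 times and 10.3 to 53.5 input reads. With the same minimum of reads, the lowest ratios included those of the basement membrane collagen COL4A2 (0.0588), the splicing factor PRPF8 (0.0640), FAM21B (0.0644) and the readthrough gene TVP23C-CDRT4 (0.0197).
Depleted lists lay below nearly every random list. The median ratio was 0.192 for heat shock genes with 0 of 20 over 2, 0.233 for glycolysis genes, 0.313 for epithelial genes and 0.337 for cell cycle genes. Oxidative phosphorylation genes had 0.472, with 3 of 106 over 2, and spliceosome genes 0.517, with 8 of 122 over 2. Interferon response genes had 0.397, replication-dependent histones 0.350 and cytosolic ribosomal proteins 0.492, so low ratios were not particular to metabolism or folding. All of these medians were below 10000 of 10000 random lists. HNRNPC's own family of hnRNP genes had a median of 0.454, above only 0.45% of them. NF-kB genes (0.960) and p53 target genes (0.925) lay within the range of the random lists.
Of 12823 protein-coding genes assessed, 2393 (18.7%) had a ratio over 2, 1945 with an interval wholly over 2, and 797 a ratio over 4. The median ratio of all protein-coding genes was 0.825. Genes over 2 had a median GC content of 44.5% and a median longest transcript of 4176 bases, against 48.9% and 3635 for the others.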

We then conducted RNA immunoprecipitation followed by high-throughput sequencing (RIP-seq) to identify the transcripts interacting with HNRNPC (Fig. 4B), which resulted in the detection of 2368 potential protein-coding genes (Supplementary Table S5). Among them, 153 genes were discovered to overlap between RNA-seq data from HNRNPC-KD cell lines and RIP-seq (Fig. 4C). However, only 19 mRNAs were identified with verified experimental evidence from ENCODE eCLIP data [34]. This data in combination with calculations from the RNA-Protein Interaction Prediction (RPISeq) software (Supplementary Table S6) indicated that ZEB1 and LIN28B were the two genes with the highest possibility to interact with HNRNPC. 

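Genes of both kinds included PER2, at 2.60 times in the HNRNPC precipitate (95% interval 2.40 to 2.82), and SOD2, the mitochondrial superoxide dismutase, at 3.27 times. In HNRNPC-KD, SOD2 (ENSG00000112096) went from 223 ± 7.04 to 77.2 ± 4.70 CPM (SD, n = 3 each), a log2 fold change of -1.53 (adjusted p = 1.7e-07 from limma-trend). ZDHHC20, a protein palmitoyltransferase, was at 3.21 times. HSPA1A was at 0.191 times and EHF at 0.639 times, so the strongest changes in HNRNPC-KD fell on both sides of the ratio of 2. Of the 12225 genes assessed in both experiments, 669 changed over 2-fold in HNRNPC-KD, 1931 had a ratio over 2, and 141 met both conditions, where 106 are expected by chance. Of these 141, 54 were higher in HNRNPC-KD (40.9 expected) and 87 lower (64.8 expected). At a ratio over 2, enriched mRNAs fell more often than others. Of the 1931 enriched genes, 825 (42.7%) were lower and 428 (22.2%) higher at an adjusted p under 0.05, against 36.4% and 35.6% of the 10294 others. Their median log2 fold change was -0.14, and that of the others 0.01 (camera, p = 0.0123, and p = 0.342 with an estimated correlation). The GC content and length that set enriched genes apart also move with the HNRNPC-KD libraries, and with that trend removed the medians were -0.02 and -0.03 and the enriched genes no longer passed camera. At a ratio over 4 the enriched genes were not lower, with a median of 0.03 against -0.01, and did not pass camera. Of these genes 29.4% were lower and 26.3% higher, against 37.7% and 33.7% of the others. They were thus called less often in both directions. The overlap depends on where the limits are set: 32 genes (22.9 expected) at a ratio over 4, of which 23 were higher (8.86 expected) and 9 lower (14.0 expected), 107 (60.8 expected) with the GC and length trend removed, of which 70 were higher (32.2 expected) and 37 lower (28.6 expected), 1253 (1369 expected) without the 2-fold threshold, 92 (84.2 expected) at an interval wholly over 2, 88 (79.3 expected) with a pseudocount of 0.5 and 65 (64.4 expected) with a pseudocount of 1.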

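The 19 mRNAs of Supplementary Table S6, which the study picked partly from these samples so that their changes here are not independent evidence, fell almost without exception in HNRNPC-KD. ELL2, an elongation factor of RNA polymerase II (ENSG00000118985), went from 157 ± 5.94 to 70.9 ± 3.96 CPM (SD, n = 3 each), a log2 fold change of -1.14 (adjusted p = 6.0e-07 from limma-trend), and was at 3.40 times in the HNRNPC precipitate (95% interval 3.31 to 3.49). The p53 ligase MDM2 fell by 1.09, the von Hippel-Lindau ligase VHL, which marks HIF1A for decay, fell by 1.03, and AMD1, an enzyme of polyamine synthesis, fell by 1.00 on the log2 scale. B4GALT5, a galactosyltransferase, had the highest precipitate ratio of the genes that fell, at 4.58 times (4.47 to 4.70), and fell by 1.03. MTSS1, at 1.06 ± 0.273 CPM in HNRNPC-NC, fell by 1.68. ABCA5, RALGPS2, MAPK6, RBMS1, ZNF217, KLF9, TRAM2 and MYSM1 fell by 0.98 to 1.35 on the log2 scale. ANKHD1-EIF4EBP3, a readthrough of neighbouring genes, was the 1 that rose, by 1.30, and the readthrough BCL2L2-PABPN1 fell by 1.29; reads of both are shared with their parts. All 19 passed limma-trend, 18 lower and 1 higher, over all genes and adjusted over the list alone, and 15 of the 18 fell over 2-fold. Their median was -1.07 (camera, adjusted p = 2.3e-07, and adjusted p = 0.551 with an estimated correlation). Their precipitate ratios ran from 2.04 to 4.90. These genes have a median GC content of 41.7% and a longest transcript of 5796 bases at the median, against 48.3% and 3414 for all genes. With the trend in both removed, the median was -0.70, and 17 were lower, 2 of them over 2-fold.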

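ZEB1, a zinc finger repressor of CDH1 and driver of EMT, lies on chromosome 10 of hg19 from 31607424 to 31818742 (ENSG00000148516). Its mRNA was at 0.497 ± 0.0414 CPM in HNRNPC-KD and 0.988 ± 0.0946 CPM in HNRNPC-NC (SD, n = 3 each). This is a log2 fold change of -0.86 (standard error 0.227, adjusted p = 0.0069 from limma-trend), from 15 to 21 estimated reads per HNRNPC-KD library and 29 to 38 per HNRNPC-NC library. LIN28B, an RNA-binding protein that blocks the maturation of let-7 microRNAs, lies on chromosome 6 of hg19 from 105404923 to 105531207 (ENSG00000187772). Its mRNA was at 2.29 ± 0.153 CPM in HNRNPC-KD and 5.09 ± 0.471 CPM in HNRNPC-NC, a log2 fold change of -1.12 (standard error 0.128, adjusted p = 4.0e-05 from limma-trend), from 76 to 85 and 137 to 185 estimated reads. The 0.1 added to each CPM value understates fold changes at levels as low as that of ZEB1. ZEB1 was not over 2-fold and so not among the 141 genes that met both conditions here, which included LIN28B. For both genes, each HNRNPC-KD library lay below each HNRNPC-NC library, but the groups did not overlap for 10448 of 14879 genes tested (70.2%). In the HNRNPC precipitate ZEB1 was at 2.30 times its input level (95% interval 1.45 to 3.65), from 37 reads in the input and 45 in the IP. LIN28B was at 2.85 times (2.55 to 3.19), from 531 and 802 reads. The interval of ZEB1 reaches below 2 and includes the ratio of LIN28B. At this depth a difference between the precipitate ratios of these genes was not detectable. With the trend in GC content and length removed, the log2 fold change of ZEB1 was -0.39 (standard error 0.231, adjusted p = 0.164 from limma-trend) and that of LIN28B -0.69 (adjusted p = 8.9e-04 from limma-trend). From the precipitate, the knockdown, the eCLIP records and the RPISeq scores of Supplementary Table S6, the paper reasons that these genes rank first among the possible partners of HNRNPC.

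**Figure D3:**
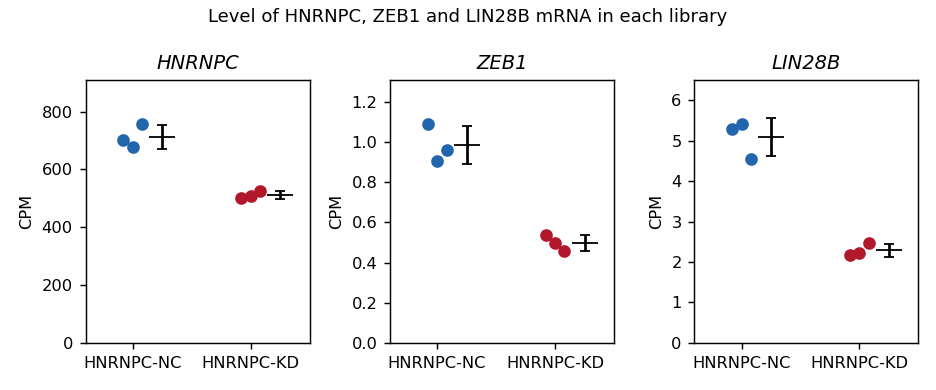
CPM of HNRNPC, ZEB1 and LIN28B in each library of HNRNPC-KD and HNRNPC-NC. Dots are libraries, and the bars are the mean and SD of 3. ZEB1 lies between 0.456 and 0.539 CPM in HNRNPC-KD and between 0.909 and 1.09 CPM in HNRNPC-NC.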

We further plot the predicted binding matrix map of both two genes in CatRAPID, interestingly, ZEB1 was predicted to bind with HNRNPC in a broader interaction region than LIN28B (Supplementary Fig. S9). Also, given that HNRNPC was reported to interact with ZEB1 to stabilize its mRNAs in esophageal cancer [35], we therefore hypothesized that HNRNPC could possibly directly interact with ZEB1 mRNAs to prolong their stability in oral cancer cells. To explore this possibility, we initially used RIP assays to confirm that ZEB1 mRNA was significantly enriched in the precipitates obtained by anti-HNRNPC antibody (Fig. 4D). Subsequent pull-down assays were then used to determine whether and how CYTOR impacted interactions between HNRNPC and ZEB1 in the stable KD and OE cell lines. The results showed that binding activity between HNRNPC and ZEB1 mRNA was enhanced in the OE lines, but decreased in the KD lines, which indicated that CYTOR participated in interactions between HNRNPC and ZEB1 mRNA (Fig. 4E). Next, we transfected the HN6 and Cal27 oral cancer cell lines with small interfering RNAs or a pcDNA plasmid to knock down or overexpress HNRNPC, respectively. Analysis by WB to detect the ZEB1 protein expression in these lines demonstrated that upregulation of HNRNPC resulted in higher ZEB1 accumulation, while its silencing decreased ZEB1 levels, thereby showing that HNRNPC positively regulated ZEB1 expression (Fig. 4F, G).

**Fig. 4:**
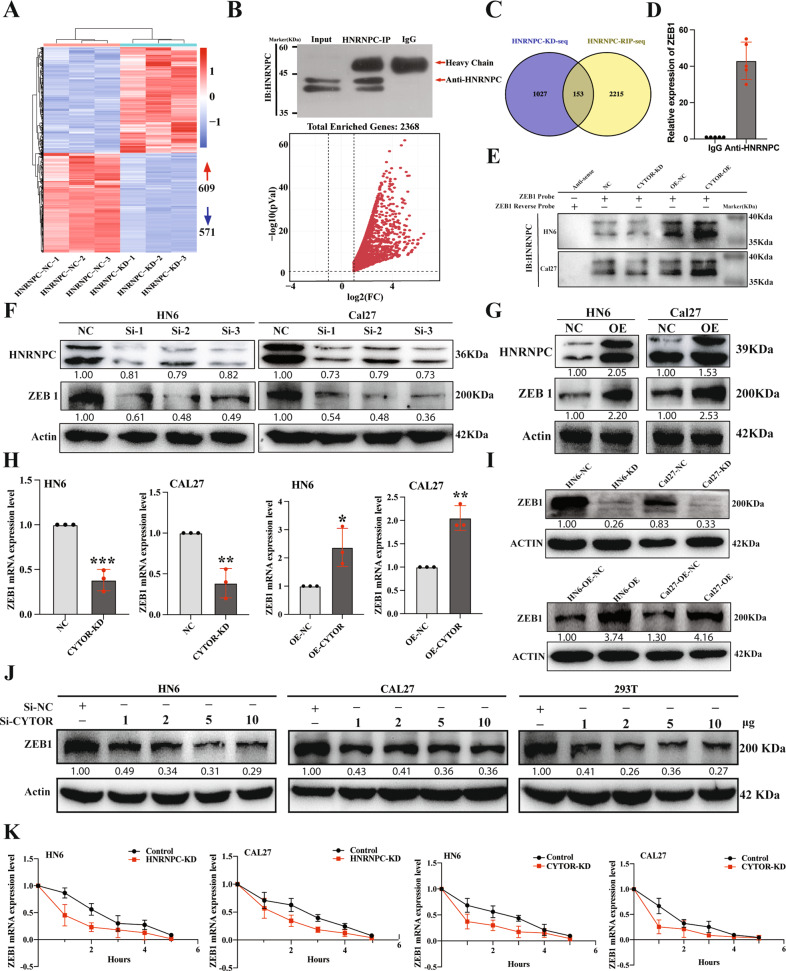
HNRNPC enhances CYTOR-mediated mRNA stability of ZEB1. **A** RNA-seq analysis showing that HNRNPC expression is associated with 1180 genes dysregulation in Cal27 cells. **B** RIP-seq assay demonstrated that 2368 protein-coding genes possibly interact with HNRNPC; Upper panel: IP result of anti-HNRNPC antibody; Lower panel: Volcano plot showed 2368 protein-coding genes significantly enriched in the precipitates obtained by an anti-HNRNPC antibody. **C** Venn diagram showed 153 genes in both RNA-seq and RIP-seq analysis. **D** RIP assays were performed using antibody against HNRNPC and normal rabbit IgG to verify the interactions of ZEB1 and HNRNPC. Median values are plotted in the column with data generated from five technical replicates, each dot indicates the average of the three independent biological replicates. **E** The protein extracts of CYTOR-knockdown and CYTOR-overexpression cell lines were incubated with the biotin labeled-sense and anti-sense of ZEB1 for pull-down assays then immunoblotted for HNRNPC. **F** HN6 and Cal27 cells were transfected with small interferon RNA of HNRNPC and subjected to WB to evaluate the protein expression of ZEB1 and HNRNPC. **G** Cells were transfected with pcDNA-HNRNPC and pcDNA-NC to evaluate the effect of HNRNPC in regulating the ZEB1 expression. **H** qPCR analysis for ZEB1 expression in CYTOR-knockdown and CYTOR-overexpression cell lines. Median values are plotted in the column with data generated from three technical replicates, each dot represents the average gene expression level from at least three biological replicates. Statistical analysis was performed by unpaired *t*-tests. **I** Immunoblotting for ZEB1 expression in CYTOR-knockdown and CYTOR-overexpression cell lines. **J** HN6, Cal27 and 293 T cells were transfected with the different doses of si-RNAs to knockdown the CYTOR expression, then the expression of ZEB1 was analysis by WB. **K** Cells were treated with actinomycin D for the indicated time, then mRNA expressions of ZEB1 were measured by qPCR. (Linear mixed effect regression models with time point defined as random intercept and group defined as random slope were used to test the difference between two groups, median values are plotted in the plots with data generated from three technical replicates and three biological replicates). (*P* < 0.05).

Additionally, we evaluated ZEB1 transcription levels in the stable CYTOR OE and KD HN6 and Cal27 cell lines using qPCR and observed that CYTOR silencing led to attenuated ZEB1 mRNA expression, while its overexpression resulted in significantly higher ZEB1 mRNA levels (Fig. 4H). Subsequent WB assays confirmed that CYTOR expression levels shared a positive relationship with ZEB1 protein accumulation (Fig. 4I), and si-CYTOR treatment attenuated ZEB1 protein expression in a dose-dependent manner in both oral cancer cells and 293 T cells (Fig. 4J). Next, we used actinomycin D, a well-known inhibitor of mRNA stability, to evaluate the lifespan of ZEB1 mRNAs. The results showed that deletion of either CYTOR or HNRNPC promoted the degradation of ZEB1 mRNAs in oral cancer cells (Fig. 4K). Collectively, these data indicated that CYTOR could affect the ability of HNRNPC to interact with ZEB1, further enhancing ZEB1 mRNA stability in oral cancer cells.

### ZEB1 enhances mitochondrial respiration and aerobic glycolysis in OSCC

To investigate the role of ZEB1 in OSCC, we next generated HN6 and Cal27 stable ZEB1 KD and OE cell lines via lentiviral infection (Supplementary Fig. S10) to evaluate its effects on oral cancer cell migration and invasion. The results showed that ZEB1 expression was positively associated with oral cancer cell migration (Fig. 5A) and invasion (Fig. 5B, C) levels. Cell metastasis assays in zebrafish, performed using the same method as above, showed that ZEB1 overexpression promoted metastasis, while its suppression had inhibitory effects in HN6 (NC, 35.39 ± 11.49 vs KD, 30.17 ± 9.759; *P* = 0.0450, *n* = 33) (OE-NC, 33.16 ± 12.12 vs OE, 39.61 ± 13.14; *P* = 0.0461, *n* = 31) and Cal27 tumors (NC, 40.52 ± 12.21 vs KD, 31.43 ± 11.31; *P* = 0.0092, *n* = 21) (OE-NC, 36.32 ± 10.08 vs OE, 45.83 ± 20.59; *P* = 0.0295, *n* = 23) in zebrafish (Fig. 5D, E).

**Fig. 5:**
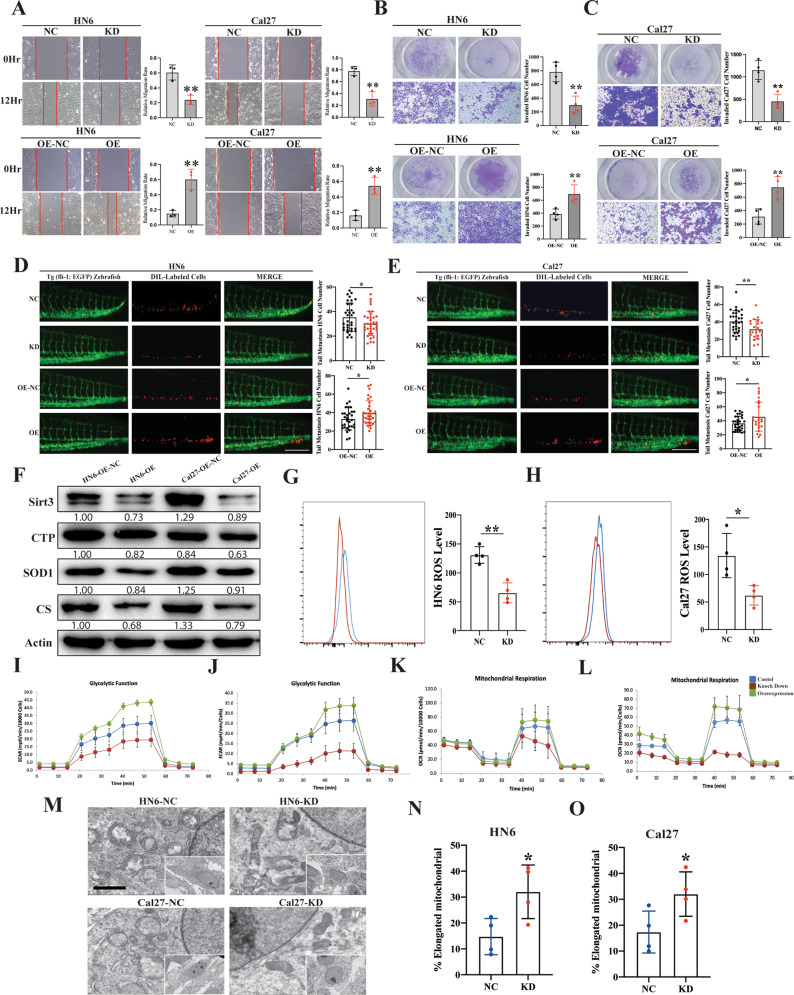
ZEB1 positively regulates the mitochondrial respiration and aerobic glycolysis mediated EMT of OSCC. **A** Wound healing assays were used to evaluate the expression of ZEB1 in regulating the migratory ability of HN6 and Cal27 cell lines. **B**, **C** Transwell invasion assays in ZEB1-knockdown cells and ZEB1-overexpressing cells. Median values are plotted in the column with data generated from at least three technical replicates, statistical analysis was performed by unpaired *t*-tests. **D**, **E** Zebrafish xenografts revealed that the knockdown of ZEB1 inhibited the cells invasion ability, whereas the overexpression of ZEB1 promoted the invasion ability of oral cancer cell lines. Median values are plotted in the column, statistical analysis was performed by unpaired *t*-tests. **F** WB analysis showing the mitochondrial-related proteins (SIRT3, CTP, SOD1, Citrate Synthase) expression in ZEB1-overexpression cells. **G**, **H** Flow cytometry analysis of ROS level (MitoSOX) in HN6 and Cal27 cells. Median values are plotted in each dots plot, the data were generated from four technical replicates, and the statistical analysis was performed by unpaired *t*-tests **I**, **J** ZEB1-knockdown and ZEB1-overexpression HN6 and Cal27 cells were detected for ECAR to indicate the glycolysis stress. **K**, **L** ZEB1-knockdown and ZEB1-overexpression HN6 and Cal27 cells were detected for OCR to indicate the mitochondrial respiration. **M**–**O** Transmission electron microscope exposing the ultrastructure of mitochondrial in HN6 and Cal27 cells. Median values are plotted in the column with data generated from four technical replicates, statistical analysis was performed by unpaired *t*-tests (KD knockdown, NC negative control, OE overexpression, CS Citrate Synthase. The data was presented as mean ± SD, *P < 0.05, **P < 0.01. Each dot showed in the dot plots represents the average of at least three independent biological replicates).

Further, using WB analysis we found that overexpression of ZEB1 significantly inhibited the expression of mitochondrial metabolism-related proteins (i.e., Sirt3, CTP, SOD1, and CS) (Fig. 5F). Flow cytometry assays also demonstrated that ZEB1 silencing led to significantly decreased ROS production in HN6 and Cal27 cells (Fig. 5G, H). Evaluation of aerobic glycolysis and mitochondrial respiratory function in these ZEB1 KD and OE cell lines showed that ECAR and OCR rates were significantly higher under ZEB1 overexpression and significantly lower upon ZEB1 knockdown compared to control oral cancer cells (Fig. 5I–L). Mitochondrial ultrastructure analysis by TEM also demonstrated that the ZEB1 silencing led to their morphological elongation in cancer cells (Fig. 5M–O). Meanwhile, by transfecting the pcDNA 3.1 plasmids to CYTOR-KD cell lines for ZEB1 overexpression, we demonstrated that overexpression of ZEB1 significantly alleviates the CYTOR-KD induced inhibition of migration and invasion (Supplementary Fig. S11A–D). Moreover, the ZEB1 overexpression also reversed the CYTOR-KD induced aberrant changes in EMT and mitochondrial function (Supplementary Fig. S11E, F). The findings relating to aerobic glycolysis and mitochondrial respiratory function in these cell lines demonstrated that ZEB1 overexpression significantly rescued CYTOR-KD induced inhibition of ECAR and OCR rates (Supplementary Fig. S11G–J).

### SIRT3 and COX10 are targets of ZEB1 transcriptional regulation

To further explore mechanism by which ZEB1 could regulate mitochondrial metabolism and glycolysis, we screened the Gene Transcription Regulation Database (GTRD) for genes which were transcriptionally regulated by ZEB1. This analysis showed that the promoter regions of SIRT3, a negative regulator of glycolysis [12], and COX10, the regulator of mitochondrial respiration [36] contained putative ZEB1 binding sites. We therefore evaluated SIRT3 and COX10 gene expression in ZEB1 KD cells and found that ZEB1 deficiency resulted in significantly higher SIRT3 expression but significantly inhibited COX10 expression than that in control cells, at both the mRNA and protein levels (Fig. 6A, B). To confirm that ZEB1 could physically bind to the SIRT3 and COX10 promoter regions in oral cancer cells, we conducted ChIP and Dual-luciferase reporter assays. The results showed that the SIRT3 and COX10 promoter regions were both significantly enriched with ZEB1 (Fig. 6C, D). Furthermore, the dual-luciferase assays indicated that ZEB1 depletion promoted SIRT3 promoter-driven luciferase activity but inhibited COX10 promoter luciferase activity (Fig. 6E, F). Taken together, these results showed that ZEB1 could negatively regulate SIRT3 but activate COX10 transcription as part of its function in OSCC.

**Fig. 6:**
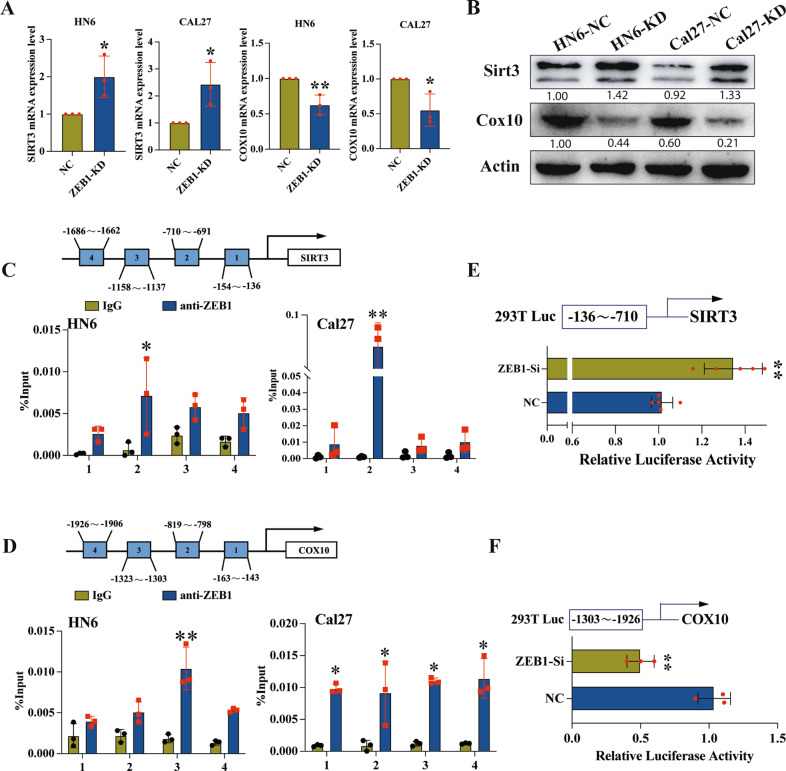
SIRT3 and COX10 are transcription targets of ZEB1. **A** Representative qPCR analysis of SIRT3 and COX10 expression in ZEB1-depletion cell lines. **B** Immunoblotting for SIRT3 and COX10 in ZEB1-knockdown cells. **C**, **D** Four primers were designed to cover the human SIRT3 or COX10 promoter regions and were used to identify ZEB1 binding sites in ChIP assays. **E** Luciferase reporter assay indicated that the luciferase activity was significantly increased in ZEB1-depletion cells containing the reporters with binding site of SIRT3. **F** The luciferase activity was significantly decreased in ZEB1-depletion cells containing the reporters with binding site of COX10. (Median values are plotted in the column with data generated from at least three independent biological replicates, statistical analysis was performed by unpaired *t*-tests. KD knockdown, NC negative control, Si small interferon. The data was presented as mean ± SD, *P < 0.05, **P < 0.01).

### The CYTOR-HNRNPC-ZEB1 axis is a potential therapeutic target for treating OSCC

In order to explore whether the CYTOR-HNRNPC-ZEB1 axis can serve as a target for OSCC therapeutic interventions, we first evaluated the expression of HNRNPC and ZEB1 proteins in 192 primary OSCC samples using IHC (Fig. 7A). The results revealed significant correlations between HNRNPC expression levels and tumor infiltration (*P* = 0.019) and recurrence (*P* < 0.001), while ZEB1 expression was significantly correlated with recurrence (*P* < 0.001). However, neither HNRNPC nor ZEB1 expression showed any correlations with gender, age, or tumor location (Supplementary Table S7). Nevertheless, the elevated expression levels of HNRNPC and ZEB1 were also associated with the poor overall survival rates (OS) (*P* < 0.001) (Fig. 7B, C) of OSCC patients, which supported the potential therapeutic value of targeting HNRNPC and ZEB1 expression for OSCC treatment. Furthermore, combining relative FISH expression scores for CYTOR and IHC scores of HNRNPC and ZEB1 in this cohort (*n* = 192), we observed significant positive correlations between CYTOR and HNRNPC (Fig. 7D), HNRNPC and ZEB1 (Fig. 7E), and CYTOR and ZEB1 (Fig. 7F).

**Fig. 7:**
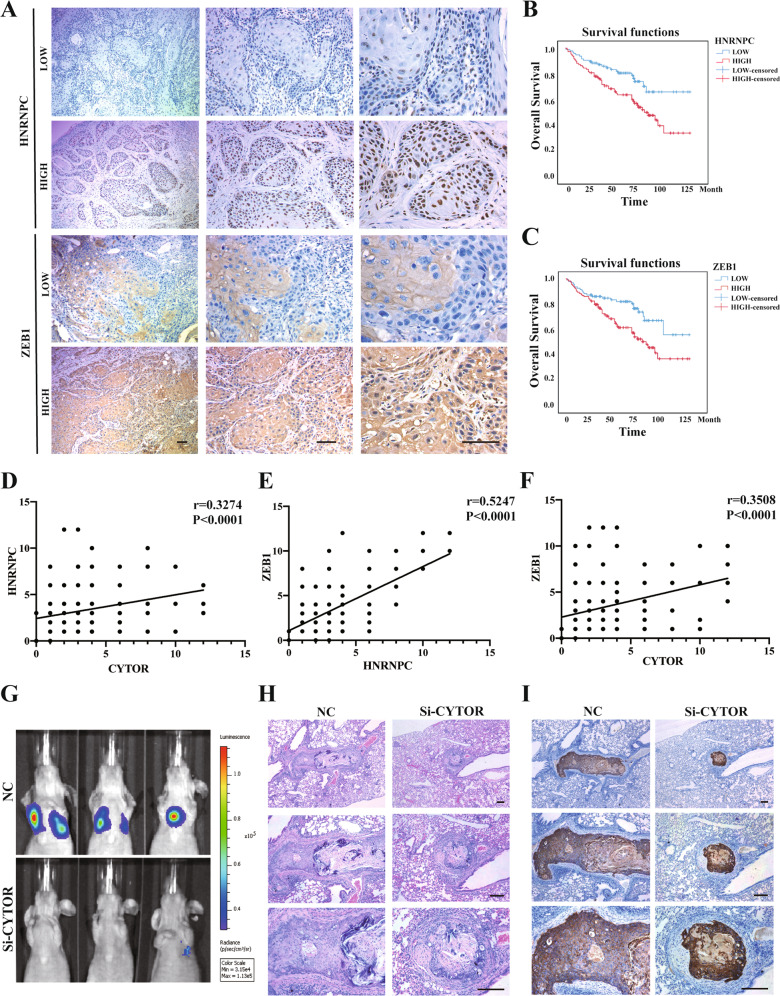
CYTOR-HNRNPC-ZEB1 axis is a potential therapeutic target for treating OSCC. **A** HNRNPC and ZEB1 expression in specimens of OSCC patients. (*n* = 192) **B** Kaplan–Meier analysis of OS curves for OSCC patients with HNRNPC-low and HNRNPC-high expression. **C** OS curves for OSCC patients with ZEB1-low and ZEB1-high expression. **D** Correlations between CYTOR and HNRNPC, **E** HNRNPC and ZEB1, and **F** CYTOR and ZEB1 were determined by Spearman’s correlation assay. **G** Nude mice were injected with the luciferase-labeled oral cancer cells, si-CYTOR encapsuled NMOFs (UiO-66-NH_2_) were injected at day 21 post-injection of cancer cells. Lung-metastasized cells were measured at day 45 post-injection. **H** Representative images of H&E staining of lung-metastasized cancer cells. **I** Representative images of IHC staining of cytokine in lungs.

In light of these findings, we then explored the Enhanced Permeability and Retention (EPR) effects of nanoparticle accumulation at tumor sites [37, 38] by synthesizing nanoscale metal-organic frameworks (NMOFs) to package siRNAs targeting CYTOR for suppression in an in vivo OSCC mouse model (Supplementary Fig. S12). We then assessed whether these tumor-targeting NMOFs could inhibit metastasis of oral cancer cells in a nude mouse tail vein metastasis model. After injection of NMOFs (containing CY5-labbled siRNA) for three consecutive weeks, we observed a significant inhibition of OSCC metastasis to lungs in the siCYTOR group compared with that in the siNC group (Fig. 7G). Consistent with the results of H&E staining (Fig. 7H), IHC-based detection of metastasized oral cancer cells showed a significant decrease in siCYTOR-treated mice (Fig. 7I). Taken together, these findings indicate that targeting the CYTOR-HNRNPC-ZEB1 axis may serve as a robust and effective treatment strategy against OSCC.

## Discussion

Aberrant energy metabolism in cancer cells represents a major, common hallmark of cancer [39]. Glycolysis, the main process by which tumor cells generate energy [40], is well-established to contribute to both tumor progression and EMT [41]. In addition to glycolysis, controversy has long persisted as to whether mitochondrial respiration is also a contributing factor in tumor development [8]. In fact, mitochondrial function is critical for cancer development [10], and especially so for the viability of metastasized cells [42]. As a major contributor to the production of cellular ROS, mitochondrial reprogramming can drive cancer cell metastasis via excessive ROS production [43]. Our findings here and in previous studies of cancer cell energy metabolism led us to propose that the CYTOR lncRNA can act as a regulator of both mitochondrial respiration and glycolysis in OSCC (Fig. 2). In this study, we show that CYTOR regulates ZEB1 via HNRNPC-mediated mRNA stabilization to alter energy metabolism, ultimately facilitating metastasis of oral cancer cells (Figs. 3, 4). To our knowledge, we provide the first demonstration of an etiological role for the CYTOR-HNRNPC-ZEB1 axis in regulating both oxidative stress and glycolytic processes in oral cancer invasion. Further studies are needed to investigate different possible modes of CYTOR targeting (and consequently, energy metabolism) for anti-cancer therapies.

Metastasis-targeting therapies have recently garnered considerable research attention due to their substantial contributions towards improving prognoses of cancer patients [44]. However, identifying distinct features of metastasized tumors from those of primary tumors can provide a better understanding of the targetable characteristics unique to the metastasized subgroup of cancers [8, 45]. Due to limitations of conventional cancer treatments, improving the therapeutic efficacy of treatments for metastasized cells remains largely unexplored. Given the enhanced biodistribution of chemotherapeutic agents (i.e., accumulation at the tumor site) conferred by EPR effects, this platform represents a viable strategy for targeting metastasized tumor sites [46]. In this work, NMOFs were used to package siRNAs for metastasis-targeted treatments. Notably, the administered CY5-labeled siRNAs were primarily enriched in metastasized lung tumor sites (Supplementary Fig. S12H), possibly due to the small NMOF particle diameter and EPR effects, resulting in obvious inhibition of lung metastasis (Fig. 7G–I). These experiments provide strong evidence supporting the use of a targeted delivery strategy for treatment of metastatic cancers.

The ZEB1 transcription factor is a primary regulator of EMT [47]; high ZEB1 expression levels have been shown to contribute to development of several cancers and serve as an apparent predictor of poor overall survival of cancer patients [48]. ZEB1 was also shown to regulate enzymes required for aerobic glycolysis activity [13]. In our study, we demonstrated that ZEB1 can promote both glycolysis and oxidative stress by regulating the expression of SIRT3 and COX10 (Fig. 5F–O, Fig. 6). As a differentially upregulated gene in multiple tumor types or cancer cell lines, HNRNPC can promote cancer development [33] and mediate RNA splicing [18, 49]. Recent studies using adenovirus-mediated aberrant RNA and protein binding showed that the non-degradative ubiquitination of HNRNPC can affect the splicing of viral RNA [22]. Our findings are in agreement with these previous studies, and further expand our understanding of this regulatory mechanism by showing that interactions between CYTOR and HNRNPC can significantly impact HNRNPC ubiquitination levels (Fig. 3G–M). Our further investigation of HNRNPC interactions with ZEB1 demonstrate that CYTOR-binding negatively affects HNRNPC ubiquitination, consequently leading to increased interactions between HNRNPC and ZEB1 mRNAs (Fig. 4E). Furthermore, our results show that the enhanced interactions between HNRNPC and ZEB1 mRNAs significantly prolong ZEB1 mRNA stability (Fig. 4K). Also, we demonstrated that HNRNPC significantly promotes the migration and invasion of oral cancer cells (Supplementary Fig. S8). These cumulative findings provide strong evidence that the CYTOR-HNRNPC-ZEB1 axis regulates energy metabolism in the development of tumor metastasis.

## Conclusions

In the present study, we identified the lncRNA, CYTOR, which is expressed at significantly elevated levels in HNSCC patients and is specifically correlated with poor clinical outcomes. We first demonstrated that CYTOR enhance the migration and invasion capability of OSCC cells. RNA-seq of CYTOR KD oral cancer cell lines with GSEA and pathway enrichment analysis indicated that CYTOR was involved in mitochondrial functions and alternative RNA splicing, while further studies confirmed that CYTOR can positively regulate oxidative stress and glycolysis activity in these cell lines. Therefore, we have demonstrated for the first time that CYTOR-HNRNPC-ZEB1 axis promotes the migration and invasion of oral cancer cells through regulating mitochondrial metabolism and glycolysis (Fig. 8). By packaging CYTOR-targeting siRNAs into NMOFs, we provide a powerful example of a nanoscale tumor-specific drug delivery strategy that confers anti-metastatic effects through targeting a lncRNA.

**Fig. 8:**
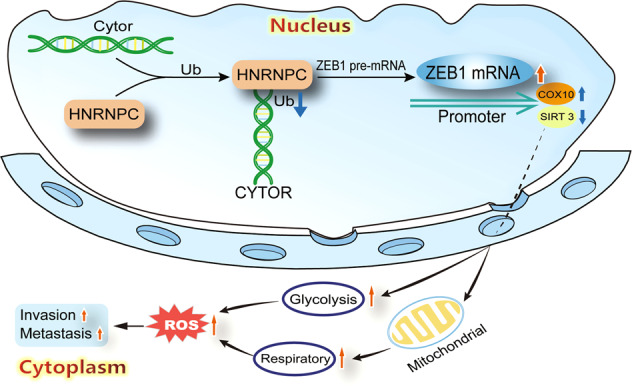
Schematic diagram of CYTOR-HNRNPC-ZEB1 axis regulates the energy metabolism-mediated metastasis of oral cancer cells. LncRNA CYTOR enhances ZEB1 expression via HNRNPC-mediated mRNA stabilization to alter energy metabolism, ultimately facilitating metastasis and invasion of oral cancer cells.

## Materials and methods

### Patients

Total of 192 patients with primary OSCC were recruited from 2009 to 2015 and treated by surgery at the Department of Oral and Maxillofacial Surgery, the Affiliated Stomatological Hospital of Nanjing Medical University. Tumor pathological grade was classified according to WHO classification criteria. Clinical stage and TNM stage were defined by the UICC and the American Joint Commission on Cancer (AJCC). This study was approved by the Nanjing Medical University Ethics Committee and was in accordance with the World Medical Association Declaration of Helsinki, and written informed consent was obtained from all patients.

### Zebrafish metastasis model

To evaluate the impact of CYTOR and ZEB1 genes expression on oral cancer cell metastasis ability. The Tg (fli-1: EGFP) zebrafish was used to observe the cancer cells invasion. Fertilized zebrafish eggs were collected at 28 °C, and embryos at 24 h post fertilization (hpf) were treated with 0.2 mM N-phenylthiourea (PTU; Sigma) to prevent pigmentation. To avoid bias affecting the selection of zebrafish, we also randomized the embryos. Zebrafish embryos were anaesthetized with 0.003% tricaine (Sigma-Aldrich, St. Louris, MO, USA) and placed on a 10 cm Petri dish coated with 1% agarose at 48 hpf. After labeled the tumor cells with 2 g/ml of DiI (Fluka, Germany), the single cell suspension, formulated into certain density of 2 × 10^7^ cells per milliliter, was injected into perivitelline space (PVs) by microinjection. Each embryo beard about 200 cells to cause tail metastasis. Suitable injected embryos were selected after 2 h post injection (hpi). Selected embryos were placed in 32 °C for subsequent experiments. There were no inclusion or exclusion criteria used in the selection of the animals. Tumor cells migration in caudal haematopoietic tissue (CHT) were monitored (blinded outcome asssement) for three consecutive days by an inverted fluorescence microscope (IX71, Olympus, Japan).

### Nude mice metastasis model

BALB/c nude mice (4–6 weeks old, female) were purchased from Vital River Laboratory Animal Technology Co. Ltd (Beijing, China) and raised under specific pathogen-free conditions in the Animal Core Facility of Nanjing Medical University. There were no inclusion or exclusion criteria used in the selection of the animals. Animals from each cage were randomly allocated to the control or treated groups, but no blinding was used. All experimental procedures were approved by the Animal Ethics and Welfare Committee of Nanjing Medical University. Total 1 × 10^6^ Cal27 cells were administrated via tail vein to induce the metastasis. NMOFs (siRNA@UiO-66-NH_2_) were injected two times per week from day 21 to day 45. On day 45 the lung-metastasized cells were observed by fluorescence imaging (blinded outcome asssement). The lung samples were then harvested for histological analysis.

### Statistical analysis

Data were checked for a normal distribution, by the Kolmogorov–Smirnov test, all the normally distributed continuous variables were described as mean ± SD. One-way anova and Student’s paired or unpaired *t*-tests were used for the comparison of significant differences between groups with GraphPad Prism software (GraphPad Prism, RRID: SCR_002798). For all experiments, measures were performed from at least three technical replicates and experiments were repeated at least three times (biological replicates), and each dot from the dot plots indicates the average of at least three independent biological replicates. Survival analyses were performed using the Kaplan–Meier method and assessed using the log-rank test with SPSS software (SPSS, RRID: SCR_002865). The levels of significance were set to *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Supplementary information

Supplementary Materials

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Figure 12

Supplementary Figure Legends

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Original Western Blots

aj-checklist

## Data Availability

All data generated or analyzed during this study are included in this article, and its supplementary information files. The RNA-sequencing data and RIP-sequencing data used in this paper have been deposited in the NCBI GEO database with accession code GSE193143.

## References

[1] Ling Z, Cheng B, Tao X (2021). Epithelial-to-mesenchymal transition in oral squamous cell carcinoma: challenges and opportunities. Int J Cancer.

[2] Zanoni DK, Montero PH, Migliacci JC, Shah JP, Wong RJ, Ganly I (2019). Survival outcomes after treatment of cancer of the oral cavity (1985–2015). Oral Oncol.

[3] Casar B, He Y, Iconomou M, Hooper JD, Quigley JP, Deryugina EI (2012). Blocking of CDCP1 cleavage in vivo prevents Akt-dependent survival and inhibits metastatic colonization through PARP1-mediated apoptosis of cancer cells. Oncogene.

[4] Li S, Wang N, Brodt P (2012). Metastatic cells can escape the proapoptotic effects of TNF-alpha through increased autocrine IL-6/STAT3 signaling. Cancer Res.

[5] Larkin J, Hodi FS, Wolchok JD (2015). Combined nivolumab and ipilimumab or monotherapy in untreated melanoma REPLY. N. Engl J Med.

[6] Yang F, Huo XS, Yuan SX, Zhang L, Zhou WP, Wang F (2013). Repression of the long noncoding RNA-LET by histone deacetylase 3 contributes to hypoxia-mediated metastasis. Mol Cell.

[7] Bakir B, Chiarella AM, Pitarresi JR, Rustgi AK (2020). EMT, MET, plasticity, and tumor metastasis. Trends Cell Biol.

[8] Kenny TC, Craig AJ, Villanueva A, Germain D (2019). Mitohormesis primes tumor invasion and metastasis. Cell Rep..

[9] Pascual G, Avgustinova A, Mejetta S, Martin M, Castellanos A, Attolini CS (2017). Targeting metastasis-initiating cells through the fatty acid receptor CD36. Nature.

[10] Pavlova NN, Thompson CB (2016). The emerging hallmarks of cancer metabolism. Cell Metab.

[11] Vyas S, Zaganjor E, Haigis MC (2016). Mitochondria and cancer. Cell.

[12] Xu WY, Hu QS, Qin Y, Zhang B, Liu WS, Ni QX (2018). Zinc finger E-box-binding homeobox 1 mediates aerobic glycolysis via suppression of sirtuin 3 in pancreatic cancer. World J Gastroenterol.

[13] Zhou Y, Lin F, Wan T, Chen A, Wang H, Jiang B (2021). ZEB1 enhances Warburg effect to facilitate tumorigenesis and metastasis of HCC by transcriptionally activating PFKM. Theranostics.

[14] Kim JY, Cho KH, Jeong BY, Park CG, Lee HY (2020). Zeb1 for RCP-induced oral cancer cell invasion and its suppression by resveratrol. Exp Mol Med.

[15] Guo W, Huai Q, Zhang G, Guo L, Song P, Xue X (2020). Elevated heterogeneous nuclear ribonucleoprotein C expression correlates with poor prognosis in patients with surgically resected lung adenocarcinoma. Front Oncol.

[16] Wang S, Zou X, Chen Y, Cho WC, Zhou X (2020). Effect of N6-methyladenosine regulators on progression and prognosis of triple-negative breast cancer. Front Genet.

[17] Zhang S, Wu X, Diao P, Wang C, Wang D, Li S (2020). Identification of a prognostic alternative splicing signature in oral squamous cell carcinoma. J Cell Physiol.

[18] Konig J, Zarnack K, Rot G, Curk T, Kayikci M, Zupan B (2010). iCLIP reveals the function of hnRNP particles in splicing at individual nucleotide resolution. Nat Struct Mol Biol.

[19] Velusamy T, Shetty P, Bhandary YP, Liu MC, Shetty S (2008). Posttranscriptional regulation of urokinase receptor expression by heterogeneous nuclear ribonuclear protein C. Biochemistry.

[20] Lee EK, Kim HH, Kuwano Y, Abdelmohsen K, Srikantan S, Subaran SS (2010). hnRNP C promotes APP translation by competing with FMRP for APP mRNA recruitment to P bodies. Nat Struct Mol Biol.

[21] Liu N, Dai Q, Zheng G, He C, Parisien M, Pan TN (2015). N6-methyladenosine-dependent RNA structural switches regulate RNA-protein interactions.. Nature.

[22] Herrmann C, Dybas JM, Liddle JC, Price AM, Hayer KE, Lauman R (2020). Adenovirus-mediated ubiquitination alters protein-RNA binding and aids viral RNA processing. Nat Microbiol.

[23] Ulitsky I, Bartel DP (2013). lincRNAs: genomics, evolution, and mechanisms. Cell.

[24] Engreitz JM, Haines JE, Perez EM, Munson G, Chen J, Kane M (2016). Local regulation of gene expression by lncRNA promoters, transcription and splicing. Nature.

[25] Tripathi V, Ellis JD, Shen Z, Song DY, Pan Q, Watt AT (2010). The nuclear-retained noncoding RNA MALAT1 regulates alternative splicing by modulating SR splicing factor phosphorylation. Mol Cell.

[26] Lee S, Kopp F, Chang TC, Sataluri A, Chen B, Sivakumar S (2016). Noncoding RNA NORAD regulates genomic Stability by sequestering PUMILIO proteins. Cell.

[27] Wu QN, Luo XJ, Liu J, Lu YX, Wang Y, Qi J (2021). MYC-Activated LncRNA MNX1-AS1 promotes the progression of colorectal cancer by stabilizing YB1. Cancer Res.

[28] Meng LD, Shi GD, Ge WL, Huang XM, Chen Q, Yuan H (2020). Linc01232 promotes the metastasis of pancreatic cancer by suppressing the ubiquitin-mediated degradation of HNRNPA2B1 and activating the A-Raf-induced MAPK/ERK signaling pathway. Cancer Lett.

[29] Tang J, Yan T, Bao Y, Shen C, Yu C, Zhu X (2019). LncRNA GLCC1 promotes colorectal carcinogenesis and glucose metabolism by stabilizing c-Myc. Nat Commun.

[30] Tang Z, Li C, Kang B, Gao G, Li C, Zhang Z (2017). GEPIA: a web server for cancer and normal gene expression profiling and interactive analyses. Nucleic Acids Res.

[31] Karinen S, Juurikka K, Hujanen R, Wahbi W, Hadler-Olsen E, Svineng G (2021). Tumour cells express functional lymphatic endothelium-specific hyaluronan receptor in vitro and in vivo: Lymphatic mimicry promotes oral oncogenesis?. Oncogenesis.

[32] Tian H, Shi S, You B, Zhang Q, Gu M, You Y (2021). ER resident protein 44 promotes malignant phenotype in nasopharyngeal carcinoma through the interaction with ATP citrate lyase. J Transl Med.

[33] Wu Y, Zhao W, Liu Y, Tan X, Li X, Zou Q, et al. Function of HNRNPC in breast cancer cells by controlling the dsRNA-induced interferon response. EMBO J. 2018;37:e99017.10.15252/embj.201899017PMC627688030158112

[34] Lang B, Armaos A, Tartaglia GG (2019). RNAct: Protein-RNA interaction predictions for model organisms with supporting experimental data. Nucleic Acids Res.

[35] Zhang Y, Chen W, Pan T, Wang H, Zhang Y, Li C (2019). LBX2-AS1 is activated by ZEB1 and promotes the development of esophageal squamous cell carcinoma by interacting with HNRNPC to enhance the stability of ZEB1 and ZEB2 mRNAs. Biochem Biophys Res Commun.

[36] Schiffmann LM, Werthenbach JP, Heintges-Kleinhofer F, Seeger JM, Fritsch M, Gunther SD (2020). Mitochondrial respiration controls neoangiogenesis during wound healing and tumour growth. Nat Commun.

[37] Liu Y, Gong CS, Lin L, Zhou Z, Liu Y, Yang Z (2019). Core-shell metal-organic frameworks with fluorescence switch to trigger an enhanced photodynamic therapy. Theranostics.

[38] Liu Y, Hou W, Xia L, Cui C, Wan S, Jiang Y (2018). ZrMOF nanoparticles as quenchers to conjugate DNA aptamers for target-induced bioimaging and photodynamic therapy. Chem Sci.

[39] Ganapathy-Kanniappan S, Geschwind JF (2013). Tumor glycolysis as a target for cancer therapy: progress and prospects. Mol Cancer.

[40] Zhang Y, Yang JM (2013). Altered energy metabolism in cancer: a unique opportunity for therapeutic intervention. Cancer Biol Ther.

[41] Zhao J, Huang X, Xu Z, Dai J, He H, Zhu Y (2017). LDHA promotes tumor metastasis by facilitating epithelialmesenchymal transition in renal cell carcinoma. Mol Med Rep..

[42] Viale A, Pettazzoni P, Lyssiotis CA, Ying H, Sanchez N, Marchesini M (2014). Oncogene ablation-resistant pancreatic cancer cells depend on mitochondrial function. Nature.

[43] Schieber M, Chandel NS (2014). ROS function in redox signaling and oxidative stress. Curr Biol.

[44] Steeg PS (2016). Targeting metastasis. Nat Rev Cancer.

[45] Cirenajwis H, Lauss M, Ekedahl H, Torngren T, Kvist A, Saal LH (2017). NF1-mutated melanoma tumors harbor distinct clinical and biological characteristics. Mol Oncol.

[46] Kalyane D, Raval N, Maheshwari R, Tambe V, Kalia K, Tekade RK (2019). Employment of enhanced permeability and retention effect (EPR): Nanoparticle-based precision tools for targeting of therapeutic and diagnostic agent in cancer. Mater Sci Eng C Mater Biol Appl.

[47] Caramel J, Ligier M, Puisieux A (2018). Pleiotropic roles for ZEB1 in cancer. Cancer Res.

[48] Aigner K, Dampier B, Descovich L, Mikula M, Sultan A, Schreiber M (2007). The transcription factor ZEB1 (deltaEF1) promotes tumour cell dedifferentiation by repressing master regulators of epithelial polarity. Oncogene.

[49] Zarnack K, Konig J, Tajnik M, Martincorena I, Eustermann S, Stevant I (2013). Direct competition between hnRNP C and U2AF65 protects the transcriptome from the exonization of Alu elements. Cell.

# Supplementary material for: lncRNA CYTOR promotes aberrant glycolysis and mitochondrial respiration via HNRNPC-mediated ZEB1 stabilization in oral squamous cell carcinoma
**Source:** Cell Death Dis. 2022 Aug 13;13(8):703. doi: 10.1038/s41419-022-05157-1
**Supplement:** Supplementary file 1 — Supplementary Materials

**lncRNA CYTOR promotes aberrant glycolysis and mitochondrial respiration via HNRNPC-mediated ZEB1 stabilization in oral squamous cell carcinoma**

**・Authors’ names:**

Weiwen Zhu^1,2,3^, Jie Wang^1,2,3^, Xiang Liu^1,2,3^, Yanbin Xu^1,2,3^, Rundong Zhai^1,2,3^, Jiayi Zhang^1,2,3^, Mengqi Wang^1,2,3^, Mengyao Wang^1,2,3^, Laikui Liu^1,2,3*^

**・Authors’ affiliations:**

**Supplementary Data**

**Primers and antibodies**

The primers and antibodies are listed in the following table (Characterization of the sequences of siRNA, shRNA, RT-qPCR primers, chip primers and antibody).

**Sequences for siRNAs or shRNA**

shCYTOR-#1 GGCUUGAACAUUUGGUCUUTT

shCYTOR-#2 CUCUACUCAUGCCCAAAGUTT

shCYTOR-#3 GAAACCUCUUGACUCUUCUTT

shZEB1 GAACCAGTTGTAAATGTAA

siHNRNPC-#1 CGTCAGCGTGTATCAGGAA

siHNRNPC-#2 AGGTGTGAAACGATCTGCA

siHNRNPC-#3 GTGAAGAAAGATGAGACTA

**Primers for qPCR**

GAPDH-F GAACGGGAAGCTCACTGG

GAPDH-R GCCTGCTTCACCACCTTCT

CYTOR-F ATCCACATTCCAACCTCCGT

CYTOR-R CTGAGTCGTGATTTTCGGTGT

HOTAIRM1-F AAACTCCGTGTTACTCATTCCTG

HOTAIRM1-R GAATTGGACAGTCTAAGATTTGGG

HNRNPC-F GGCTTTGTGAGAAACCTTACCAT

HNRNPC-R TTCATGGAGCGAGGATCTGTC

COX10-F TCCTCAAACGCATGTATGTCAC

COX10-R CTGGTTCTGGCTTGGGTCTT

SIRT-F TCCTTCCTAGCATCACATTACCTG

SIRT3-R CACTGTCATTAAATCTATTGCCGTC

ZEB1-F ACACGACCACAGATACGGCA

ZEB1-R GAAGCAACCACTATGGGTTTGA

**Primers for chIP**

SIRT3-1-F GCCGGAAATGCTCACTCAC

SIRT3-1-R GAGTTTTGTCCGGAGCGCAG

SIRT3-2-F TGTTTCCCAAAGTGGGTGGT

SIRT3-2-R TGAACTCCTACCTCGGGTCT

SIRT3-3-F GCAGAAGGCTGCTGAATGCTA

SIRT3-3-R TCTCCTGTAGTAACCTCCCTGT

SIRT3-4-F CAATGCATTTCTGATAAGGGATACT

SIRT3-4-R TAGCATTCTTTCTGCTACACCGT

COX10-1-F GCTTTTTCTTCAGGACAGCGG

COX10-1-R GAGGTGATCGGAAGGGACTG

COX10-2-F GGATTTCACTCCAGACCACCA

COX10-2-R ATCAAATGGGAGCCCAGAGG

COX10-3-F CGACAACCTCTTGTCCCCTC

COX10-3-R AGCCGTTTTGGTTCACCTCA

COX10-4-F CAGGTCTTGGTTCTGGCACT

COX10-4-R AAGTCTGGCACATTAAGGCCC

**Antibodies for western blot**

Vimentin CST (5741#) 1:1000

Snail CST (3879#) 1:1000

E-Cadherin CST (14472#) 1:1000

N-Cadherin CST (13116#) 1:1000

β-Actin CST (3700#) 1:1000

SIRT3 Proteintech (1099-1-AP) 1:1000

CTP(SLC25A1)  Proteintech (15235-1-AP) 1:1000

SOD1  Proteintech (10269-1-AP) 1:1000

SOD2 Proteintech (24127-1-AP) 1:1000

HNRNPC  Proteintech (11760-1-AP) 1:1000

FLAG Sigma (F7425) 1:1000

Tublin CST (2148) 1:1000

GAPDH CST (5174) 1:1000

ZEB1 Proteintech (21544-1-AP) 1:1000

Citrate Sunthase (CS) CST (14309S) 1:1000

COX10 Proteintech (10611-2-AP) 1:1000

**Supplementary materials and methods**

**Real-time quantitative PCR (qPCR) analysis**

RNA was extracted from cells using Trizol reagent and reverse transcribed using the PrimeScript RT Reagent Kit (Takara Bio, Kusatsu, Japan). Real-time quantitative PCR analyses were per- formed in triplicate using the SYBR Green PCR Master Mix (Takara Bio) and detected using an Applied Biosystems 7900 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). The primer sequences used in this study are listed in Supplemental data. The values were normalized to the endogenous control, and the 2^-ΔΔCt^ method was used to calculate the relative quantification of gene expression.

**Western blot analysis**

Western blot was performed using methods previously described (1). Briefly, cell lysates were separated on polyacrylamide–sodium dodecyl sulfate gel and electroblotted onto nitrocellulose membranes (Bio-Rad, Hercules, CA, USA). After blocking with 5% nonfat dry milk, the membranes were incubated with various antibodies overnight. The information about primary antibodies is provided in Supplemental data. Then, membranes were incubated with a horseradish peroxidase–conjugated secondary antibody for 50 mins. The signals were visualized using ECL detection (Thermo Fisher Scientific).

**Wound-healing and invasion assays**

Cells were plated in six-well plates and grown to 90% confluence. A pipette tip was used to scratch wounds, and then cells were incubated with basial medium. Migrating cells at the wound front were photographed at 0 and 12 hours. Cell invasion assays were carried out by using 8-μm pore Transwell filters (Costar, Lowell, MA, USA) that were precoated with Matrigel (Corning, Bedford, MA, USA). Cells (2.0 × 10^5^) were resuspended in 200 μL serum-free medium and added to the upper chamber, while the lower chamber was filled with complete medium as the chemoattractant. After incubation for 24 hours, the migrated cells were fixed with 4% PFA and stained with crystal violet (Sigma-Aldrich, St Louis, MO USA). Migratory cells on the lower surface of the chamber were counted and photographed (Olympus, Tokyo, Japan).

**Cell lines**

HNSCC cell lines Cal27 and HN6 were used. Cal27 and HN6 cell lines were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cell lines were authenticated using human cancer cell line STR profiles. All cancerous cell lines were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin/ streptomycin at 37 °C in a 5% CO^2^-humidified incubator. All cells were routinely tested for mycoplasma at regular intervals throughout the whole course of the study.

**Patient-derived cells (PDCs)**

The OSCC patient samples were obtained from surgeries (Nanjing Medical University affiliated Stomatological Hospital, China). Tumors were collected into the solution contains DMEM/F12/HEPES (GIBCO), 1mg/ml Collagenase (Roche), 100U/ml Hyaluronidase (Sigma), 25% BSA fraction V (GIBCO), 5 mg/ml Insulin and 50 mg/ml Gentamycin (GIBCO). Samples were first triturated with a pipette to break down tissues clump, then incubated at 37°C for 30 mins with rotation. The harvested cell suspensions were then filtered through 100 μm nylon mesh filter, then centrifuged for 5 min at 250 × g. After centrifugation the cells were suspended into the complete growth medium.

**RNA immunoprecipitation (RIP)**

RIP assays were performed with a Magna RNA-binding protein immunoprecipitation kit (Millipore, #17-704), according to the manufacturer’s instructions. 1 × 10^7^ cells were subsequently washed twice with 10ml ice-cold PBS, and the pellets were collected and resuspended in 115 μL RIP lysis buffer on ice for 10 mins before use. Negative control IgG, human anti-HNRNPC antibody (5 μg/sample, Proteintech Cat# 11760-1-AP, RRID:AB_2117500) and anti-FLAG tag antibody (5 μg/sample, Sigma-Aldrich Cat# F9291, RRID:AB_439698) were used in this study. After proteinase K digestion, the immunoprecipitated RNAs were extracted, purified, and subjected to qPCR.

**RNA pull-down assay**

Biotin-labeled full-length or truncated fragments of CYTOR and ZEB1 RNA were transcribed in vitro with a Pierce RNA 3’ End Desthiobiotinylation Kit (Thermo Scientific, #20163) and T4 RNA ligase (InvitrogenTM, MEGAsciptTM, #AM1330) using PCR products as a template. Cells were washed twice with 10 ml ice-cold PBS and resuspended by 100μl Pierce IP lysis buffer (Thermo Scientific, #87787). RNA pull-down assays were performed with a Pierce Magnetic RNA–Protein Pull-Down Kit (Thermo Scientific, #20164). According to the manufacturer’s instructions, biotinylated RNA was captured with streptavidin magnetic beads and then incubated with the 30μl cell lysates at 4 °C for 2h rotation before washing and elution of the RBP complex. The eluted proteins were subjected to western blot.

**Chromatin Immunoprecipitation (ChIP)**

Chromatin immunoprecipitation (ChIP) analysis was carried out using EZ-ChIP kit (Millipore,17-10086) according to the manufacturer’s protocol. Briefly, HN6 and Cal27 cells were crosslinked with fresh 4% formaldehyde; subsequently, the cells were lysed in SDS buffer and sonicated to shear the DNA into 200-1000bp. Lysates diluted with ChIP dilution buffer were immunoprecipitated with anti-ZEB1 antibody (Proteintech Cat# 21544-1-AP, RRID:AB_10734325) and rabbit IgG was used as an internal control. Reverse-crosslinked DNA was transferred to real-time PCR analysis. Detailed information, including the primer sequences used for real-time PCR, is listed in Supplemental data.

**Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) assay**

To assess the impact of CYTOR and ZEB1 on mitochondrial respiration and glycolytic capacity of oral cancer cells, Seahorse Bioscience XFe96 (Agilent Seahorse XFe96 Analyzer, RRID:SCR_019545) Extracellular Flux Analyzer was used according to the manufacturer’s instructions. The mitochondrial respiration and glycolytic capacity were determined using the Mito-stress Test Kit and Glycolysis Stress Test Kit as the manufacturer's instructions. Briefly, 1 × 10^4^ HN6 (RRID : CVCL_8129, obtained from ATCC) cells and 2 × 10^4^ Cal27 (ATCC Cat# CRL-2095, RRID : CVCL_1107, obtained from ATCC) cells were seeded onto 96-well plates and incubated overnight. After washing the cells with Seahorse detection buffer, 175 μL of Seahorse detection buffer plus 25 μL each of 1 μmol/L oligomycin, 1 μmol/L FCCP, and 1 μmol/L rotenone was automatically injected to measure the oxygen consumption rate (OCR). Then, 25 μL each of 10 mmol/L glucose, 1 μmol/L oligomycin, and 100 mmol/L 2-deoxy-glucose were added to measure the extracellular acidification rate (ECAR). The OCR and ECAR values were calculated after normalization to the cell number and are plotted as the mean ± SD.

**Dual Luciferase Reporter Assay**

The putative binding regions of ZEB1 in the human SIRT3 and COX10 promoter were amplified by PCR from genomic DNA and cloned downstream of the firefly luciferase gene (FL) in the pGL3-basic luciferase reporter vector (Genecopoeia, Guangzhou, Guangdong, China). For luciferase reporter assays, 293T cells were co-transfected with individual pGL3-SIRT3 and pGL3-COX10 reporter plasmids and LeV-ZEB1 plasmids using lipofectamine 2000. At 48 hours post-transfection, cells lysates were collected and assayed with a Dual-Luciferase Assay kit (Promega, Madison, WI, USA) following the manufacturer’s instructions. The pRL Renilla luciferase (RL) reporter was used for data normalization. Results are displayed as the ratio of FL/RL activity.

**cDNA Library Construction and Sequencing**

Sequence libraries were generated and sequenced by CapitalBio Technology (Beijing, China). The triplicate samples of all assays were constructed an independent library, and do the following sequencing and analysis. The NEB Next Ultra RNA Library Prep Kit for Illumina (NEB) was used to construct the libraries for sequencing. NEB Next Poly(A) mRNA Magnetic Isolation Module (NEB) kit was used to enrich the poly(A) tailed mRNA molecules from 1 μg total RNA. The mRNA was fragmented into ∼200 base pair pieces. The first-strand cDNA was synthesized from the mRNA fragments reverse transcriptase and random hexamer primers, and then the second-strand cDNA was synthesized using DNA polymerase I and RNaseH. The end of the cDNA fragment was subjected to an end repair process that included the addition of a single “A” base, followed by ligation of the adapters. Products were purified and enriched by polymerase chain reaction (PCR) to amplify the library DNA. The final libraries were quantified an Agilent 2100 Bioanalyzer. After quantitative reverse transcription-polymerase chain reaction (RT-qPCR) validation, libraries were subjected to paired-end sequencing with pair end 150-base pair reading length on an Illumina HiSeq sequencer (Illumina).

**Mass Spectrometry analyses**

Experiments were performed on a Q Exactive mass spectrometer that was coupled to Easy nLC (Thermo Fisher Scientific). The peptide mixture was loaded onto a the C18-reversed phase column (15 cm long, 75 μm inner diameter) packed in-house with RP-C18 5μm resin in buffer A (0.1% Formic acid in HPLC-grade water) and separated with a linear gradient of buffer B (0.1% Formic acid in 84% acetonitrile ) at a flow rate of 250 nl/min controlled by IntelliFlow technology over 60 min. MS data was acquired using a data-dependent top10 method dynamically choosing the most abundant precursor ions from the survey scan (300–1800 m/z) for HCD fragmentation. Determination of the target value is based on predictive Automatic Gain Control (pAGC). Dynamic exclusion duration was 20 s. Survey scans were acquired at a resolution of 70,000 at m/z 200 and resolution for HCD spectra was set to 17,500 at m/z 200. Normalized collision energy was 27 eV and the underfill ratio, which specifies the minimum percentage of the target value likely to be reached at maximum fill time, was defined as 0.1%.

**Immunohistochemistry (IHC) staining**

Paraffin-embedded OSCC tumor tissue sections (4 μm) were treated with xylene for deparaffinization, rehydrated with an ethanol gradient, treated for 20 min with 3% hydrogen peroxide. Following antigen retrieval, samples were blocked with normal goat serum and then probed overnight with primary antibodies. An HRP-polymer anti-rabbit/mouse Kit and a DAB Detection Kit (Fuzhou Maixin Biotech, Fuzhou, China) were then used to stain samples, and hematoxylin was employed for counterstaining. An ethanol gradient was then used to dehydrate samples, which were clarified with xylene and mounted using neutral gum.

**Pathological staining analyses**

Two pathologists independently analyzed pathological samples. The staining of indicated antibodies or FISH images were assessed by immunoreactivity score (IRS) values calculated as: IRS = IS × PS. IS scoring was as follow: 0, negative; 1, weak; 2, moderate; 3, strong. PS scoring was as follows: 0, negative; 1, <10%; 2, 11%-50%; 3, 51%-80%; 4, >80% positive staining. Patients were then separated into low- and high-expression subgroups based on IRS scores of 0-4 and >4, respectively.

**The synthesis of UiO-66-NH2 Nanoscale Metal Organic Frameworks (NMOFs)**

Total 80mg of ZrCl4 was added to 20 mL N,N-Dimethylformamide (DMF). Under vigorous stirring, 62 mg NH2-BDC and 25 μL were added. Then, the mix solution was kept in an oven at 120 ℃ under static conditions. After 24 h, the solutions were cooled to room temperature and the precipitates were isolated by centrifugation. Finally, the solids were dried under reduced pressure.

**The synthesis of siRNA@UiO-66-NH2 NMOFs**

8 mg UiO-66-NH2 dispersed in 8 mL DEPC-treated water was mixed with 2 mL siRNA solution (5 nM), and the mixture was stirred (800rpm) at room temperature for 2 h to afford siRNA@UiO-66-NH2. After siRNA loading, the mixture was centrifuged at 12000 rpm for 15 mins. The supernatant was discarded to remove the free siRNA and the precipitate was collected by freeze-drying.

**Reference**

1. Zhu W, Xu R, Du J, Fu Y, Li S, Zhang P, et al. Zoledronic acid promotes TLR-4-mediated M1 macrophage polarization in bisphosphonate-related osteonecrosis of the jaw. FASEB J. 2019;33(4):5208-19.

**Supplementary Tables**

**Table S1.** **Differentially expressed genes of CYTOR-KD and NC cells identified in the RNA-seq analysis.**

**Table S2. List of the possible CYTOR-interacting proteins identified by mass spectrometry.**

**Table S3.** **The ubiquitinated lysine residues in HNRNPC identified by mass spectrometry.**

**Table S4. Differentially expressed genes of HNRNPC-KD and NC cells identified in the RNA-seq analysis.**

**Table S5. The set of enriched protein coding genes identified by HNRNPC RIP-seq data.**

**Table S6. The list of HNRNPC-interacting genes with identified ENCODE eCLIP data.**

**Table S7. Associations between clinical variables and expression levels of HNRNPC and ZEB1 in OSCC.**

# Supplementary material for: lncRNA CYTOR promotes aberrant glycolysis and mitochondrial respiration via HNRNPC-mediated ZEB1 stabilization in oral squamous cell carcinoma
**Source:** Cell Death Dis. 2022 Aug 13;13(8):703. doi: 10.1038/s41419-022-05157-1
**Supplement:** Supplementary file 14 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Fig S1. lncRNA CYTOR is upregulated in HNSCC tissues and is** **indicative of poor prognosis.** (A) Volcano Plot showed the differentiated expressed lncRNAs in TCGA. (B) Volcano Plot of the differentiated expressed genes in GSE23558. (C) Venn diagram showed 6 up-regulated lncRNAs in both two datasets. (D) Kaplan-Meier analysis showed the overall survival curves of 6 lncRNAs in HNSCC patients. (E) qPCR analysis of lncRNA HOTAIRM1 abundance in OSCC tissues and normal tissues (n=32). (F) qPCR analysis showed that CYTOR was overexpressed in OSCC tissues, compared to the adjacent normal tissues (n=32). (G-H) CYTOR expression in HNSCC patients with different clinical stages and pathology grades. The data was presented as mean ± SD, *P < 0.05, **P < 0.01, ***P < 0.001.

**Fig S2. FISH assay of CYTOR expression in 192 OSCC patient tissues.** A tissue microarray with 192 OSCC tumor tissues was subjected to FISH assay to determine the expression level of CYTOR. Scale bar = 2000 μm.

**Fig S3. Identification of the subcellular location of CYTOR in oral cancer cells.** (A-B) The subcellular location of CYTOR in HN6 and Cal27 was determined by FISH, scale bar = 50 μm. (C-D) Subcellular fractionation were carried out and both the nuclear and cytoplasm fractions were subjected to qPCR to determine the subcellular location of CYTOR in HN6 and Cal27 cell lines.

**Fig S4. CYTOR promotes the EMT but does not affect the proliferation of OSCC cell lines.** (A-D) The expression level of CYTOR in HN6 and Cal27 cell line. β-actin served as the internal control. (E-F) EdU assay was used to assess the proliferation of HN6 and Cal27 cell lines. scale bar = 50 μm. (G-H) A CCK-8 assay was performed to determine the effect of CYTOR expression in regulating the proliferation of OSCC cells. (I) The stable CYTOR knockdown and overexpression cells were subjected to immunofluorescent to detect the expression of EMT-related markers (E-Catherin and Vimentin) (KD, knockdown; NC, negative control; OE, overexpression; scale bar, 50 μm. The data was presented as mean ± SD, ***P < 0.001).

**Fig S5. The deficiency of CYTOR reduces the metastasis of OSCC cells in nude mice.** (A) Nude mice were injected with the luciferase-labeled NC and CYTOR-KD oral cancer cells into the tail vein, then, lung metastasized cells were measured at day 45 post-injection. (B) Representative images of IHC and H&E staining of metastasized cells in lungs. (KD, knockdown; NC, negative control; Scale bars = 100 μm).

**Fig S6. MS evidence for ubiquitination site location in HNRNPC peptides.** Spectra were obtained from LC-MS/MS analyses using collision-induced dissociation (CID) at 35% and identified in MaxQuant 1.6.0.16. All modified residues can be confidently identified by confirming ions. Best evidence spectra were selected for annotation of b-ion (blue) and y-ion (red) series and their masses for singly- and doubly-charged fragments, identified ubiquitination of lysine residues were marked as k (gl).

**Fig S7. CYTOR mediates the non-degrative ubiquitination of HNRNPC.** (A-B) CYTOR-overexpressing and CYTOR-knockdown HN6 and Cal27 cells were treated with cycloheximide (CHX, 50 μg/mL) for the indicated times. (C) HN6 and Cal27 cells were treated with MG132 (25 μmol/l) for 12 h, and the HNRNPC abundance in the indicated cells were determined by immunoblotting. (D-E) The efficacy of CYTOR knockdown using small interferon RNA in 293T cells was determined by qPCR. (F-G) HN6 and Cal27 cells were transfected with indicated plasmids and siRNAs to study the deletion of CYTOR in regulating the ubiquitination level of HNRNPC. Cells were transfected with indicated plasmids or pcDNA 3.1 plasmids to overexpress the expression of CYTOR and followed by immunoprecipitation (IP), the immunoblotting for HA-Ub showed the ubiquitination of HNRNPC protein in (H) 293T (I) HN6 and (J) Cal27 cell lines. The data was presented as mean ± SD, **P < 0.01, ***P < 0.001.

**Fig S8. HNRNPC promotes the migration and invasion of OSCC cells.** The small interferon RNAs were used to knockdown (KD) the expression level of HNRNPC in OSCC cells. (A) Wound healing assays were used to evaluate the expression of HNRNPC in regulating the migratory ability of HN6 and Cal27 cell lines. (B-D) Transwell invasion assays were used to determine the HNRNPC expression in affecting the invasion of oral cancer cells. The data was presented as mean ± SD, *P < 0.05, **P < 0.01.

**Fig S9. Prediction of the binding possibility using CatRAPID.** (A) CatRAPID signature module prediction of the RNA-binding propensity for HNRNPC protein followed by the prediction of RNA-binding regions. Overall interaction scores above 50% indicate the binding propensity. (B) Binding prediction results of ZEB1 and LIN28B with HNRNPC protein. (C) CatRAPID fragment module prediction of the interaction profile and matrix between HNRNPC and ZEB1. (D) The predicted binding matrix map of HNRNPC and LIN28B.

**Fig S10. The identification of the efficiency for ZEB1 overexpression and knockdown.** (A) The mRNA expression level of ZEB1 in HN6 and Cal27 cell lines. (B) The protein expression level of ZEB1 was determined by western blot. (KD, knockdown; NC, negative control; OE, overexpression; The data was presented as mean ± SD, *P < 0.05, **P < 0.01).

**Fig S11. The ZEB1 overexpression rescues the CYTOR-KD induced phenotypes of OSCC cell lines.** The pcDNA 3.1 plasmids were used to overexpress the ZEB1 expression level in CYTOR-KD cells. (A-B) Wound healing assays were used to evaluate the expression of ZEB1 in rescuing the CYTOR-KD induced migration inhibition. (C-D) Transwell invasion assays were used to determine the invasion of oral cancer cells. (E) The HN6 and Cal27 cells were treated with the indicated plasmids and the epithelial mesenchymal transition (EMT) status was determined by western blot. (F) Western blot analysis showing the mitochondrial-related proteins (SIRT3, CTP, SOD1, SOD2) expression in HN6 and Cal27 cells. (G and I) SCC9 and (H and J) SCC25 cells were detected for ECAR and OCR to indicate the glycolysis stress and mitochondrial respiration. The data was presented as mean ± SD, *P < 0.05, **P < 0.01.

**Fig S12. The synthesis of nano scaled-metal organic frameworks (NMOFs).** (A) The synthesis method of NMOFs (UiO-66-NH2), UiO-66-NH2 was obtained by solvothermal method of ZrCl4 and 2-aminoterephthalic acid (2-NH2-BDC). (B) Scanning electron microscope (SEM) image of UiO-66-NH2 showed that the diameter of UiO-66-NH2 was around 70 nm, due to the enhanced permeability and retention (EPR) effect, UiO-66-NH2 can be accumulated at the tumor site. (C) X-ray diffraction (XRD) patterns of UiO-66-NH2 showed similar XRD patterns compared to the stimulated. (D) Dynamic light scattering (DLS) image of UiO-66-NH2 showed that the average hydrodynamic diameter of UiO-66-NH2 was 75 nm. (E) Fluorescence intensity of different concentration of CY5-labbeled si-RNAs were determined. (F) Correlation between si-RNA concentration and fluorescence intensity was analyzed with linear correlation. (G) Based on the equation, the si-RNA loading efficiency (LE) was calculated as LE = loaded siRNA / original siRNA✖️100%. The si-RNA loading efficiency of NMOFs was about 48.14%. (H) CY5-labbled si-CYTOR encapsuled NMOFs (UiO-66-NH2) were injected at day 21 post-injection of luciferase-labeled cancer cells. lung metastasized cells were measured at day 45 post-injection. The florescent image demonstrated the desired tumor accumulation ability of UiO-66-NH2. (I) The CYTOR knockdown efficiency of NMOFs was determined by qPCR. (J) Overview of the main organs from vehicle- and NMOFs-treated nude mice. (K) H&E staining of the main organs from vehicle- and NMOFs-treated nude mice, Scale bar = 100 μm; The data was presented as mean ± SD, **P < 0.01.

# Supplementary material for: lncRNA CYTOR promotes aberrant glycolysis and mitochondrial respiration via HNRNPC-mediated ZEB1 stabilization in oral squamous cell carcinoma
**Source:** Cell Death Dis. 2022 Aug 13;13(8):703. doi: 10.1038/s41419-022-05157-1

Figure 1J

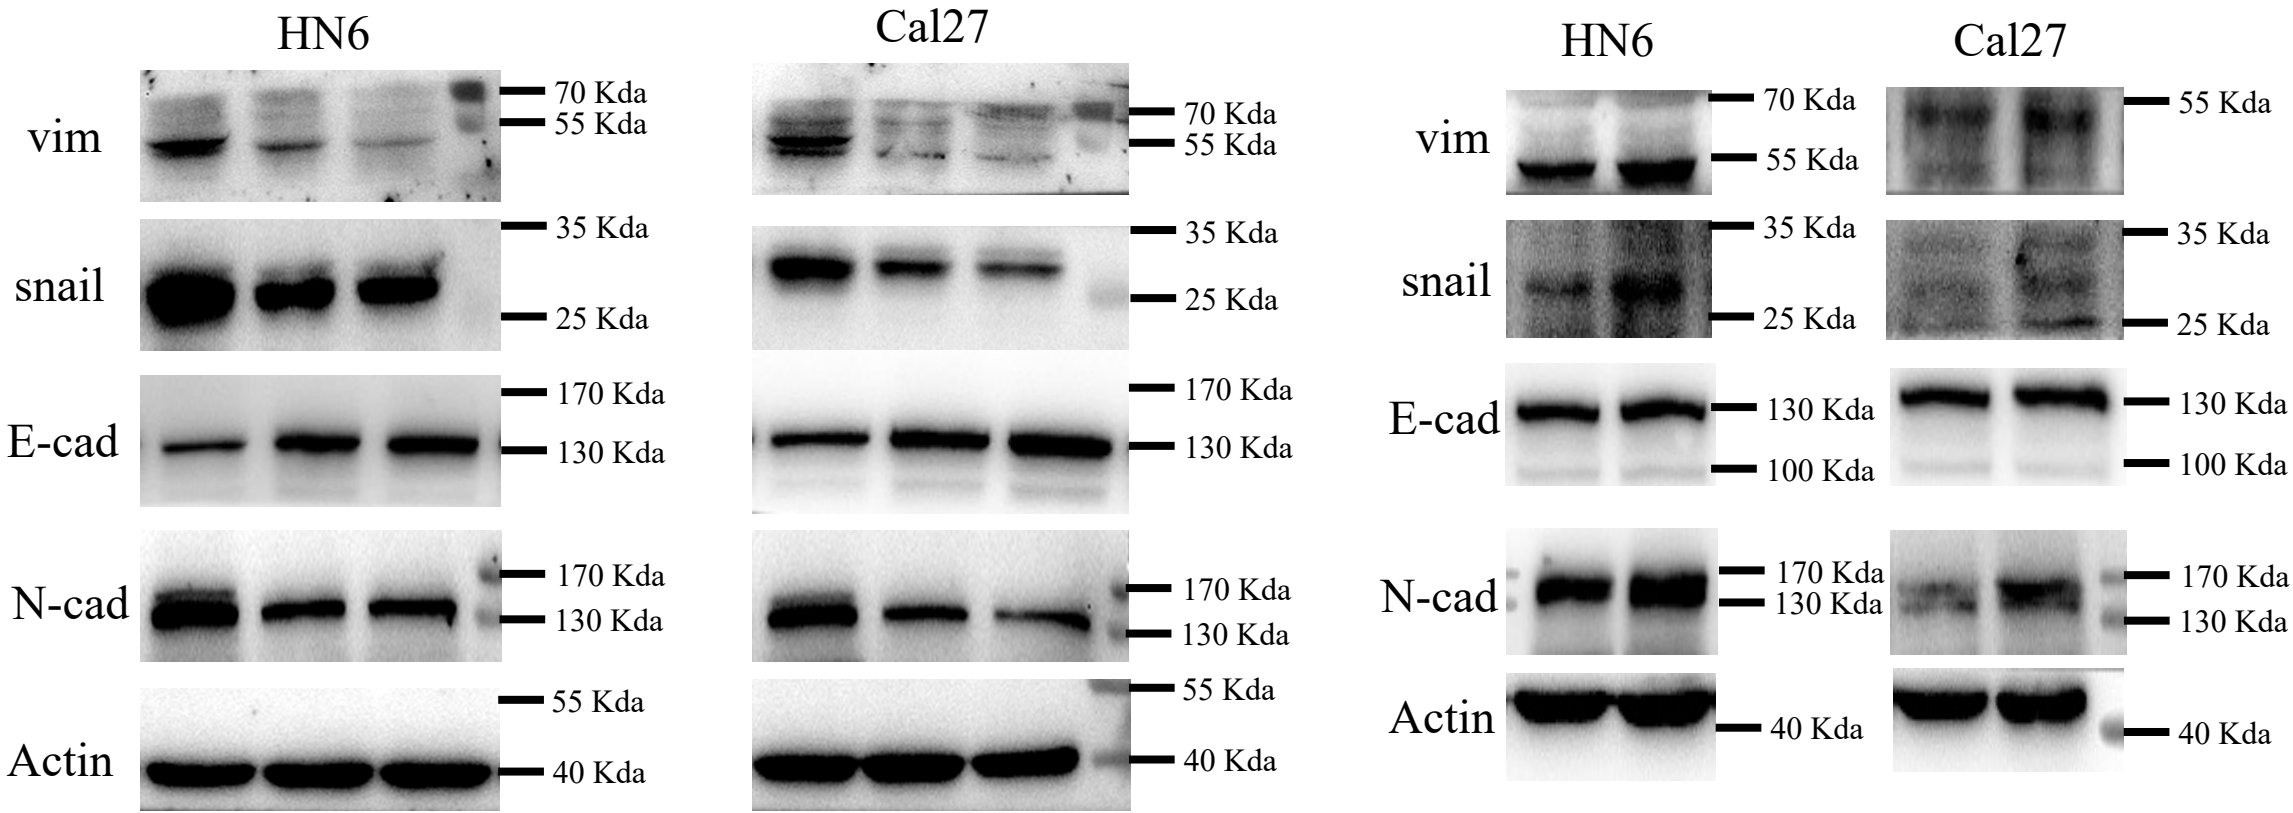

Figure 1K

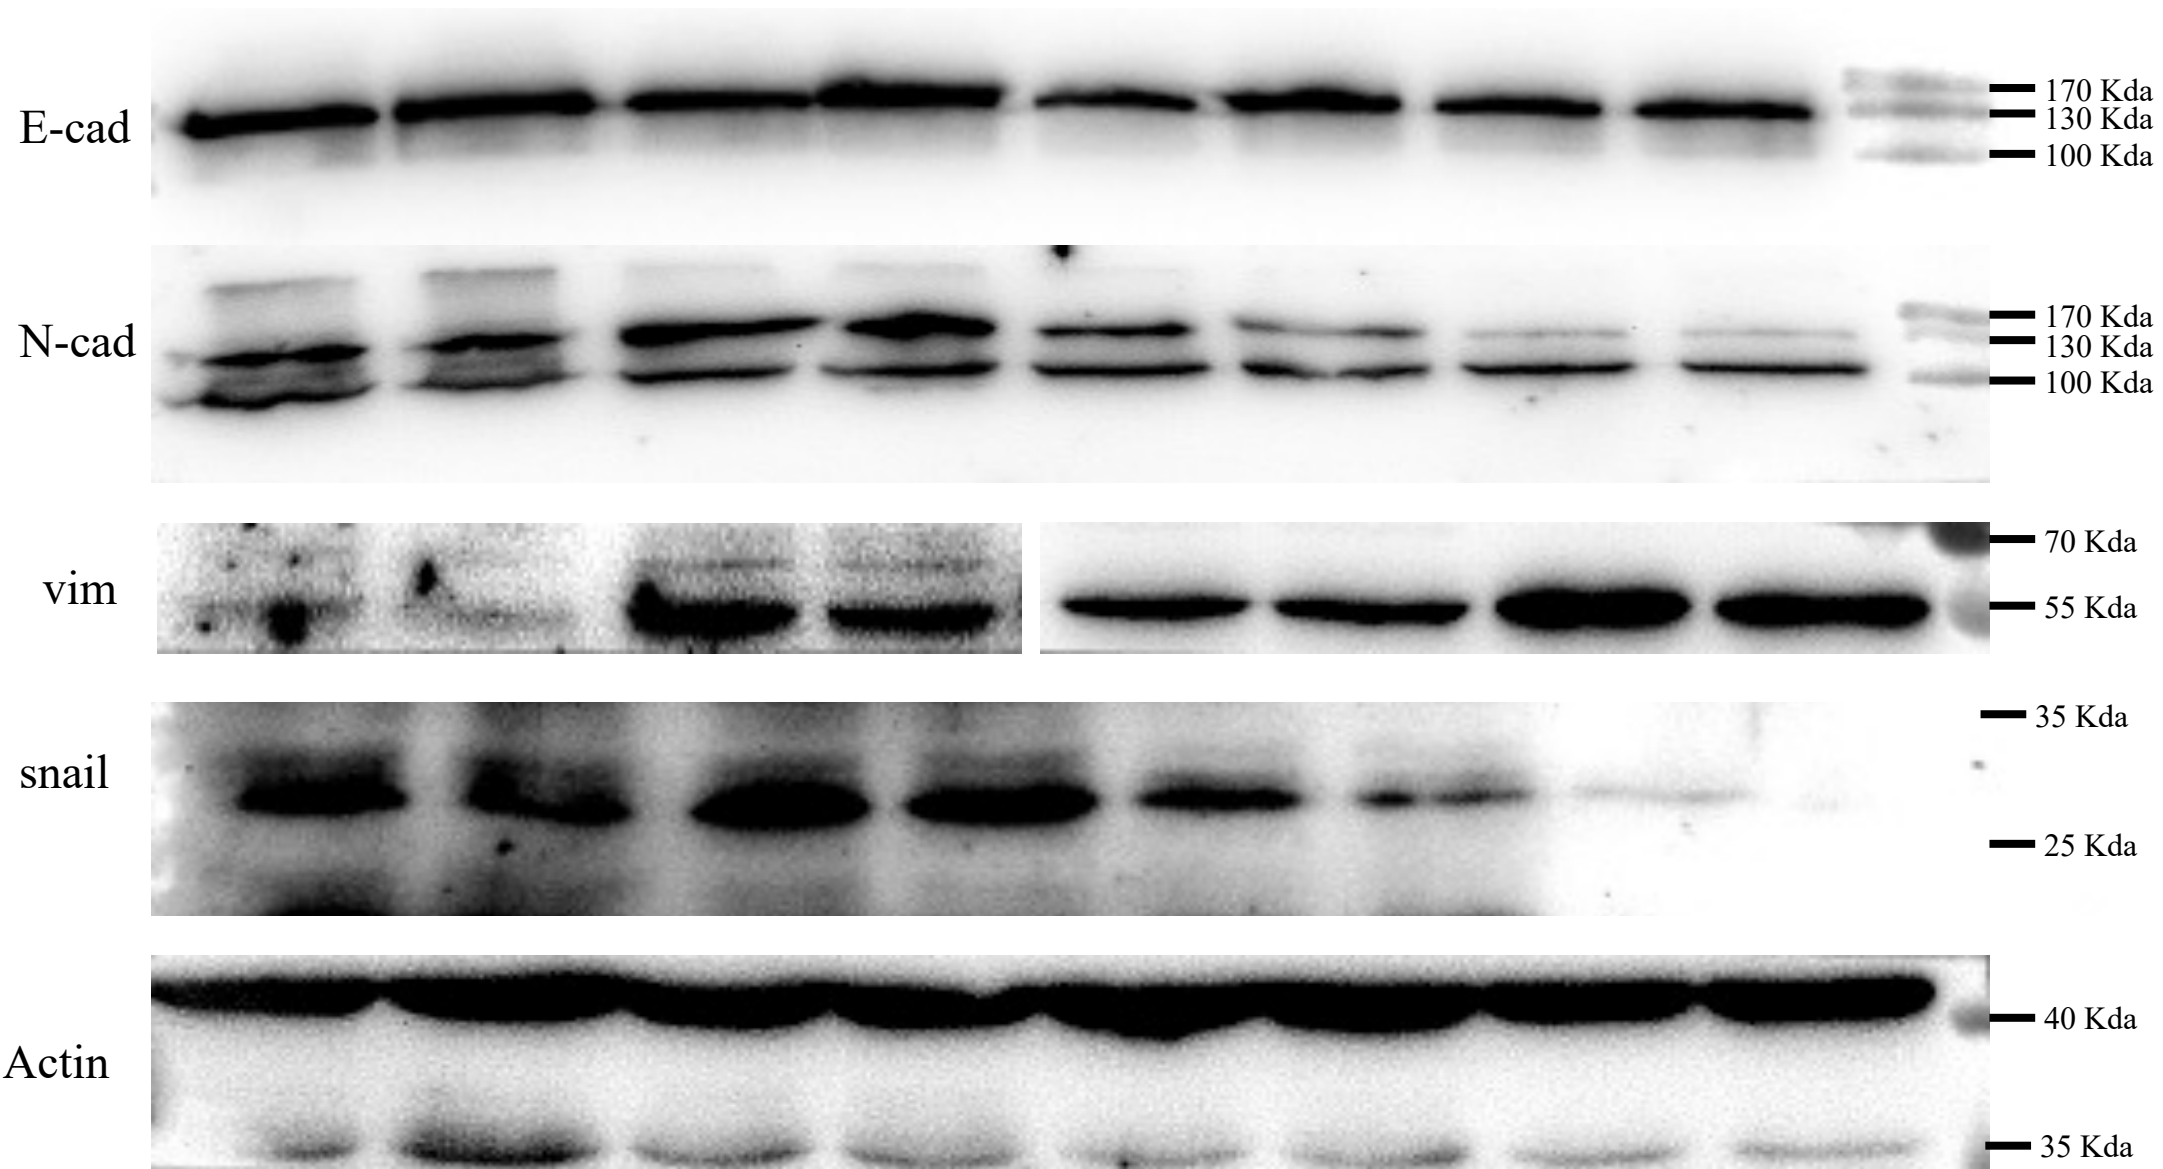

Figure 2C

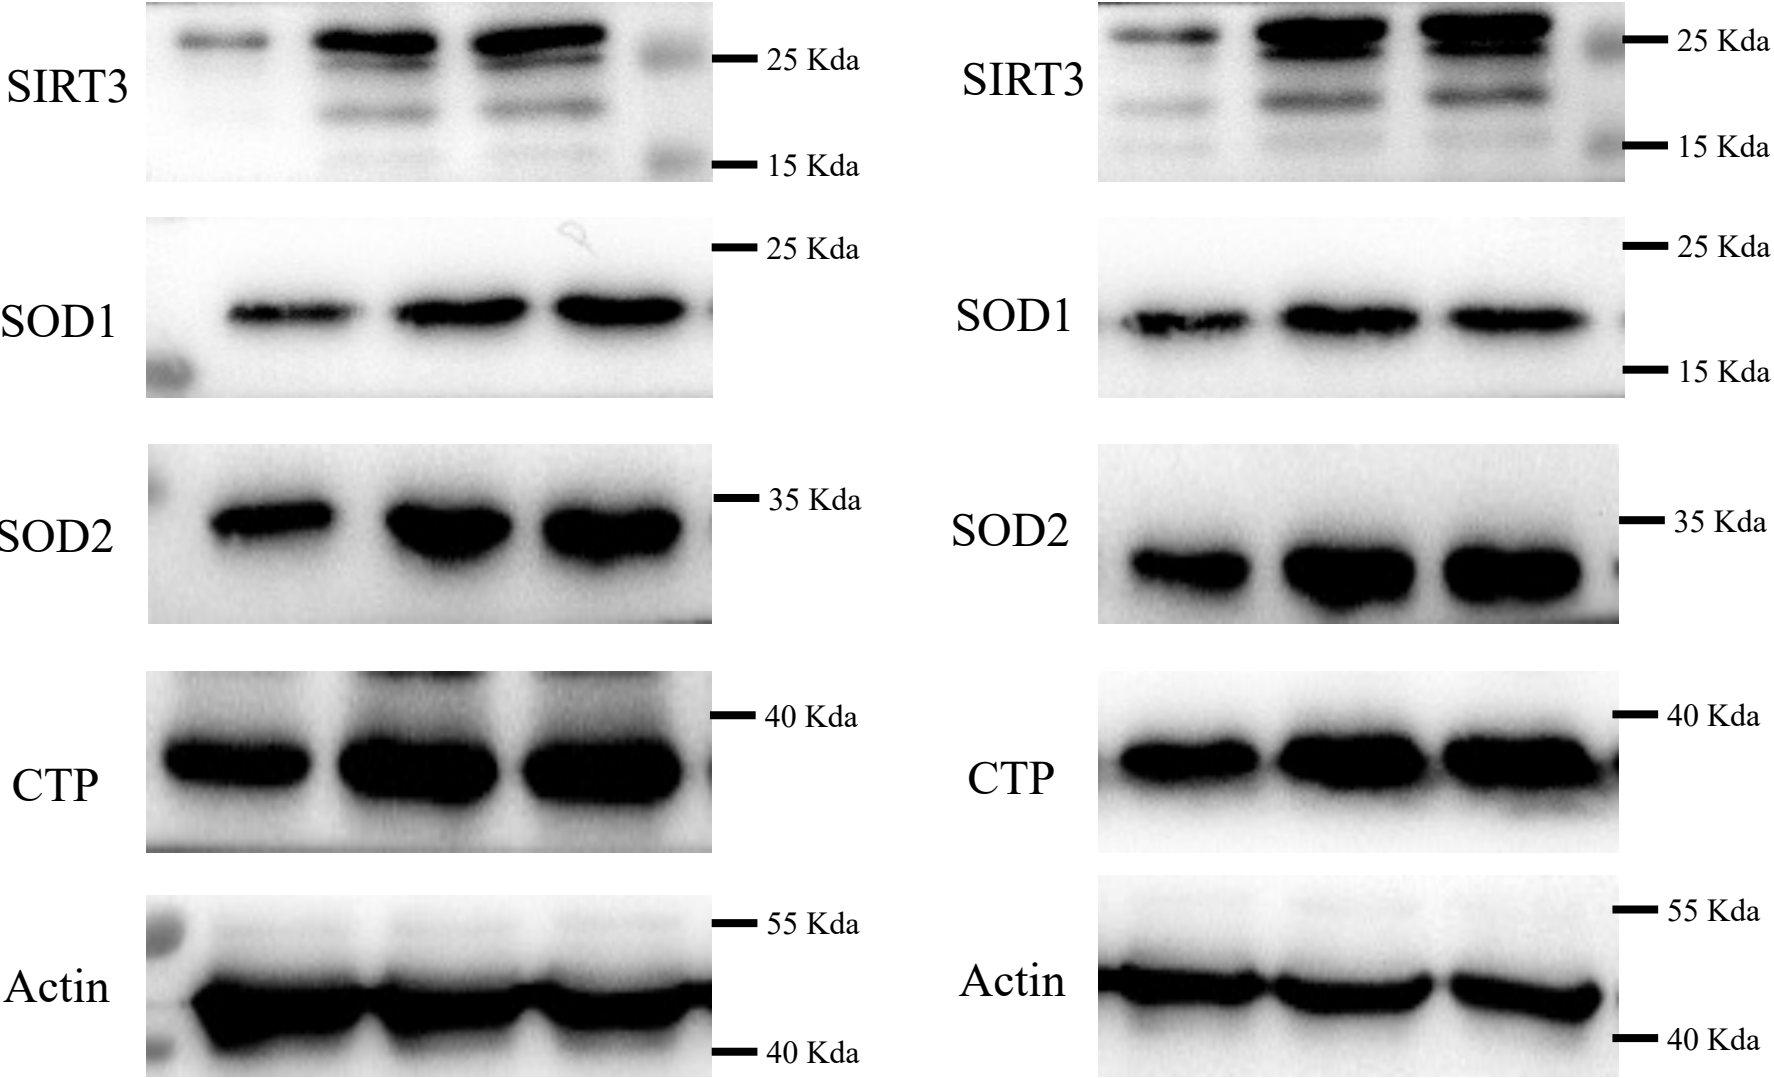

Figure 3B

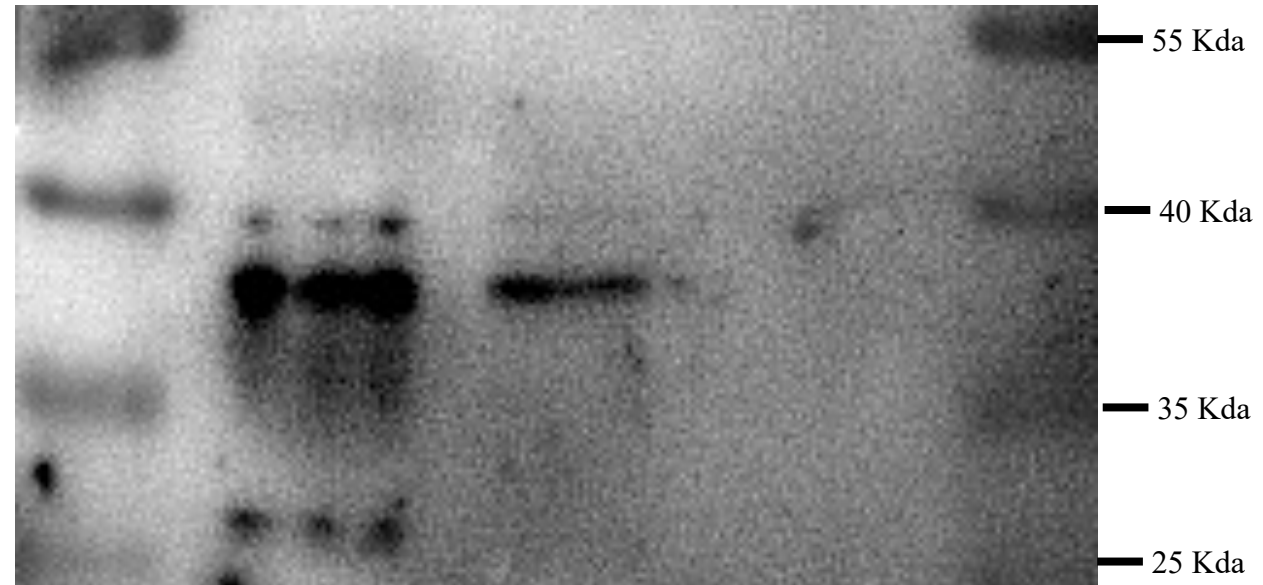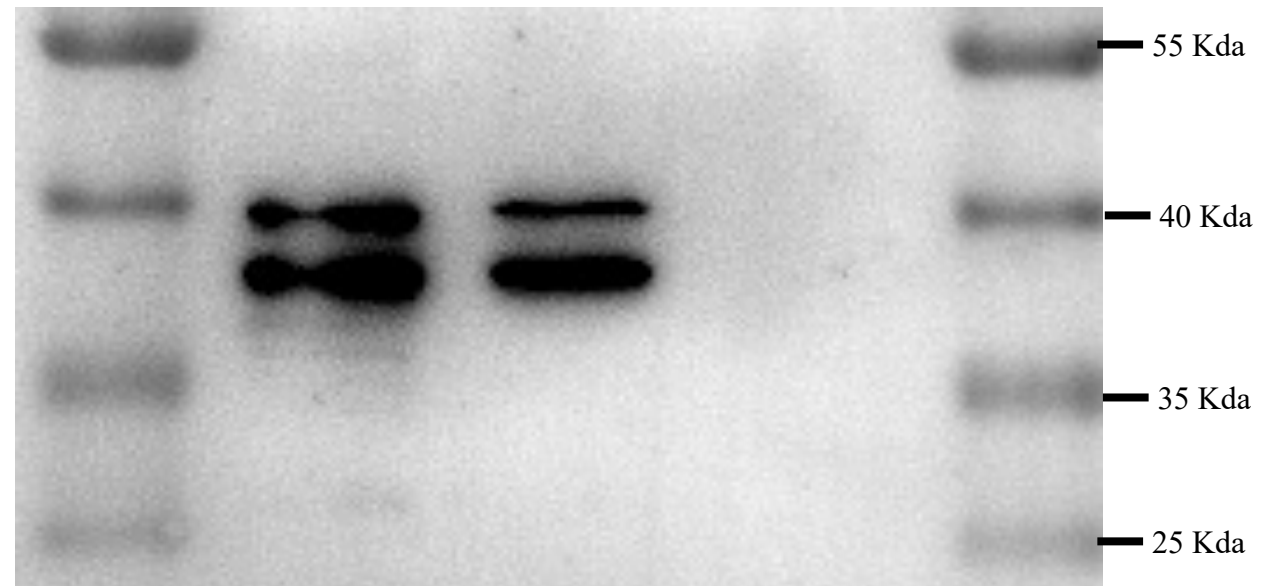

Figure 3E

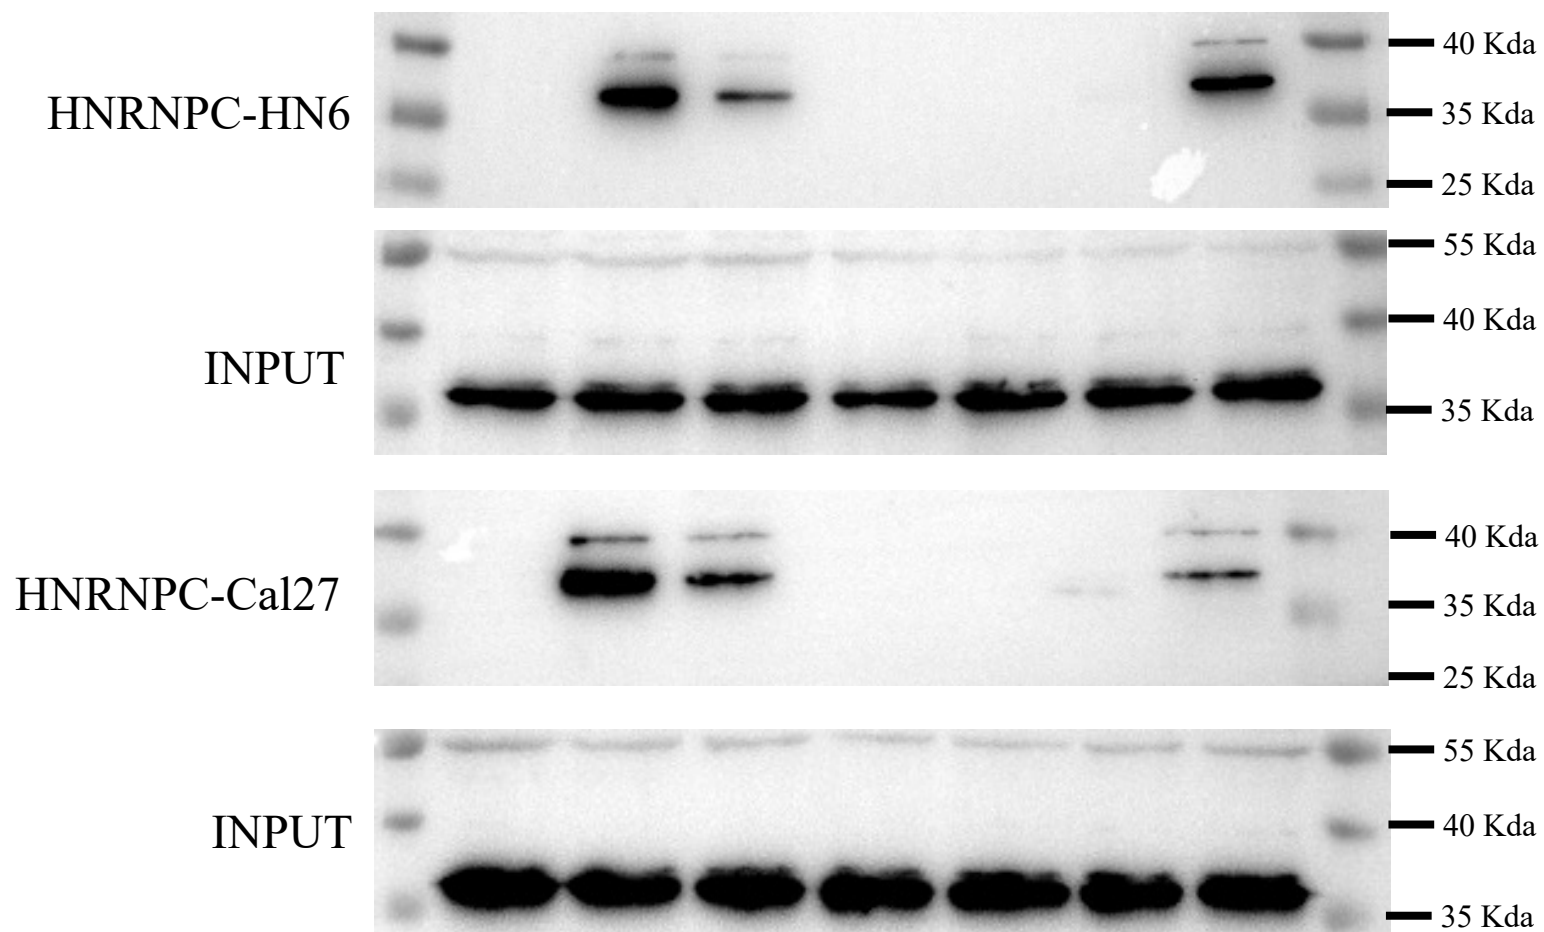

Figure 3F

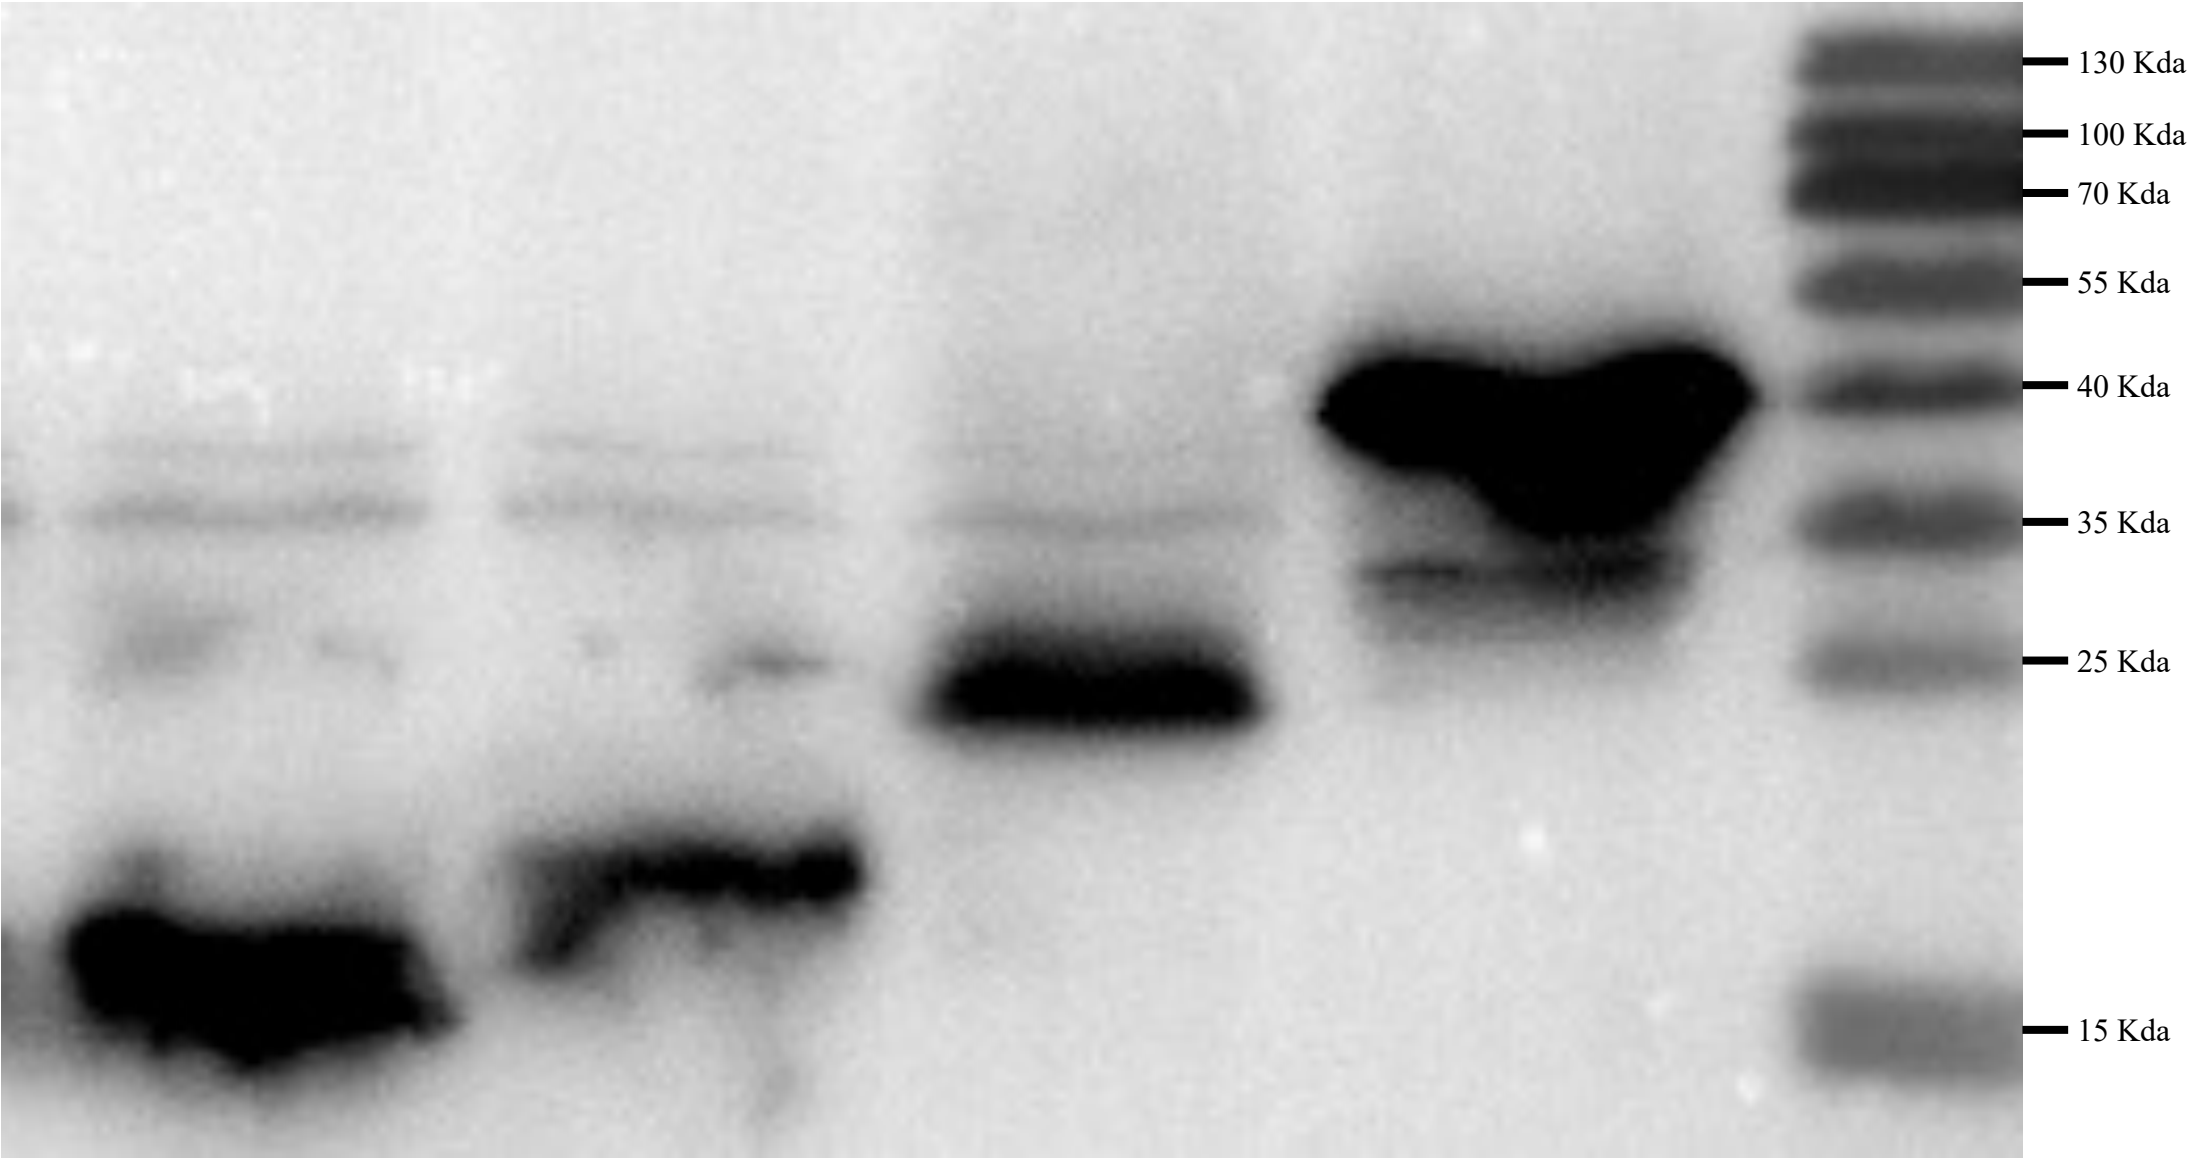

Figure 3I

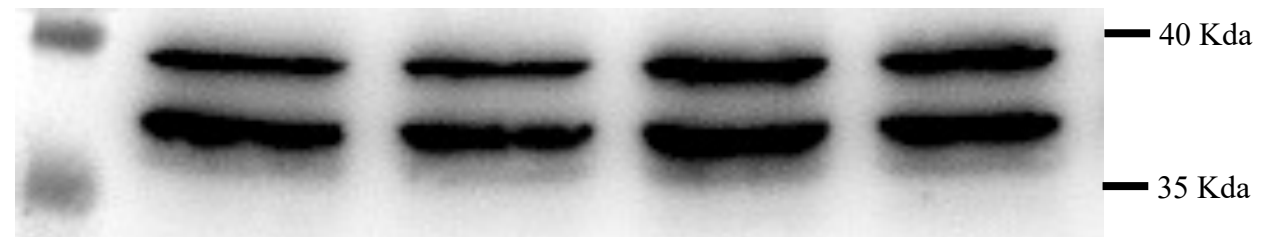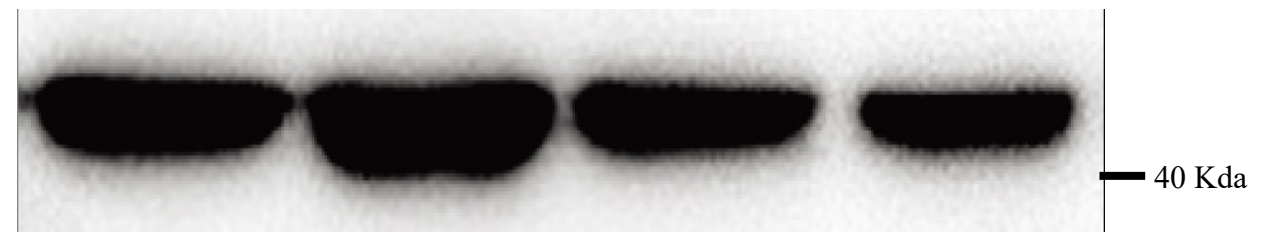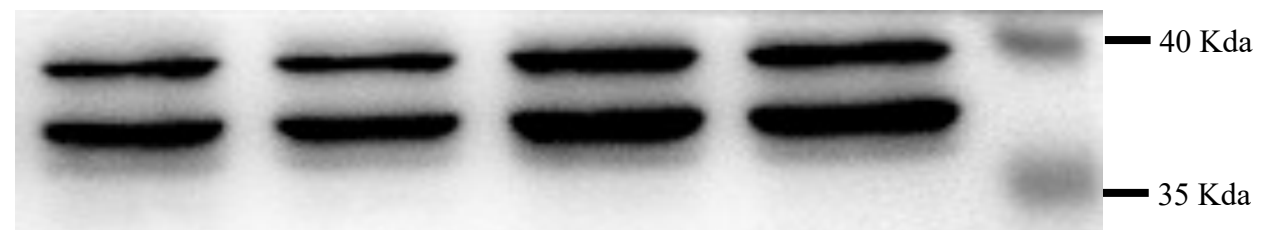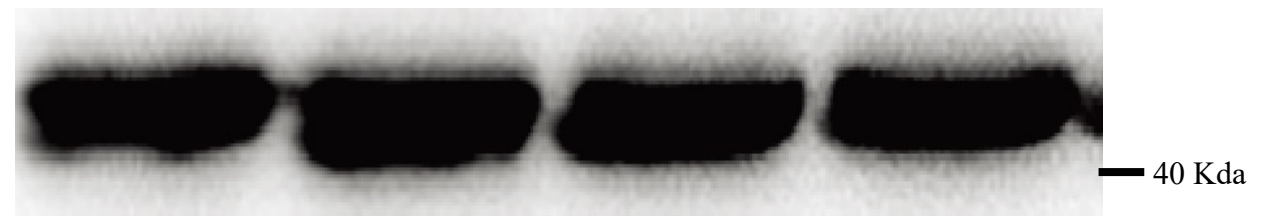

Figure 3K

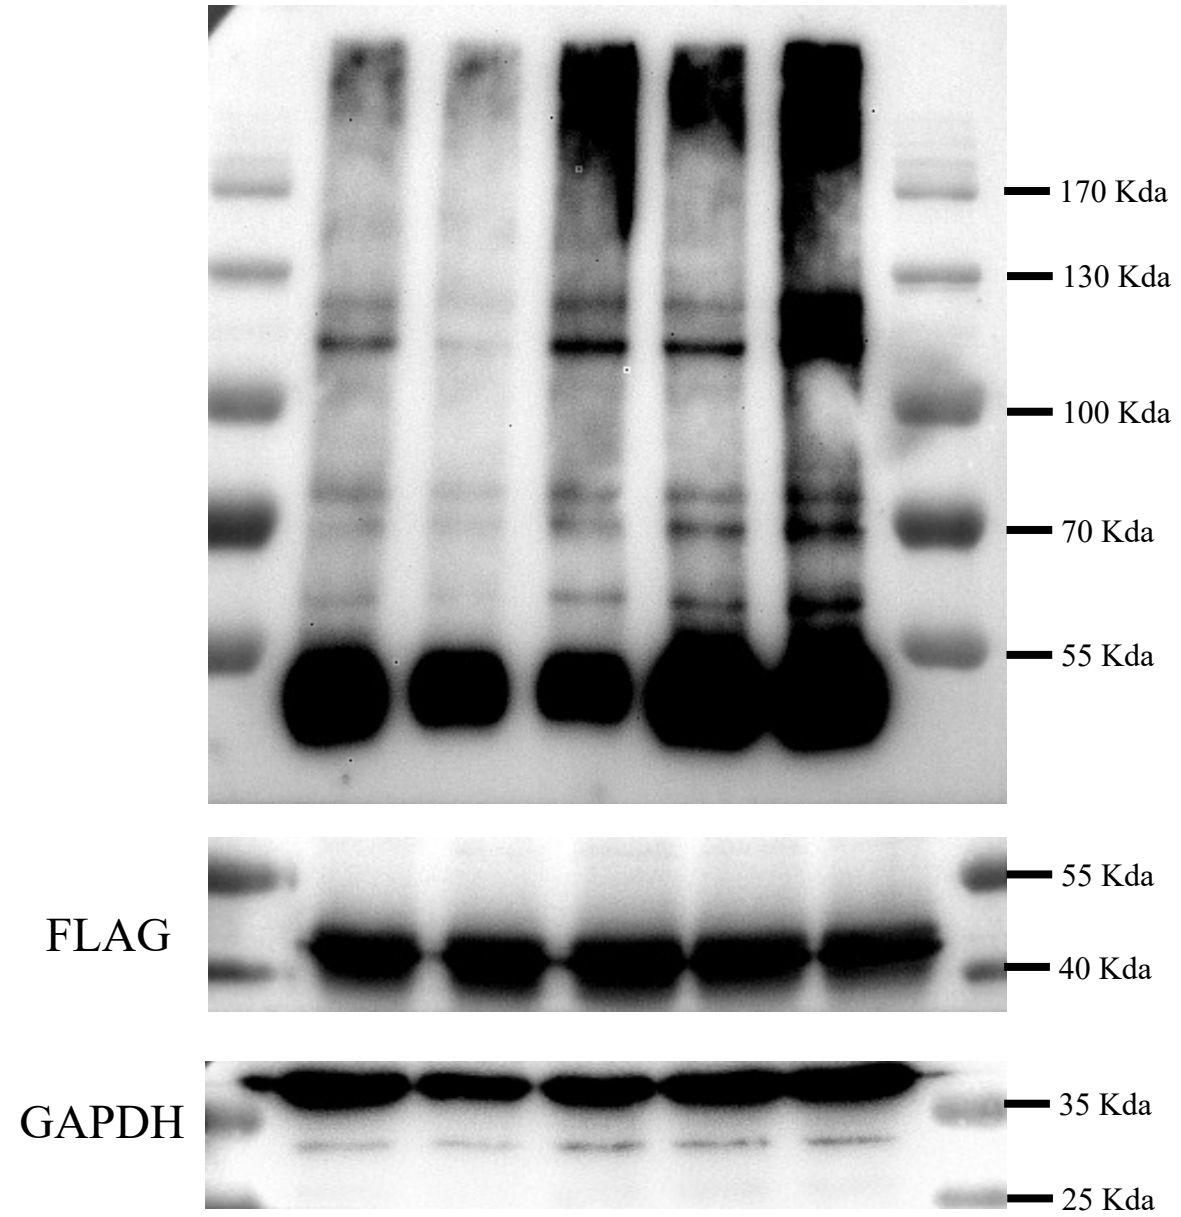

Figure 3L

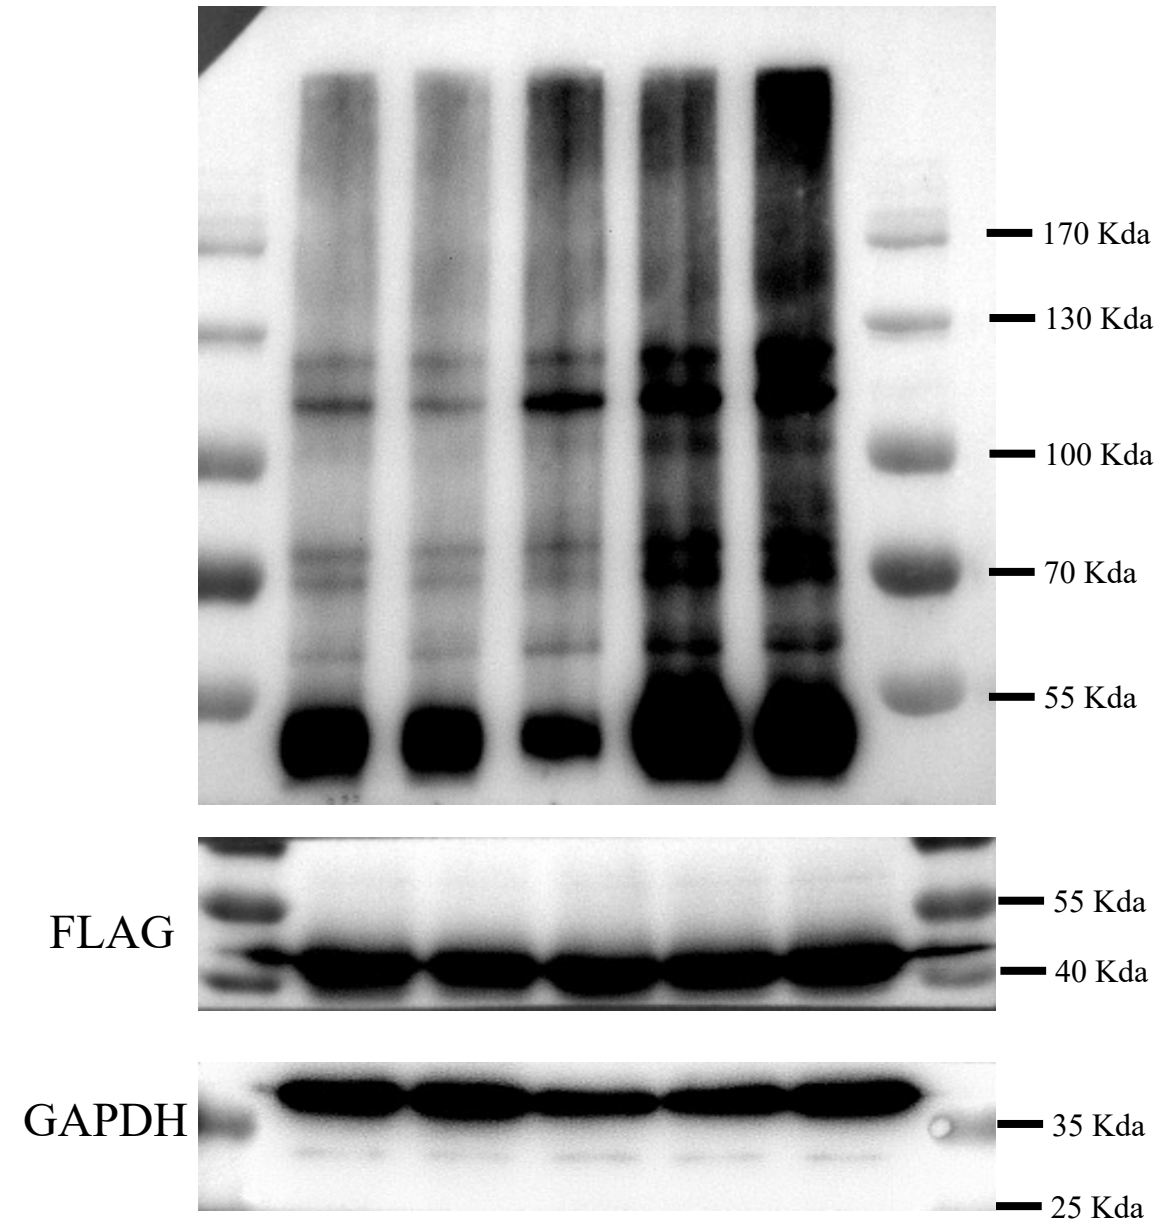

Figure 3M

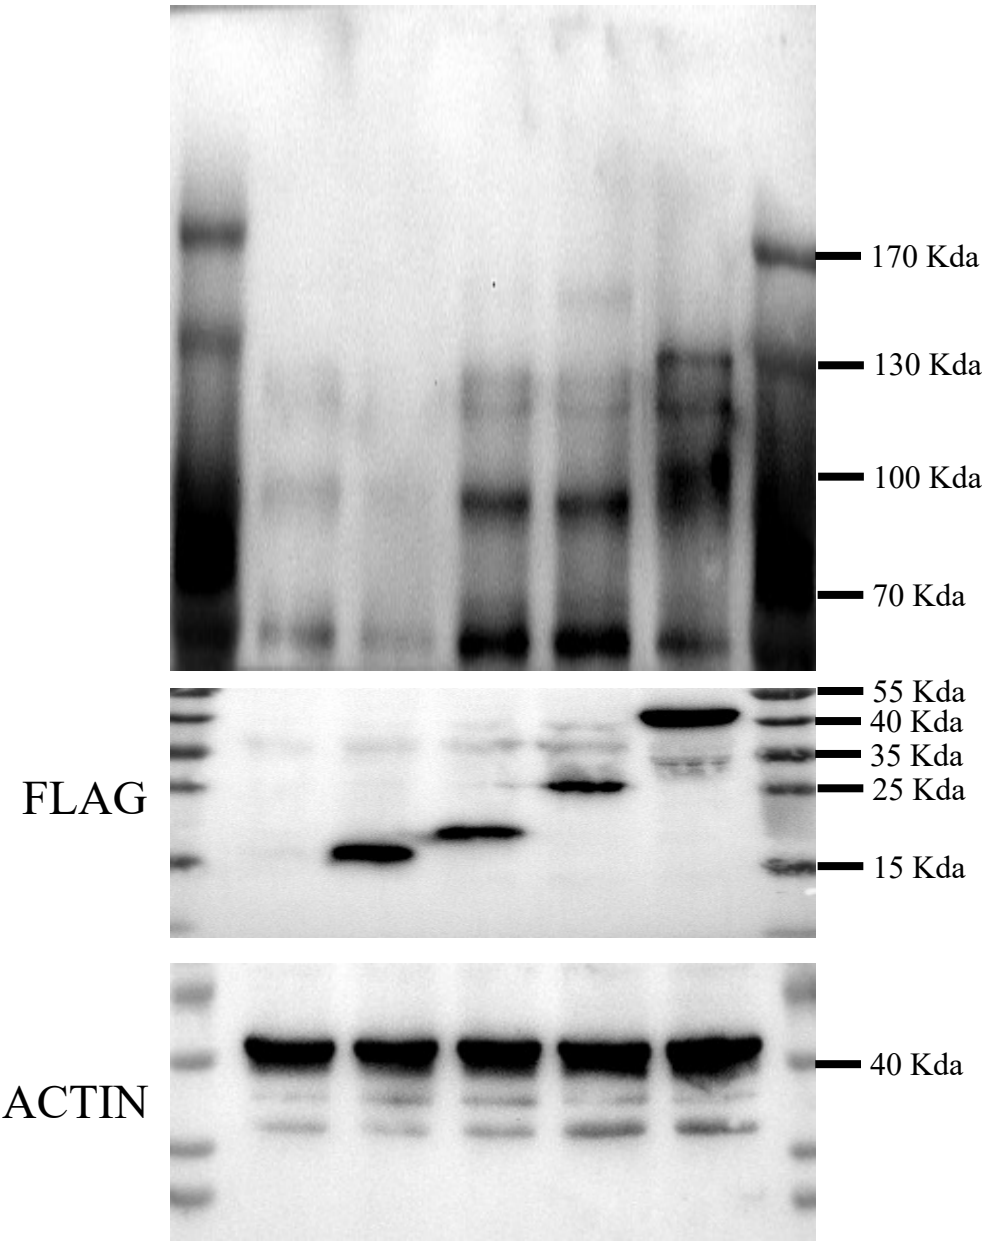

Figure 4B

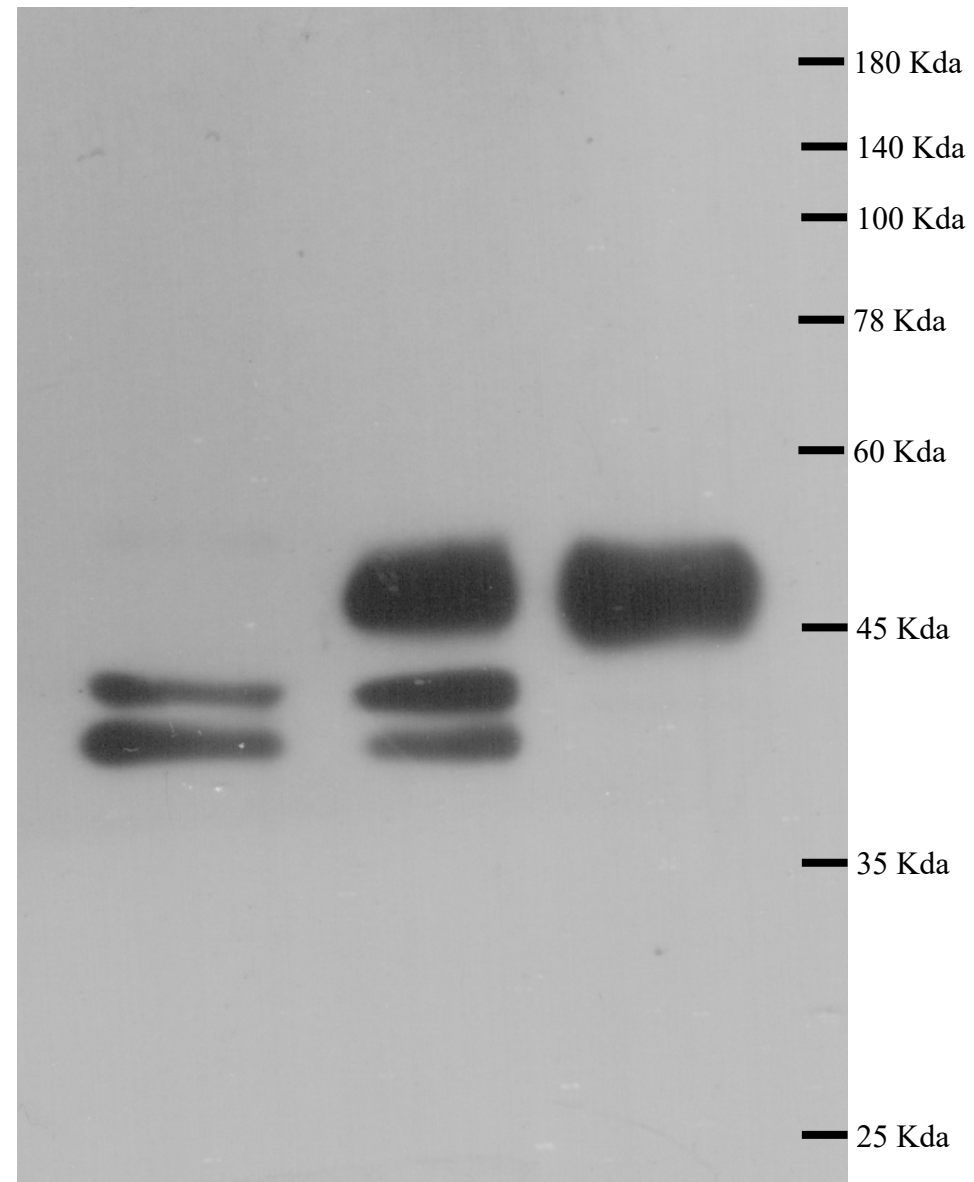

Figure 4E

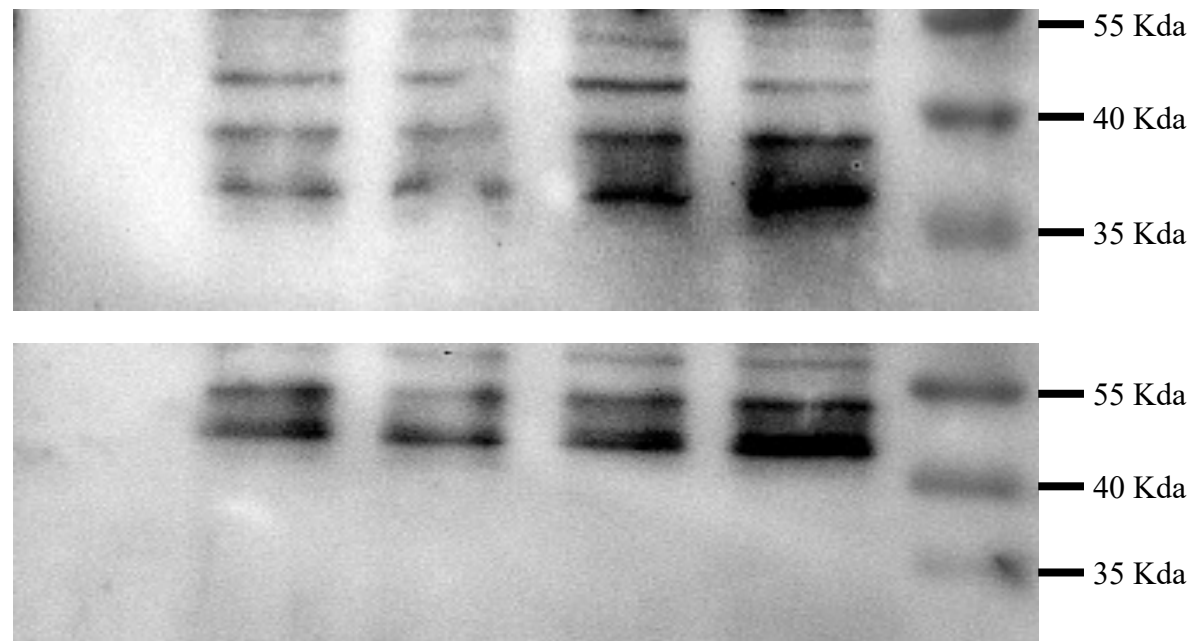

Figure 4F

HNRNPC

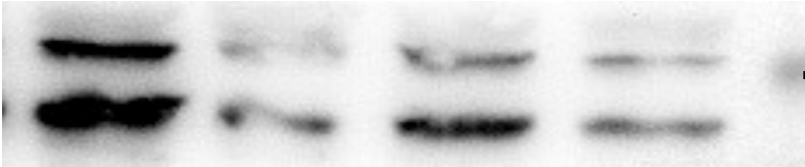

40 Kda

HNRNPC

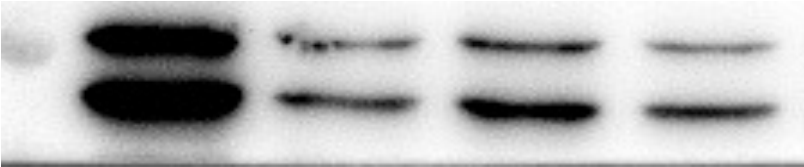

40 Kda

ZEB1

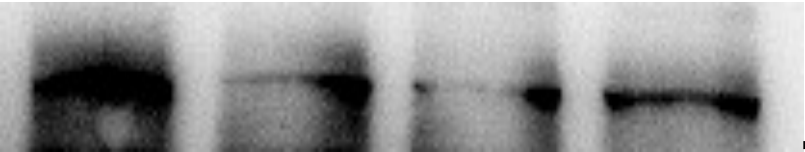

170 Kda

ZEB1

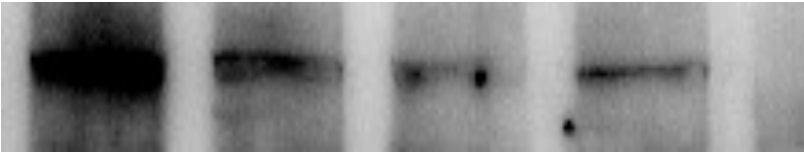

170 Kda

ACTIN

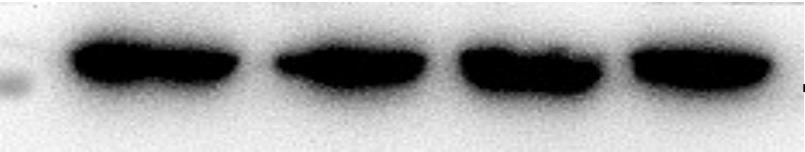

40 Kda

ACTIN

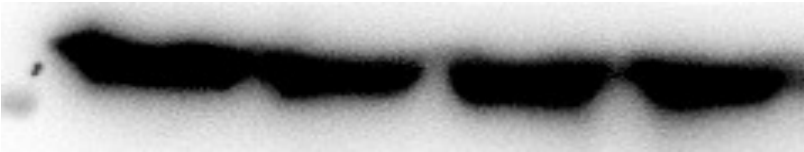

40 Kda

Figure 4G

HNRNPC

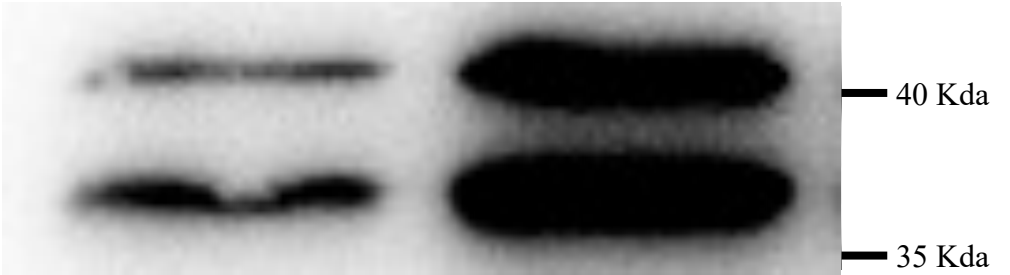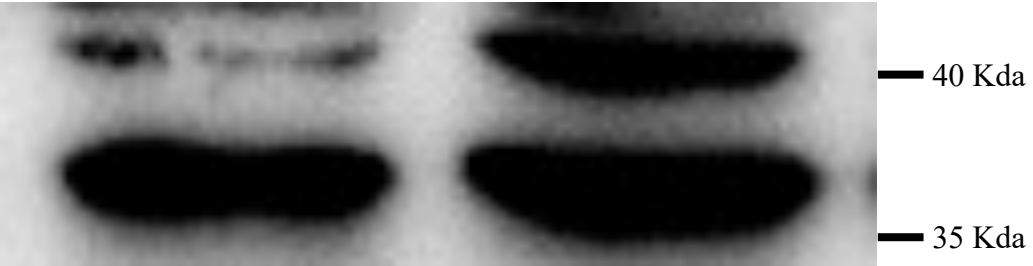

ZEB1

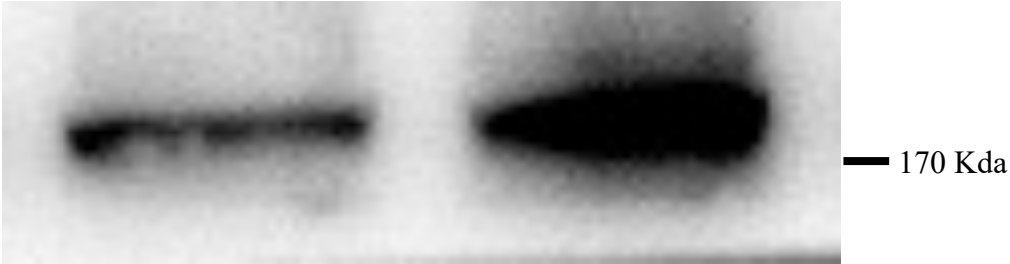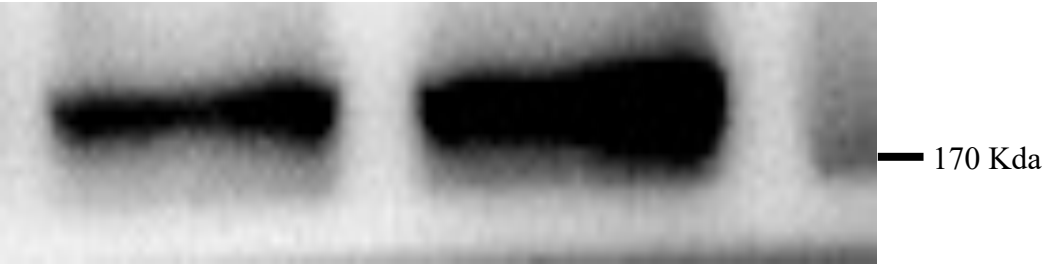

ACTIN

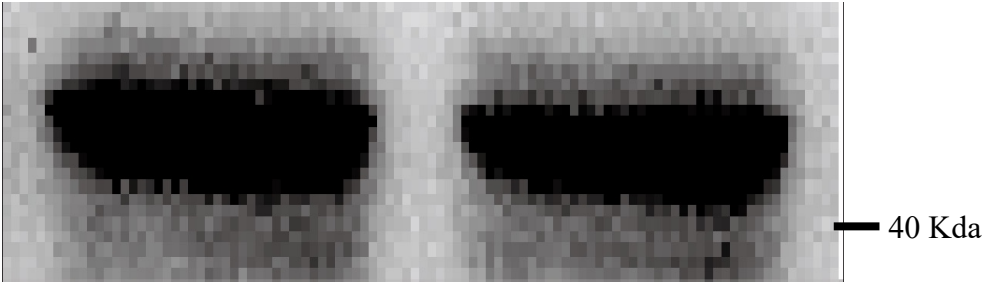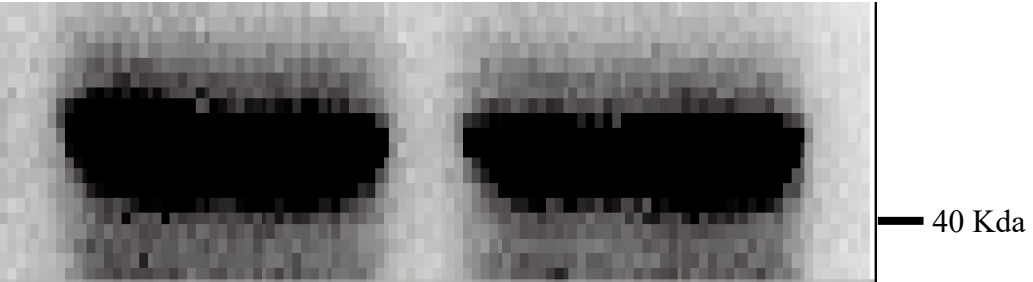

Figure 4I

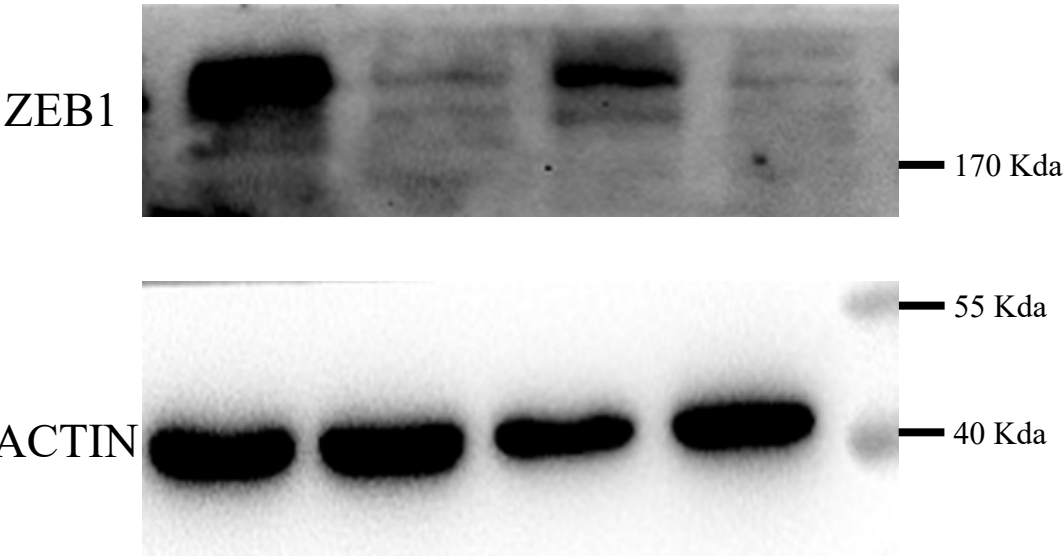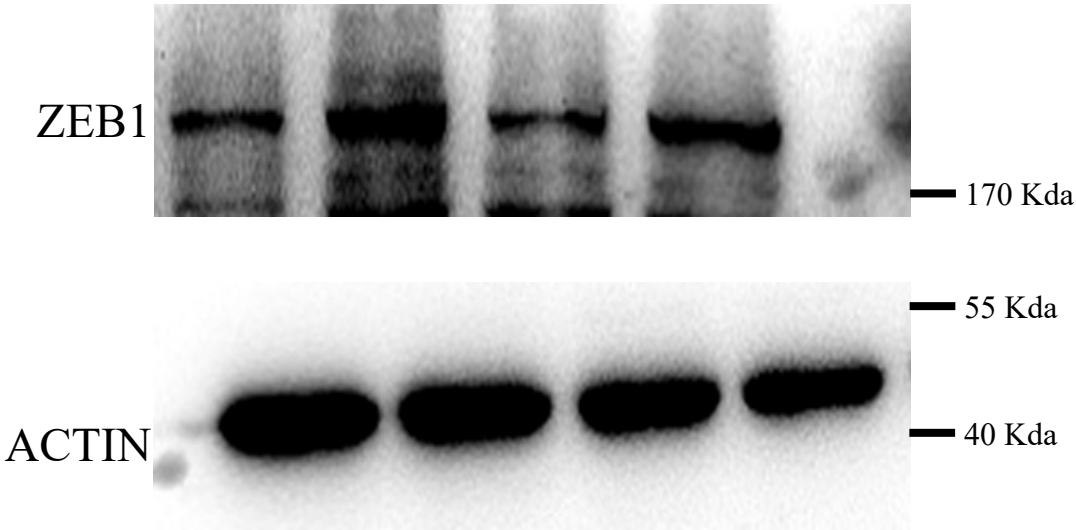

Figure 4J

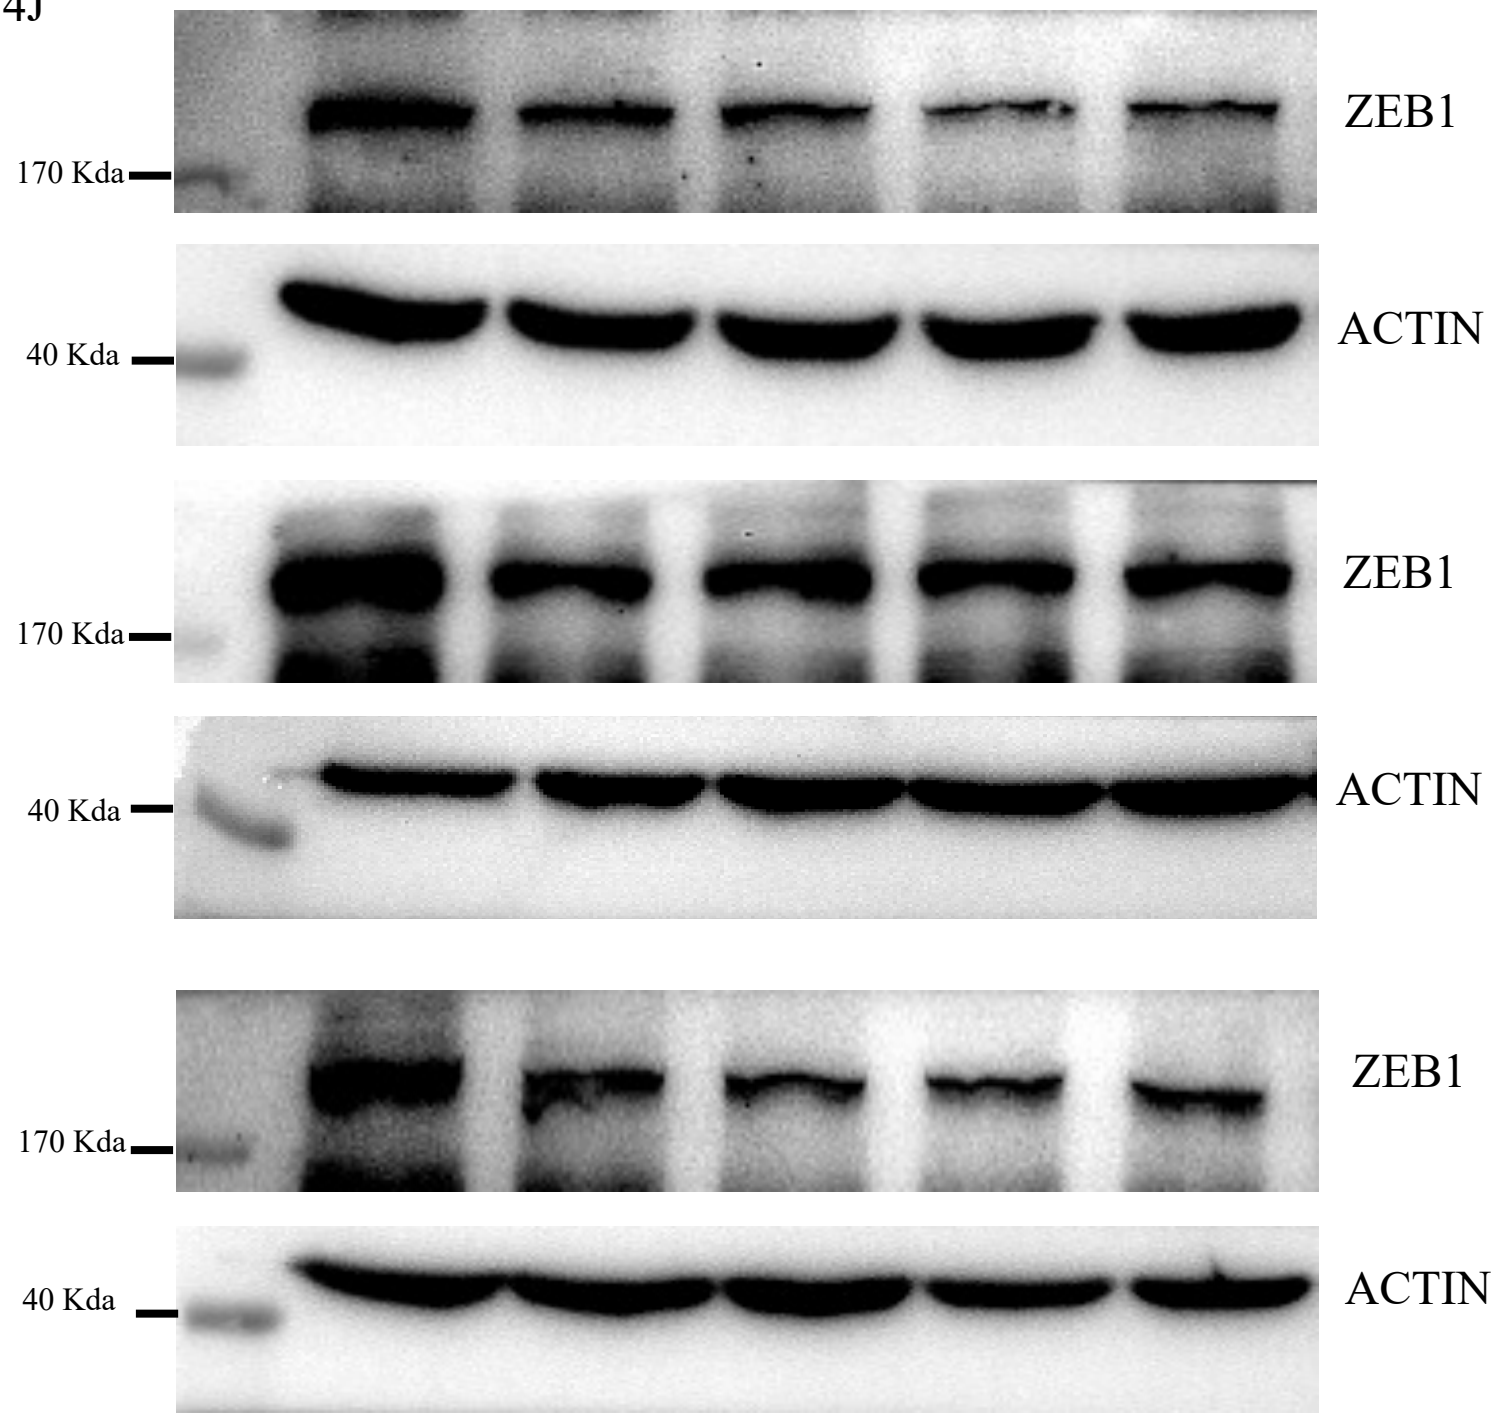

Figure 5F

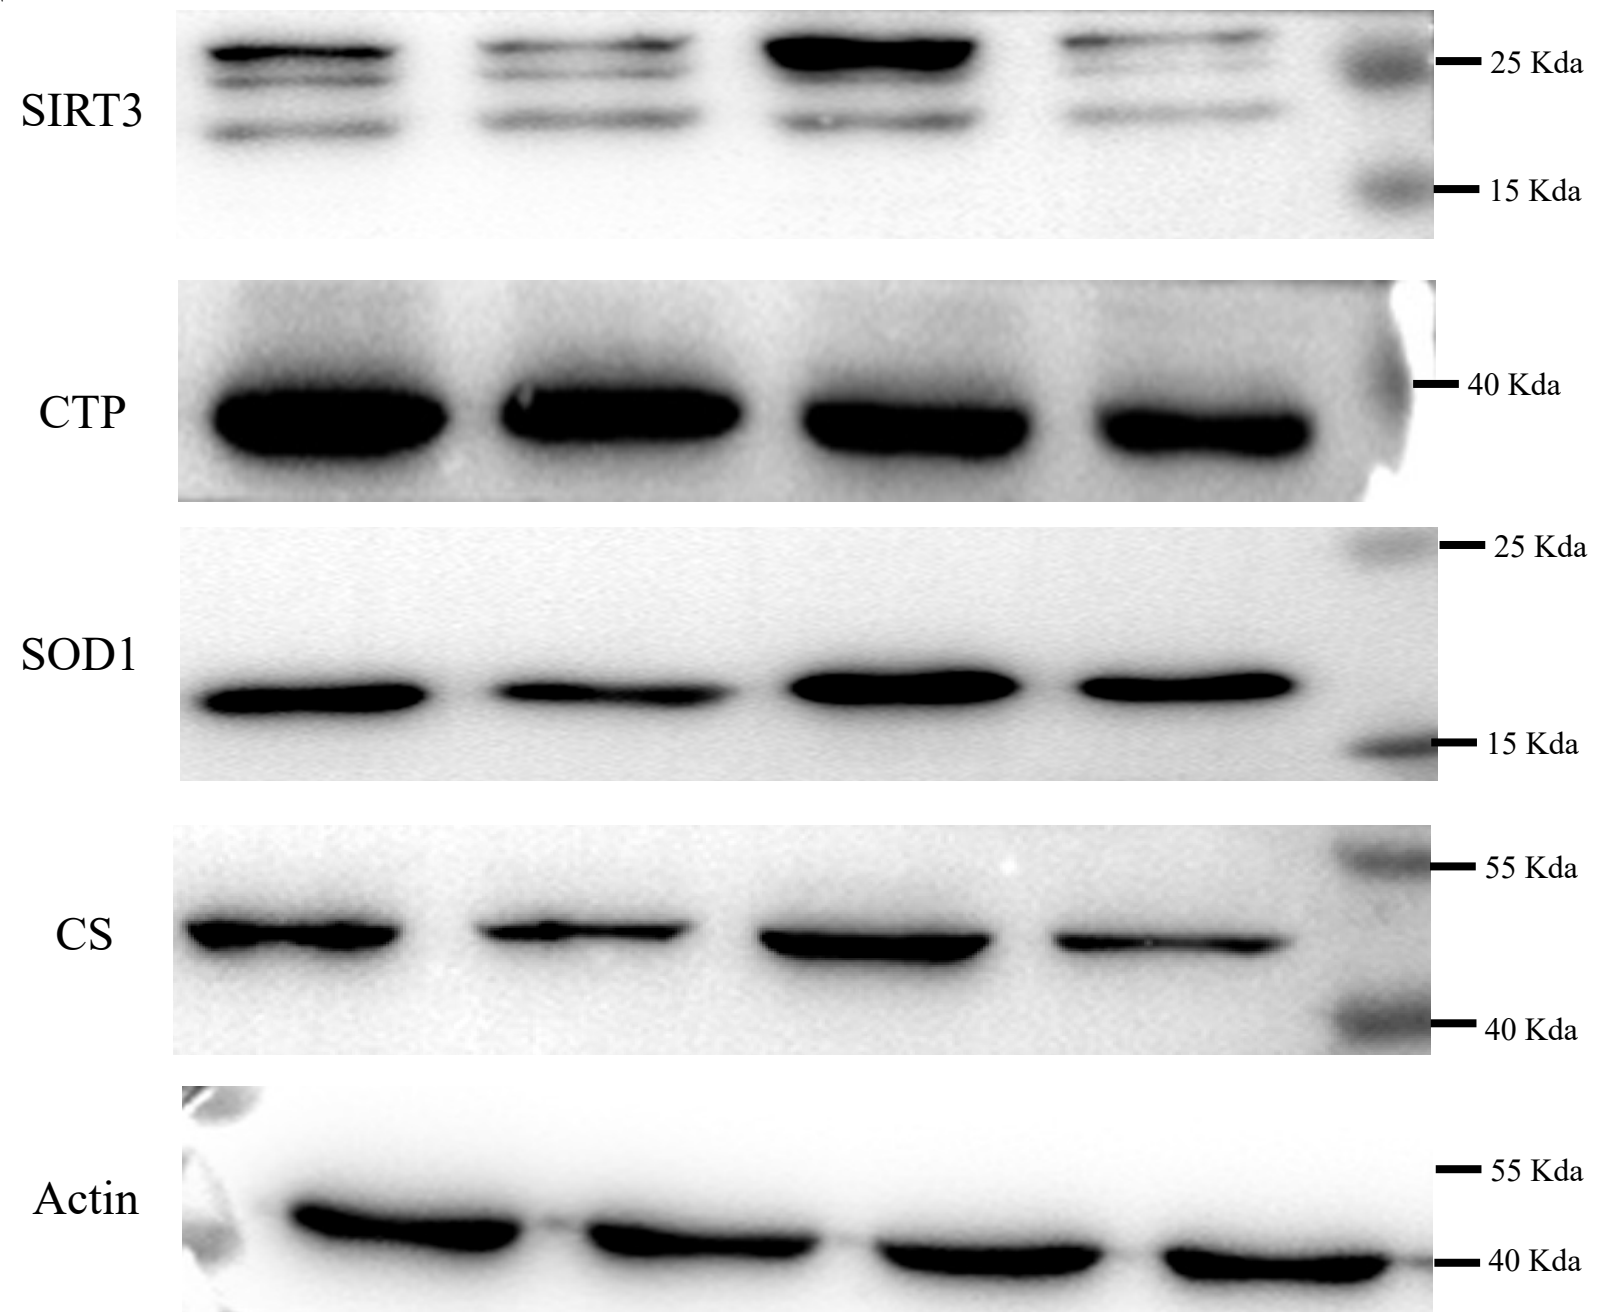

Figure 6B

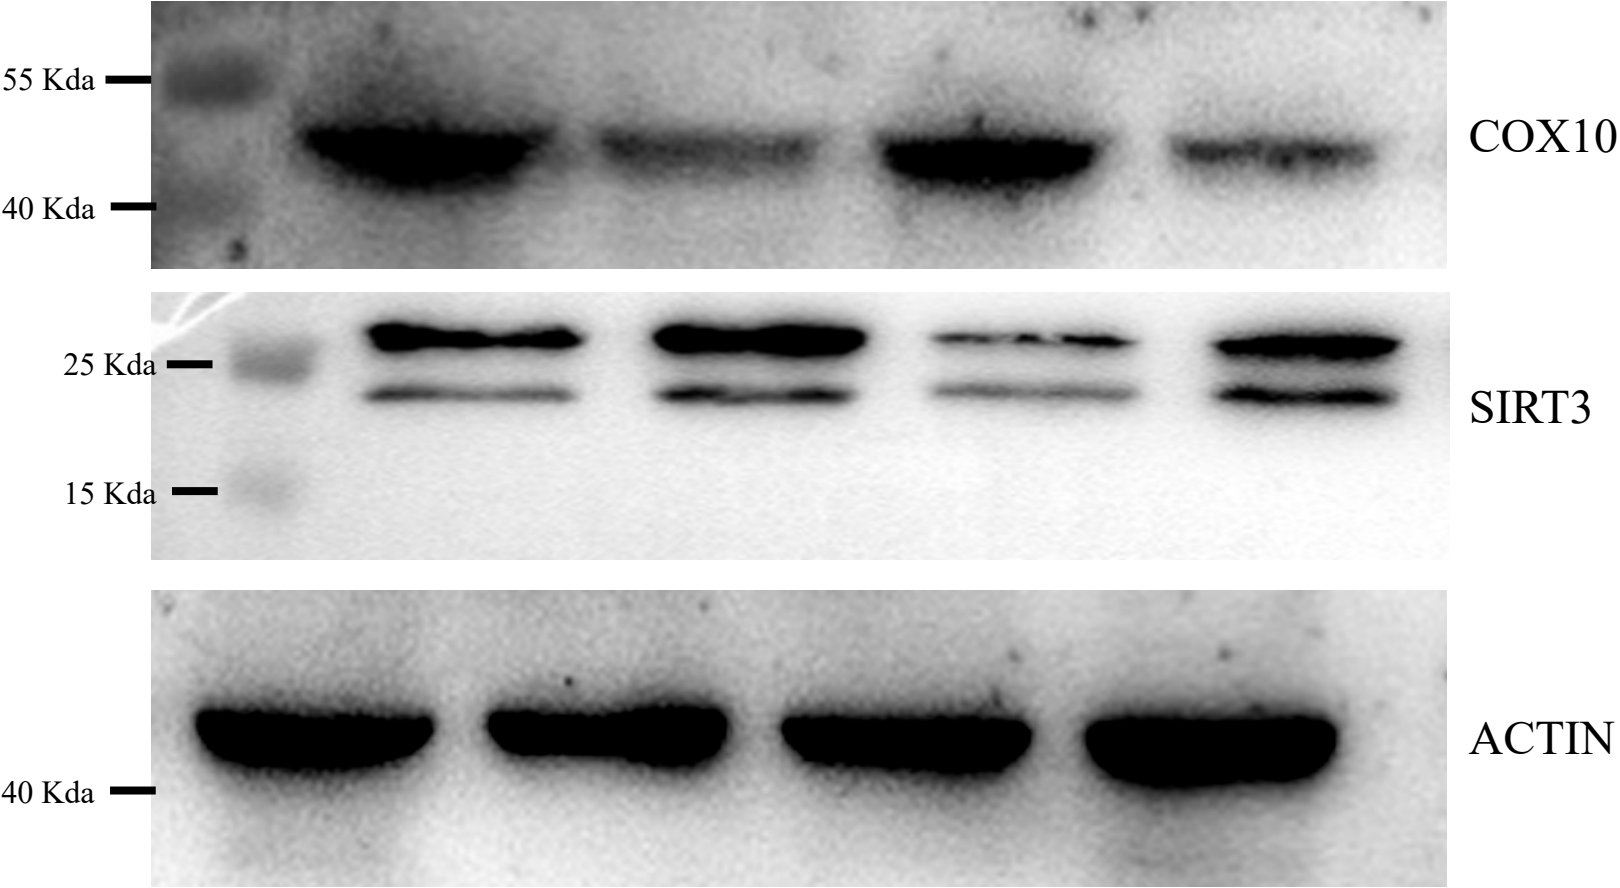

Supplementary Figure S7A-C

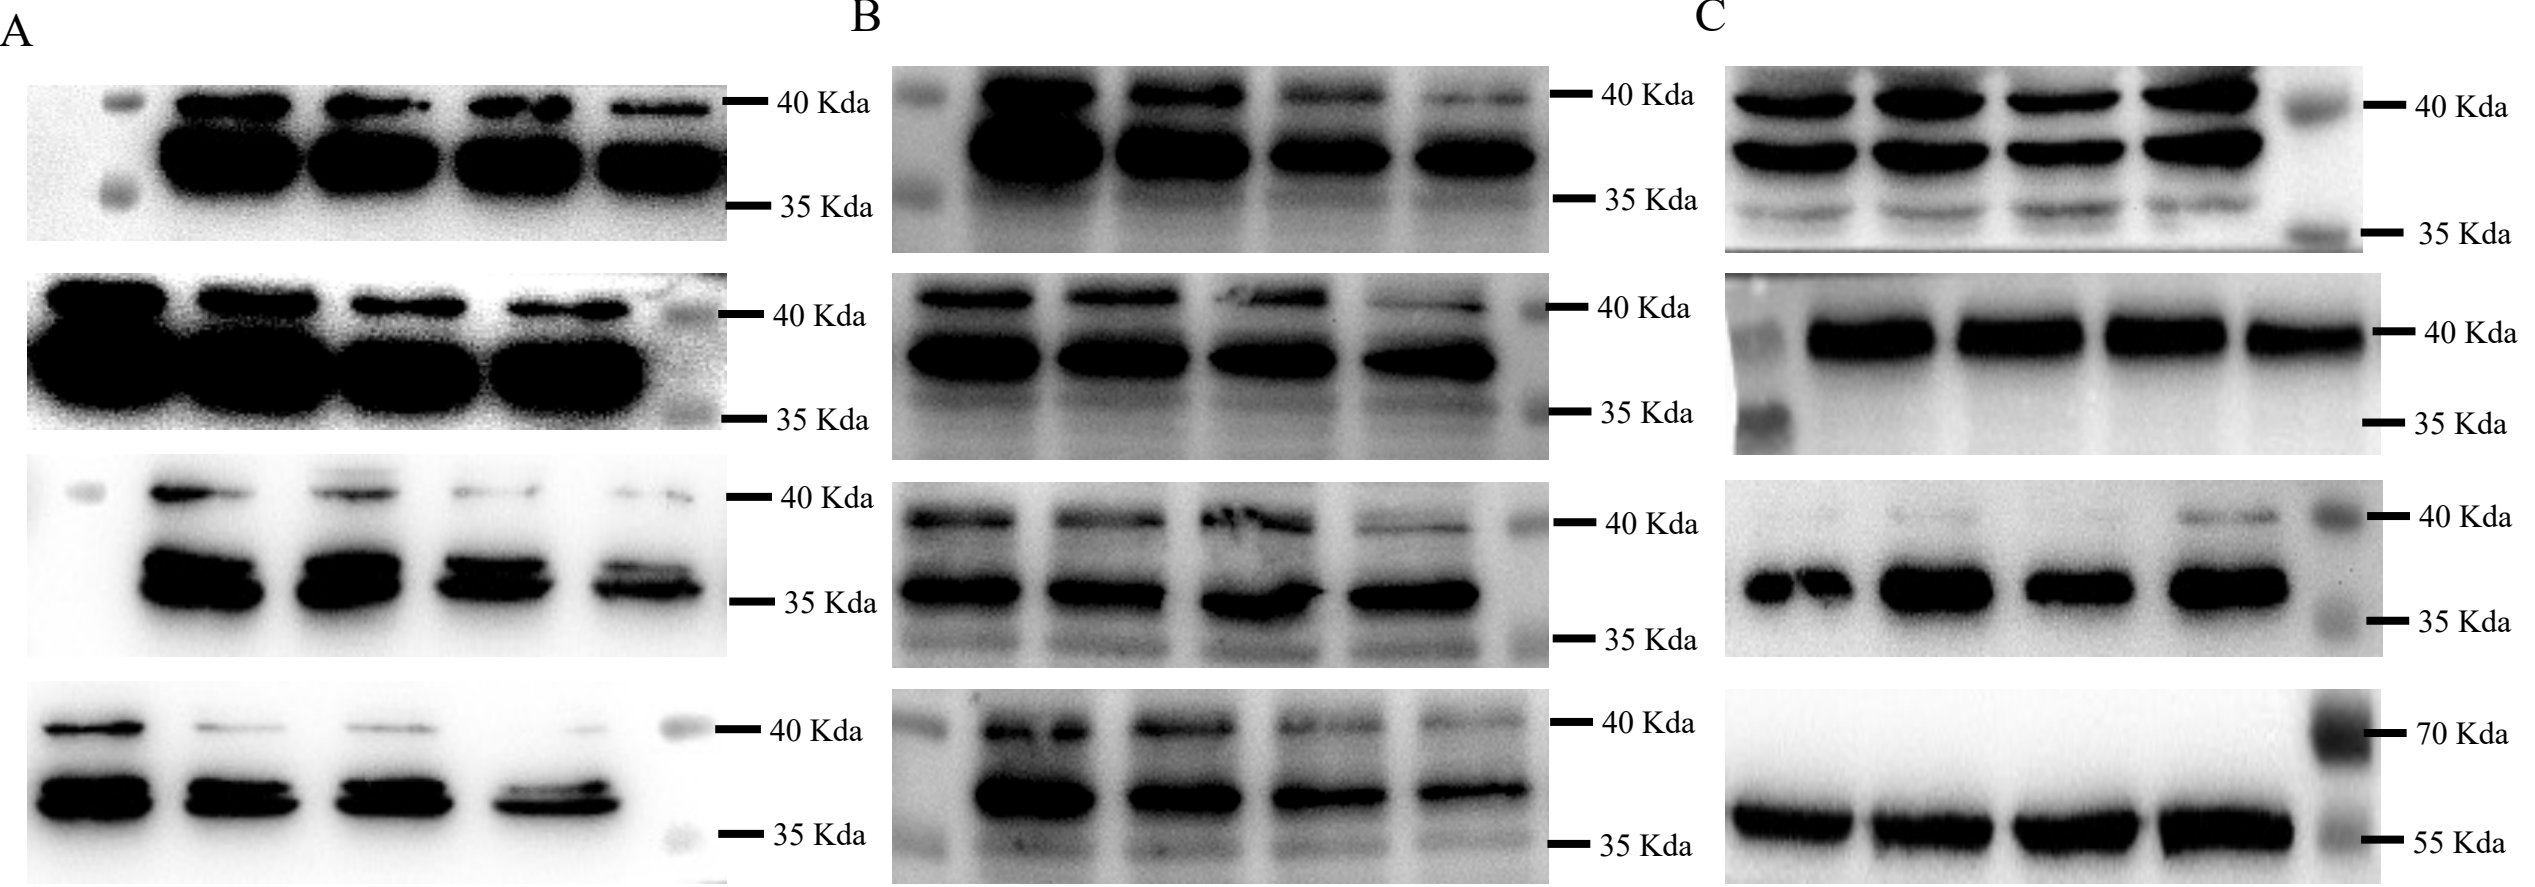

Supplementary Figure S7F-J

F

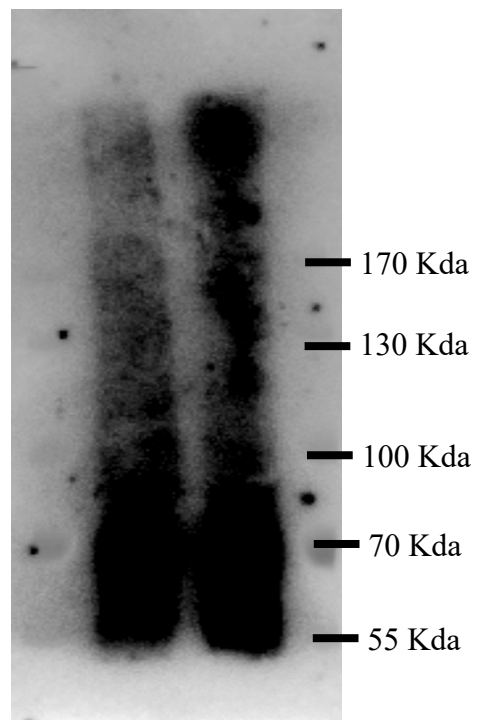

G

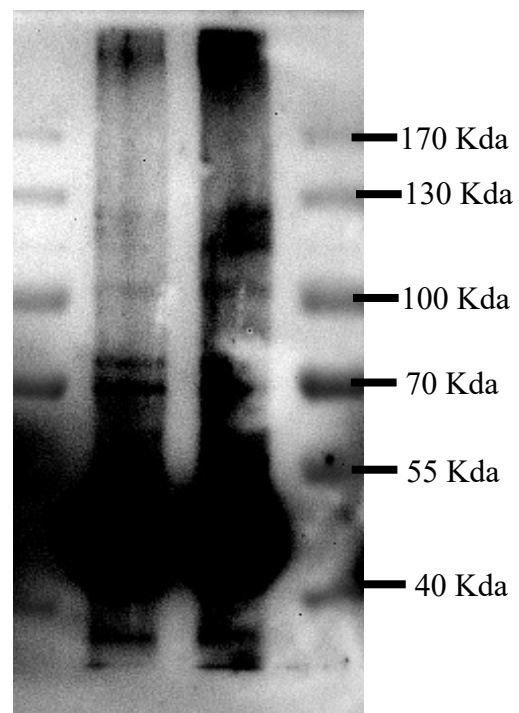

H

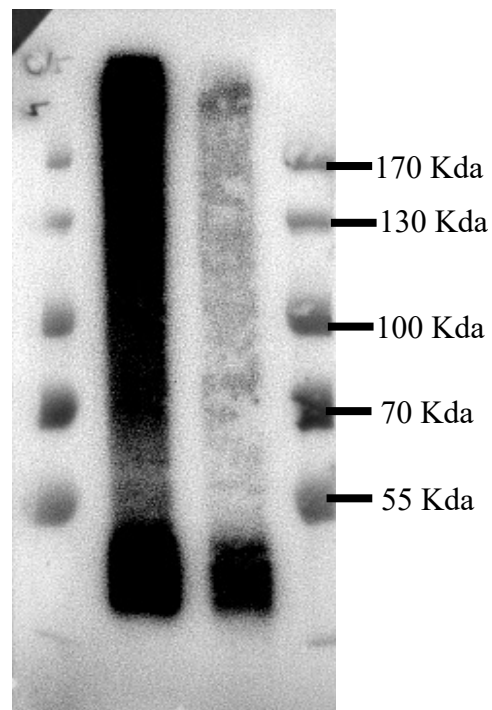

I

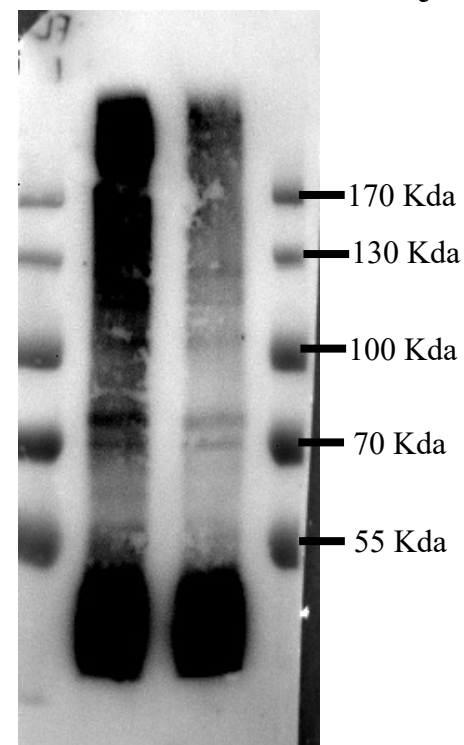

J

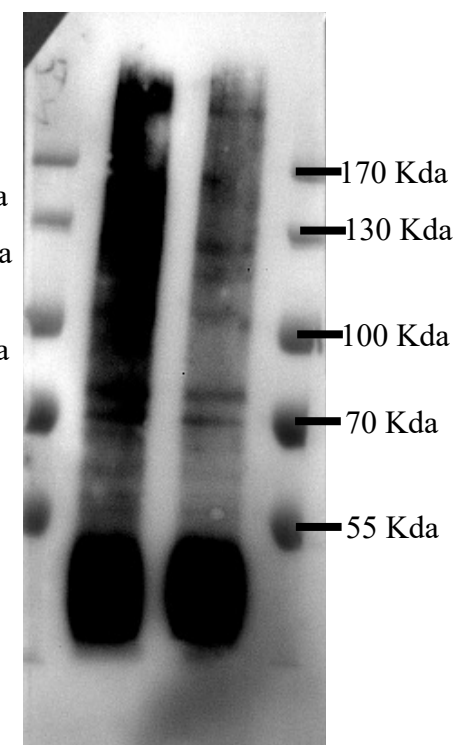

FLAG

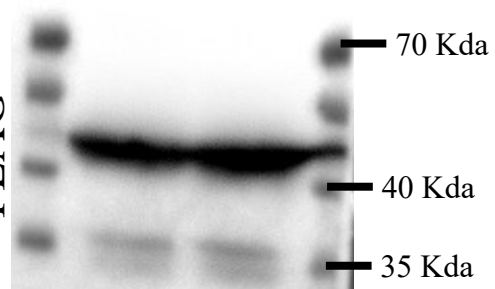

FLAG

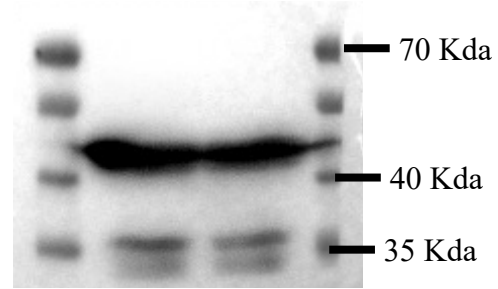

FLAG

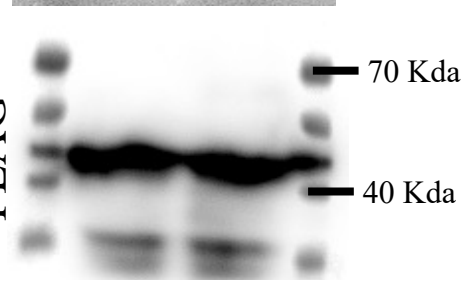

FLAG

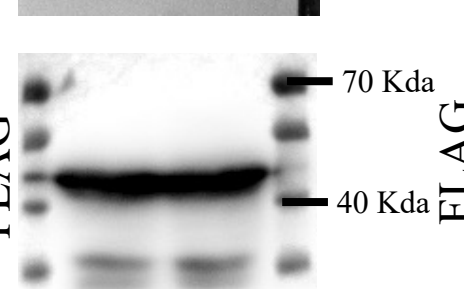

FLAG

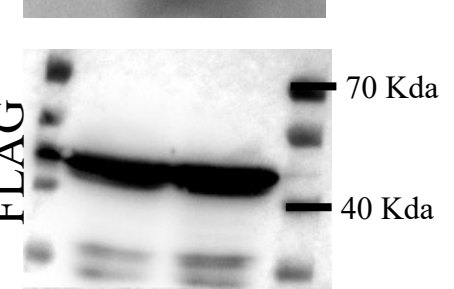

Gapdh

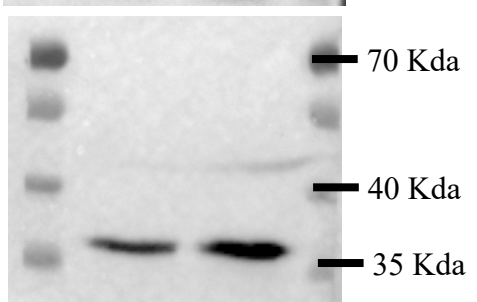

Gapdh

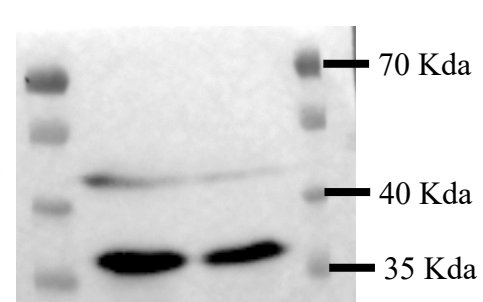

Gapdh

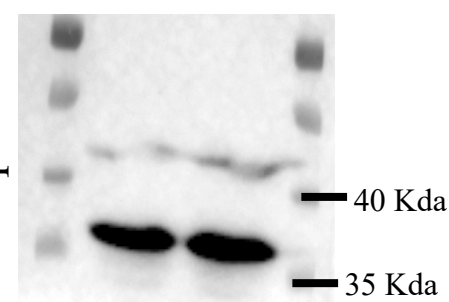

Gapdh

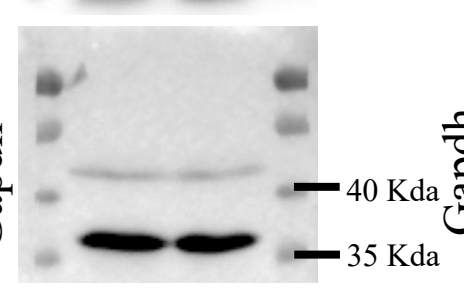

Gapdh

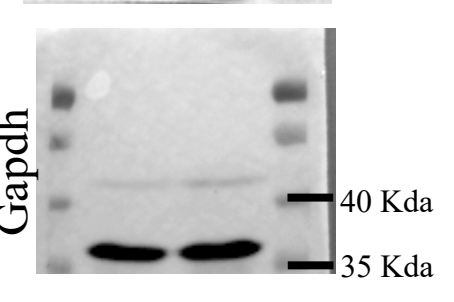

Supplementary Figure S10B

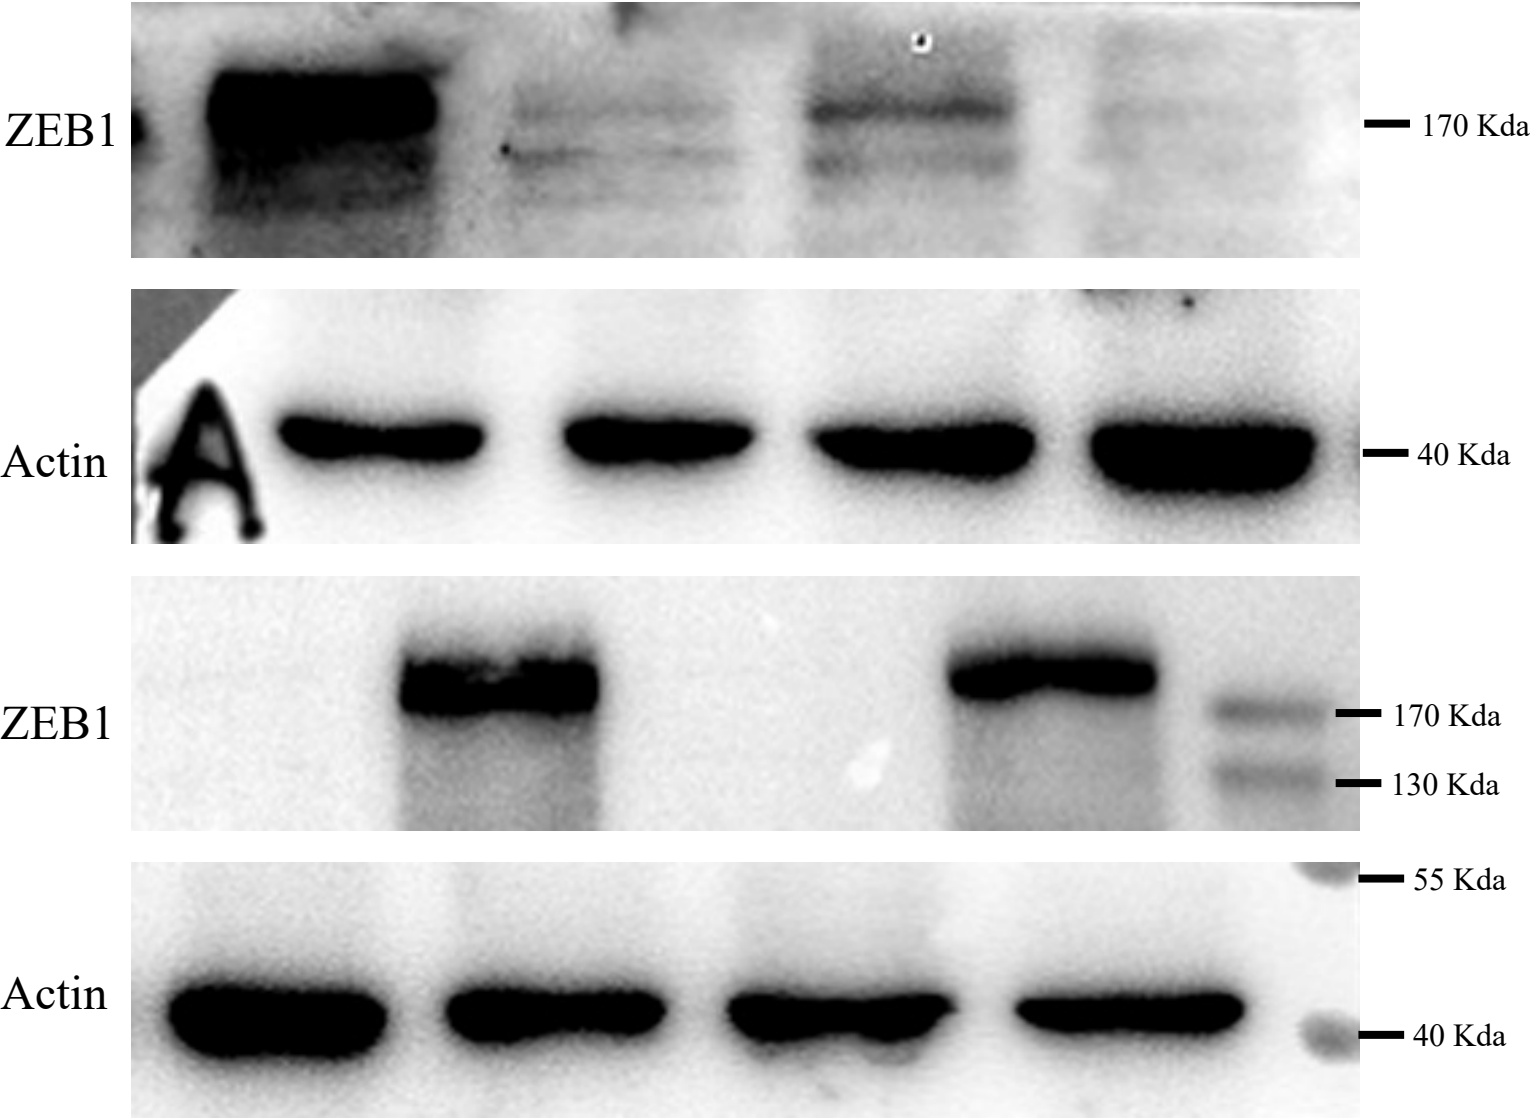

Supplementary Figure S11E

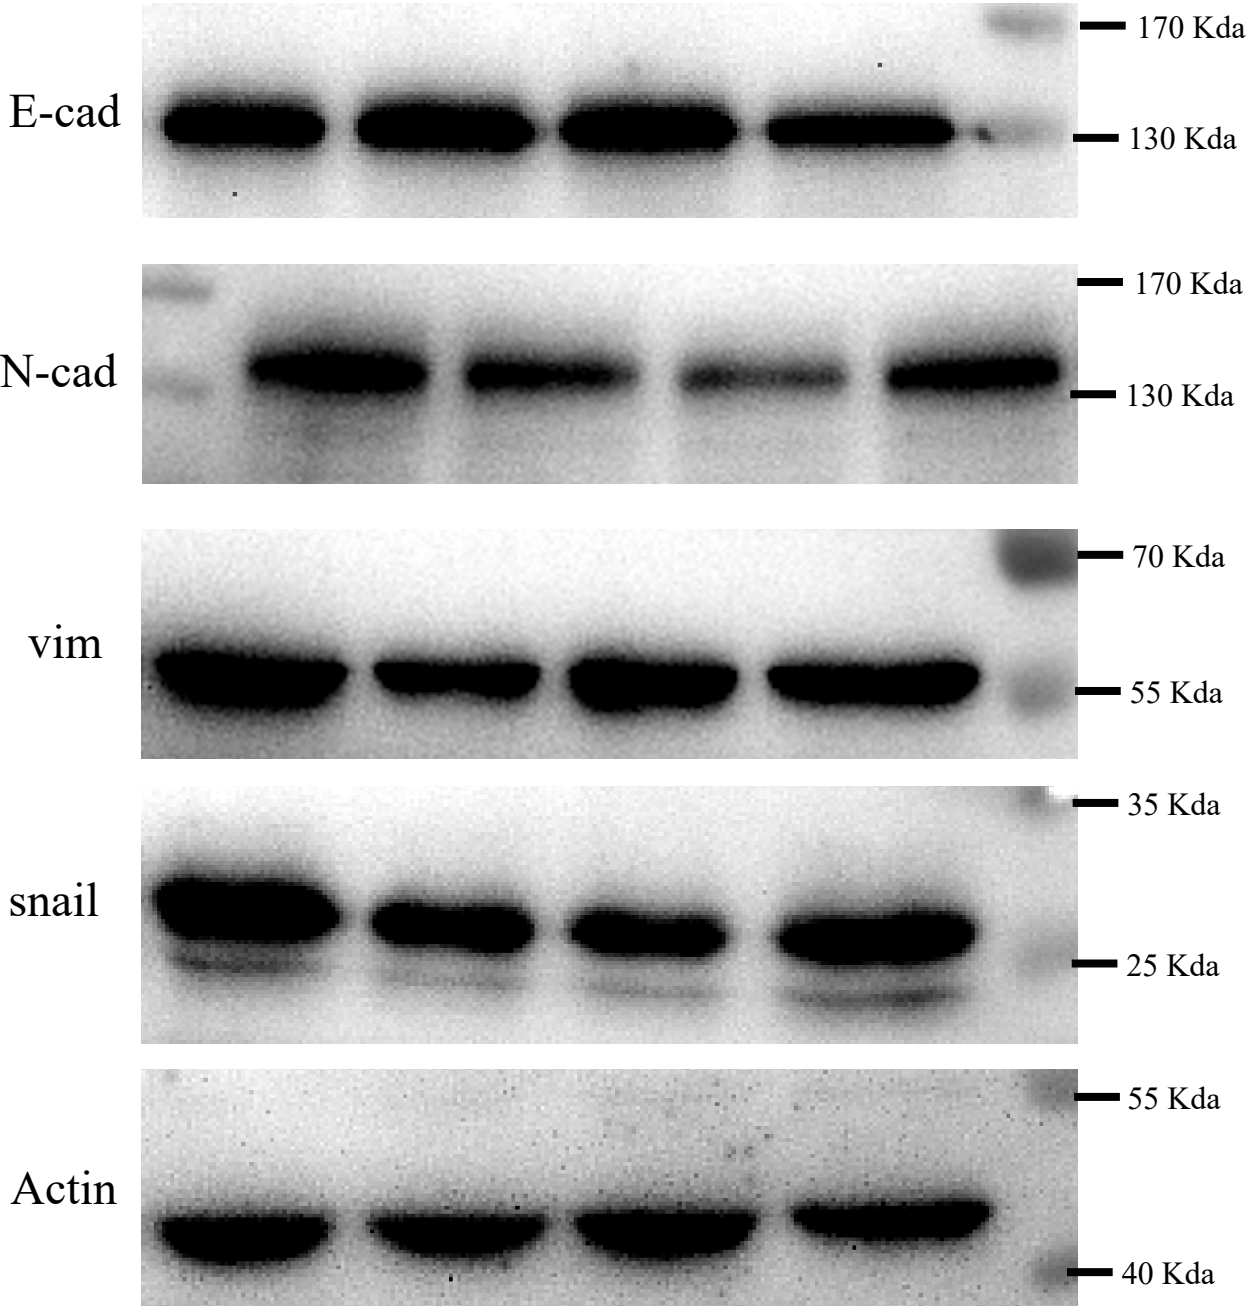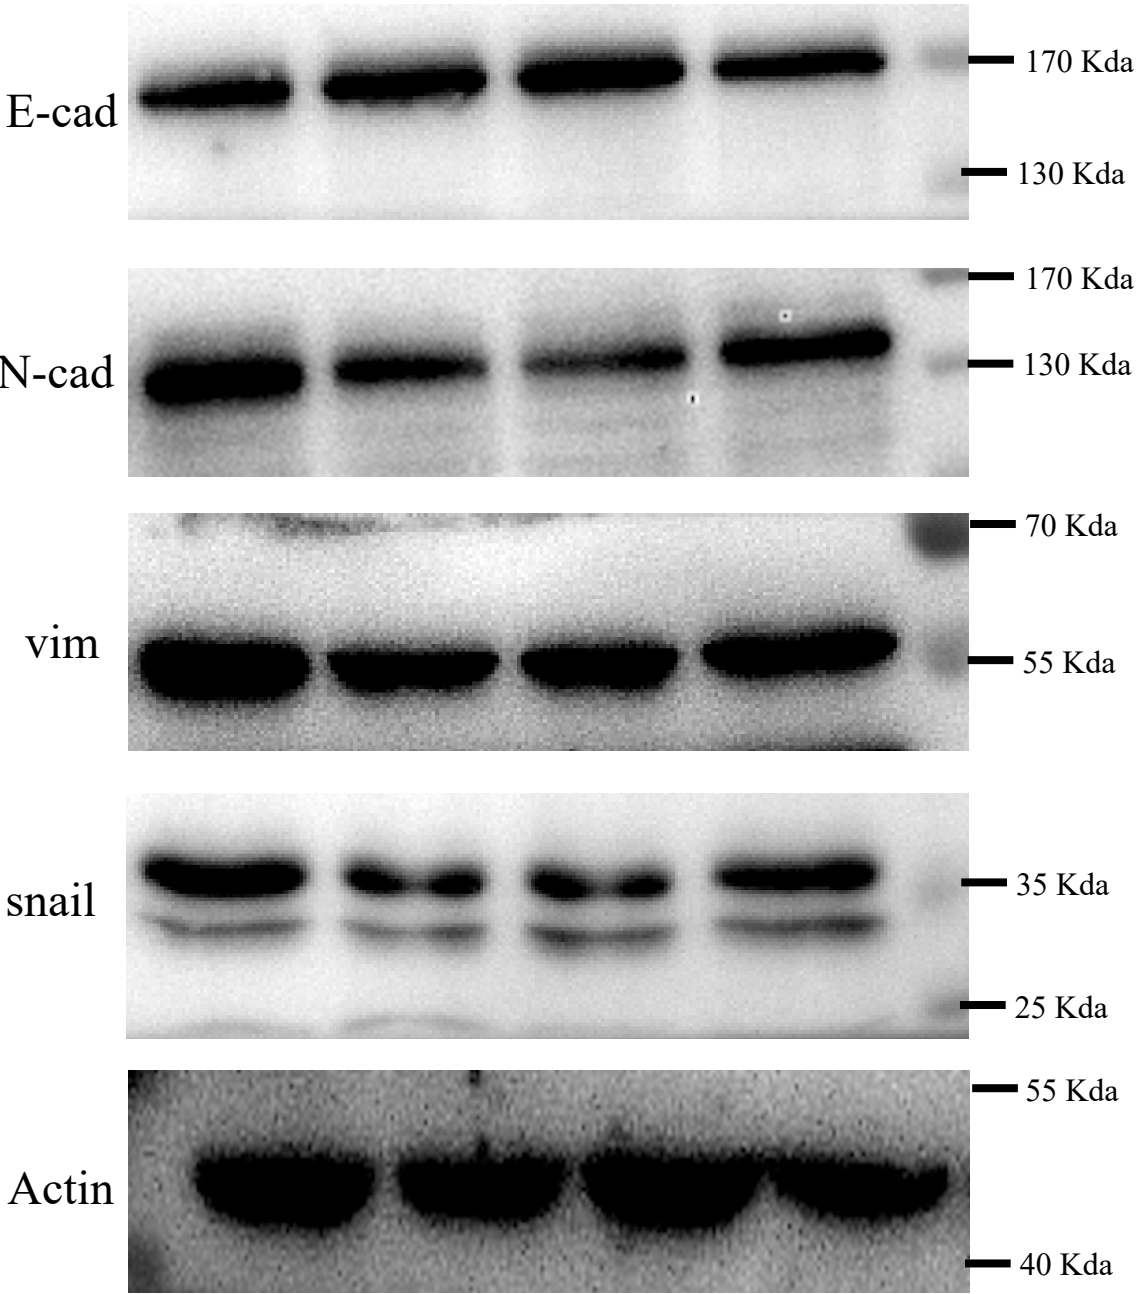

Supplementary Figure S11F

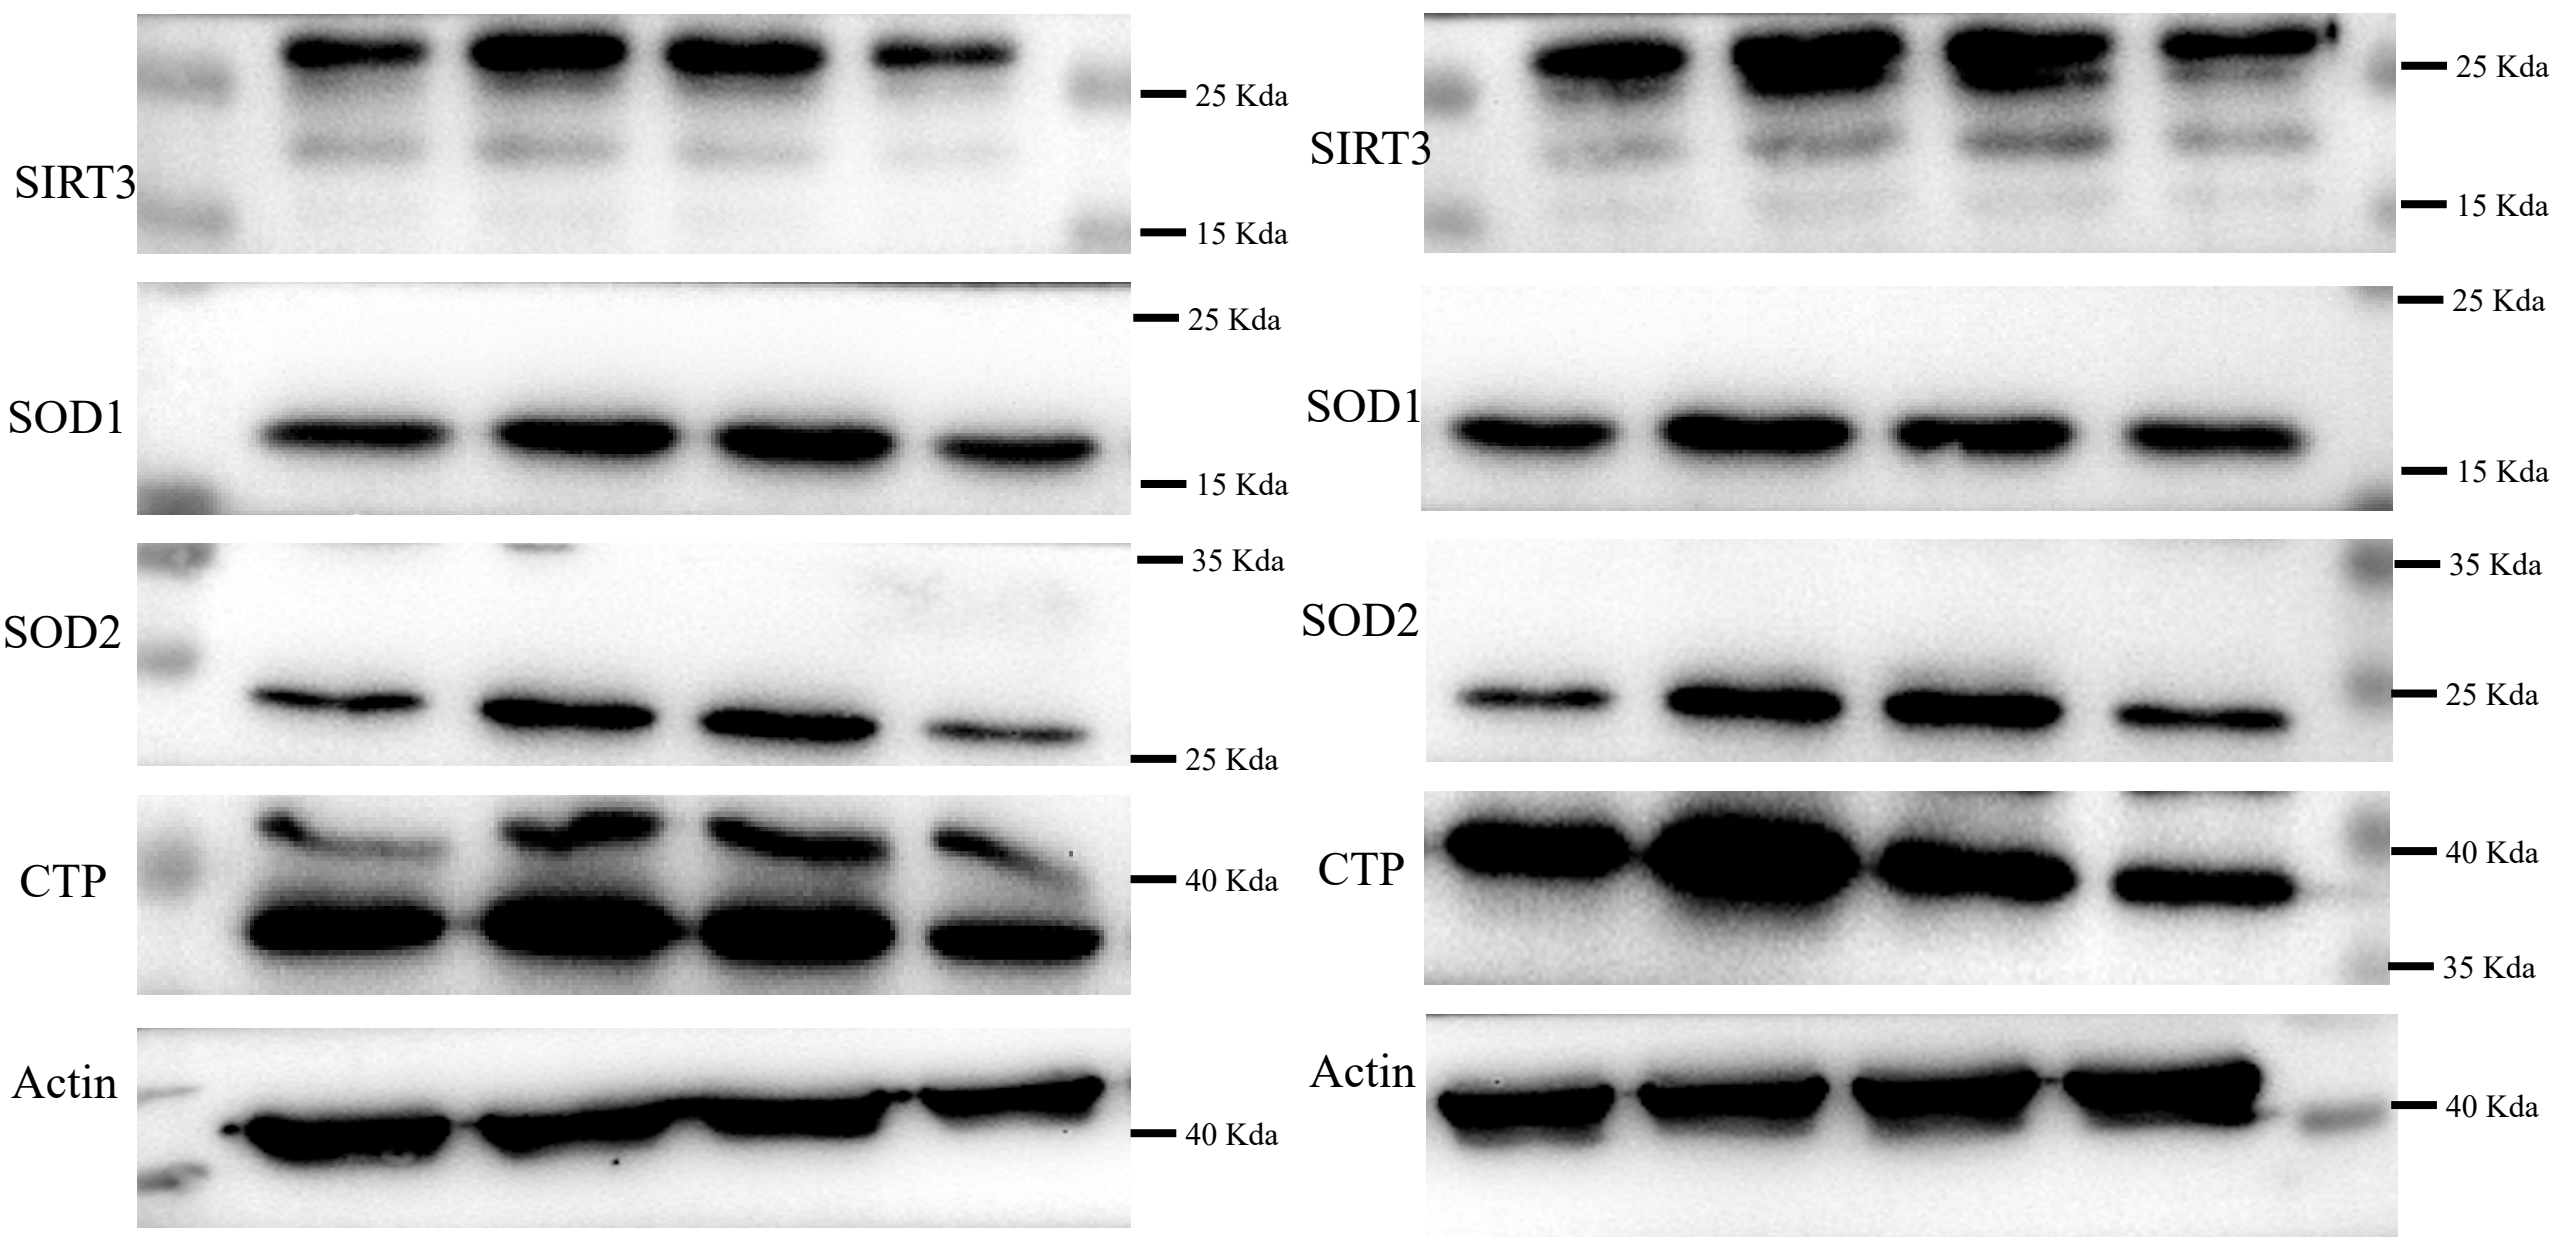

**Supplement:** Supplementary file 22 — Original Western Blots

How the deposited data were processed for this re-analysis (not part of the article)

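Poly(A)-captured RNA was sequenced from 3 CYTOR-KD, 3 CYTOR-NC, 3 HNRNPC-KD and 3 HNRNPC-NC samples of the Cal27 line, and ribosomal-RNA-depleted RNA from 1 HNRNPC precipitate and 1 input. All columns of the 3 deposited tables were mapped to these samples from their labels. According to the submitters' notes, reads were aligned with Bowtie2 2.1.0. The paper's text does not name the test behind its RNA-seq calls; its statistics section names ANOVA and t-tests.
The tables are described as raw counts but hold no counts. The authors deposited the CYTOR table as FPKM, scaled by gene length and library size before deposit, for 33078 genes, whose positions are those of GRCh38 although the labels name hg19. The authors deposited the HNRNPC table as CPM, estimated reads scaled by the library total, for 14900 genes on hg19, with genes of low average left out and the log10 of the average over the 6 libraries, computed by the authors, beside them. The RIP table was deposited by the authors as CPM of 15617 genes on hg19, with the authors' fold ratio of IP over input, its log2 and their p-value and adjusted p-value for 1 library against 1, from a tool that is not named. Totals per library were recovered from the steps between values, and 97.5% to 97.7% of the CYTOR values, 77.2% to 80.5% of the HNRNPC values and 55.7% to 61.9% of the RIP values are then whole numbers within 0.05. Identifiers were matched to the GENCODE annotation, which gave a current symbol for 32719, 14419 and 14961 genes.
The test written before the data were examined assumed counts. Because the tables hold normalized values, limma-trend (limma 3.58.1 in R 4.3.3) was used in its place on log2 of the value plus 0.1. The deposited values were not scaled further in the main setting. Genes at 0.5 or more in at least 3 libraries were tested (13546 genes for CYTOR and 14879 for HNRNPC). Calls were made at a Benjamini-Hochberg adjusted p under 0.05, and changes over 2-fold are those with a log2 fold change beyond 1 in addition. Fold changes and their tests compare a knockdown with the scrambled control of the same experiment only, as tables were normalized separately. Levels in HNRNPC-NC were in addition set beside CYTOR-KD and CYTOR-NC after the data were seen, and that separate normalization limits what they show. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with fry and with fgsea 1.28.0. There were 37 lists, written before the data were examined. Heat shock, integrated stress response and SOD2 had by then been seen in the first lines of Supplementary Tables S1 and S4.
In the RIP data, a gene with 10 or more reads over both libraries was called enriched at a CPM ratio over 2. Its 95% interval is the exact binomial interval of the reads. Median ratios of lists, noncoding ones included, were compared with 10000 random lists of protein-coding genes drawn from 20 bins of level (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Plots were drawn with matplotlib 3.10.9.
Genes were named by a rule written before the data were examined. It takes a list of genes the paper names and every gene of Supplementary Table S6, though not all of these are printed for each experiment. It adds the 10 largest rises and falls among called genes whose groups do not overlap and whose mean is 10 or more in the higher group, and up to 4 members of each list with the smallest p. For the RIP it takes the 10 highest and 5 lowest ratios of protein-coding genes with 100 or more reads over both libraries and 10 or more in each, and the members with the largest ratio in each list. Genes outside this rule are said to have been chosen after their values were seen.
Alternatives were RLE factors, total counts, no filter, a CPM filter, limma-voom, a block for the replicate number, each library left out in turn, and, for the RIP, other scalings, a minimum of 50 reads, a ratio over 4 and an interval wholly over 2. Pseudocounts of 0.5 and 1, removal of the trend with GC content and transcript length, and removal of genes that jump between libraries of a group were added after the data were seen. On simulated data, limma-trend recovered 36.7% of 4-fold and 6.19% of 2-fold changes in the CYTOR comparison, and 96% and 89.4% in the HNRNPC comparison. With a block for the replicate number it recovered 0% of 4-fold and 0% of 2-fold changes for CYTOR, and 93% and 84.0% for HNRNPC. In the simulation genes were independent, each had the same spread in both groups, and CYTOR units counted as reads. No library was shifted as a whole, so shifts such as that of CYTOR-KD replicate 3 were not covered. The RIP interval covered the true ratio in 95.2% of genes simulated with counting error only. As the interval assumes that error, this checks its computation and not its fit to the deposited values. Supplementary Table S5 was at hand only in part and was not tested.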

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

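The tests of GC content and length, of levels in HNRNPC-NC and of a shared response of stress and interferon genes were chosen only after the result was seen.
The first pattern is the higher level of integrated stress response genes (median log2 fold change 1.305) and interferon genes (1.171) in CYTOR-KD, a signal in genes the paper does not discuss. Stress response genes had been seen in the first lines of Supplementary Tables S1 and S4 before their list was written. With the trend in GC content and length removed, the lower of both medians was still 0.975, which argues against that trend as the whole cause. Stress genes lay -1.63 (interval over genes -2.38 to -1.09) from CYTOR-KD in HNRNPC-NC on the log2 scale, and 6 of 24 were closer to CYTOR-KD. At the median of the list this argues against values too low in CYTOR-NC as the whole cause. As the tables were normalized separately, it cannot exclude low values for single genes. For interferon genes that distance was 0.0953 (-1.94 to 0.520), and low controls cannot be told apart from a rise. A response common to both knockdowns is argued against for interferon genes, whose median in HNRNPC-KD was -0.0722 (-0.396 to 0.222), and cannot be told apart for stress genes, at 0.223 (0.0780 to 0.385). An effect of CYTOR itself, of the viral vector or of differences between cultures stays open and was not tested.
The second pattern is the lower median of RIP-enriched mRNAs in HNRNPC-KD, at a difference of -0.151 from other protein-coding genes. It is consistent with HNRNPC stabilising the mRNAs it binds, a direction set down before the result was seen. Against this, the call was lost with an estimated correlation (p = 0.342 by limma's camera), and at a ratio over 4 enriched mRNAs were not lower (median 0.03 against -0.01, p = 0.932 by limma's camera). It is also consistent with a trend in GC content and length, since the difference was 0.0118 once that trend was removed. Because HNRNPC binds U-rich RNA, low GC content goes with binding, so these data leave both explanations open.
The third pattern is how the fold changes of both knockdowns relate, and oxidative phosphorylation genes, lower in CYTOR-KD, were higher in HNRNPC-KD (median 0.4104), a difference between the knockdowns that was not itself tested. Over 11280 genes Spearman's rho was -0.148, below the bound of 0.05 set beforehand against a shared program, yet without CYTOR-KD replicate 3 it was 0.0895, so 1 library decides the sign and a shared program cannot be told apart from none. Trends with GC content and length may explain the negative rho, since it was -0.0331 once both were removed. Of 97 genes called in both, 55 (56.7%) changed in the same direction, 49 higher in both (33.0 expected by chance) and 6 lower in both (13.1 expected), and with the trends removed 188 of 391 (48.1%) did.
Other signals outside the genes the paper discusses were replication-dependent histones (median 0.6084), heat shock genes (0.4536) and NF-kB genes (-0.4867) in HNRNPC-KD. Heat shock genes, too, had been seen in those supplementary tables before their list was written. Nuclear-retained noncoding RNAs in the HNRNPC precipitate had a median ratio of 3.325.
For the counts of changed genes, 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. For CYTOR the real split called 165 genes and the highest other 13, and for HNRNPC 9907 and 0, in both cases 1 of 10 splits reaching the real count.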

How the results depend on the processing

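The pseudocounts, the removal of the GC and length trend, the removal of genes that jump between libraries, the ratio over 4 for mRNAs in HNRNPC-KD and RLE factors with unadjusted p were chosen only after the data were seen. Of the comparisons' own values, 203 stayed within their limits, 36 moved and 6 weakened. Of single genes and lists, 2097 were the same, 299 weaker, 21 stronger and 17 reversed. Except where stated, the cause was not tested. CYTOR-KD calls (165, and 154 over 2-fold) became 55 and 55 with no filter (29112 genes tested), 736 and 464 with the GC and length trend removed, and 298 and 263 without jumping genes. Over 2-fold they were 1175 at an unadjusted p and 1084 at an unadjusted p with RLE factors. Leaving out 1 library gave 0 to 1543, and 0 to 715 over 2-fold, with 0 in 5 of 6 cases by limma-trend. HNRNPC-KD genes over 2-fold were 680 and 491 with pseudocounts of 0.5 and 1. With the GC and length trend removed, HNRNPC was at -0.129 and ZEB1 at -0.394 in HNRNPC-KD, both past the threshold no more. With a block for the replicate number in addition, HNRNPC passed and ZEB1 did not.
No pairing by replicate number was evident, but so few correlations cannot exclude one. Same-number correlations were -0.239, 0.0959 and 0.00826 for CYTOR and 0.142, -0.0983 and 0.166 for HNRNPC, and not every sample correlated best with its own number. A block for the number left 0 CYTOR-KD calls in limma-trend (0 over 2-fold, 1773 at an unadjusted p under 0.05) and complex IV at adjusted p = 0.0610, also 0 and 0 with the trend removed (2420 unadjusted), and ZEB1 at -0.394 (adjusted p = 0.226) with trend and block. On simulated data, which held no shifts of whole libraries, the block recovered 0% of 2-fold and 0% of 4-fold changes in the CYTOR comparison. Its 0 CYTOR-KD calls therefore cannot show that genes did not change. In HNRNPC-KD the block gave 1121 genes over 2-fold.
With an estimated correlation oxidative phosphorylation had adjusted p = 0.156 and the spliceosome 0.342 in CYTOR-KD, and 0 of the other lists passed in either knockdown (19 lists in CYTOR-KD and 17 in HNRNPC-KD passed with the preset one); fry, which sets a list against no change and not against other genes, gave 0.234 for the spliceosome. With fry the calls of TCA cycle, cytosolic ribosomal, hypoxia, heat shock, cell cycle, NF-kB and eCLIP genes were lost in CYTOR-KD (adjusted p = 0.234 to 0.667), and in HNRNPC-KD that of cytosolic ribosomal genes (0.107), while glycolysis, TCA cycle, mesenchymal, epithelial, ER, interferon, p53, fibroblast, endothelial, nuclear noncoding and spliceosome genes passed there (adjusted p = 1.7e-04 to 0.0348). For the RIP, a ratio over 4 left 797 genes. The overlap was 92 with an interval wholly over 2, 32 at a ratio over 4, 1253 without a fold threshold, and 88 and 65 with the higher pseudocounts. The correlation of both knockdowns was -0.0331 with the trend removed and -0.284 to 0.0895 with 1 library left out.
Directions reversed past a threshold for cytosolic ribosomal proteins in CYTOR-KD without CYTOR-KD replicate 3 (median 0.09, adjusted p = 0.0481). They also reversed for CDH2 in CYTOR-KD (-0.0101 to 0.423 with 1 library left out, the lowest without CYTOR-KD replicate 3, and -0.0161 with the trend removed, with or without block), SIRT3 in CYTOR-KD (-0.473 to 0.327 with 1 library left out, above 0 without CYTOR-KD replicate 1, CYTOR-NC replicate 1 or 2), and in HNRNPC-KD with the trend removed, with or without block, SNAI1 (-0.000819) and SIRT3 (-0.00745). Outside the counts above, further lists that did not pass reversed, in CYTOR-KD those of histone, ZNF and small nuclear RNA genes (adjusted p = 0.558 to 0.997), and in HNRNPC-KD those of hnRNP, antioxidant, hypoxia, nuclear noncoding and leukocyte genes (adjusted p = 0.109 to 0.985). For the other lists, the adjusted p of the reversed direction was 0.900 for mesenchymal genes with no filter, and 0.720 (fry), 0.349 (fgsea) and 0.979 (without CYTOR-KD replicate 2, in a range of 0.331 to 0.979 with 1 library left out) for glycolysis, all in CYTOR-KD. It was 0.413 and, with block, 0.457 for epithelial genes in HNRNPC-KD, and for RIP-enriched mRNAs at a ratio over 4, p was 0.932 by limma's camera.
Apart from limma-voom, the tests for count tables planned beforehand were not run, because no table holds counts. For limma-voom the recovered values served as reads, though a unit of the CYTOR values is not a single read. ZEB1 rests on 15 to 38 estimated reads per library.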

Differences from the paper's values

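The setting with RLE factors and unadjusted p was chosen only after the result was seen. The paper reports 1294 genes changed in CYTOR-KD, 772 higher and 522 lower, and its text states no threshold for these. Supplementary Table S1 lists genes changed over 2-fold at an unadjusted P under 0.05, a looser threshold than the adjusted p used here. At an adjusted p under 0.05, 154 genes changed over 2-fold here, 119 higher and 35 lower. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with the 2-fold threshold gave 1175 genes and 929 higher, both within 1.5 times the paper's counts, and 246 lower, which is not. RLE factors, total counts, no filter, the CPM filter, limma-voom, the replicate block and each library left out gave 0 to 715 changed genes, all more than 1.5 times below the paper's 1294, with 0 to 457 higher and 0 to 258 lower. An unadjusted p with RLE factors, chosen after seeing the values, gave 1084 genes, 625 higher and 459 lower, all within 1.5 times, and drops 445 of the paper's 1294 genes.
Of the 1294 genes of Supplementary Table S1, 1132 were tested here and all of these changed in the paper's direction, 151 (13.3%) at an adjusted p under 0.05 and 926 at an unadjusted p under 0.05. The unadjusted setting over 2-fold holds 819 of the 1294 and drops 475.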

Other observations

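NF-kB genes of inflammation were higher in CYTOR-KD. The tests in this part beyond the gene lists, on levels in HNRNPC-NC, were chosen only after the result was seen. NF-kB genes had a median of 0.65 over 20 genes (camera, adjusted p = 0.0031, and adjusted p = 0.573 with an estimated correlation; adjusted p = 0.0667 without CYTOR-KD replicate 3). LCN2, an iron-binding protein of inflamed epithelium, rose by 1.91 on the log2 scale and was the 1 past limma-trend (4 when adjusted over the list alone). HSPA5, the main chaperone of the ER, rose by 1.26 and was the 1 called among 18 genes of the ER unfolded protein response (3 when adjusted over the list alone), a list that did not pass (adjusted p = 0.084) except without CYTOR-KD replicate 2 (adjusted p = 0.0386). S100A7 (psoriasin) rose by 2.35 and CLDN7, a tight junction protein, by 1.15, while 17 keratinocyte differentiation genes did not pass (adjusted p = 0.498) except without CYTOR-KD replicate 3 (0.0422) and 29 epithelial genes did not pass (adjusted p = 0.196) except with fry (0.0244). TCA cycle genes had a median of -0.27 over 22 genes (camera, adjusted p = 0.030, and adjusted p = 0.615 with an estimated correlation), with a median of -0.09 without CYTOR-KD replicate 1 and -0.42 without CYTOR-KD replicate 3, and adjusted p was 0.227, 0.113 and 0.102 without CYTOR-KD replicate 1, CYTOR-KD replicate 2 and CYTOR-NC replicate 1, and 0.101 with fgsea. Cytosolic ribosomal proteins had a median of -0.11 over 84 genes (camera, adjusted p = 0.0020, and adjusted p = 0.658 with an estimated correlation). Without CYTOR-KD replicate 3 they went the other way, with a median of 0.09 (adjusted p = 0.0481). Their median was -0.21 without CYTOR-KD replicate 1, -0.20 without CYTOR-KD replicate 2, -0.30 with RLE factors and -0.26 with the GC and length trend removed. The eCLIP genes of Supplementary Table S6 had a median of 0.56 over 14 genes (camera, adjusted p = 0.031, and adjusted p = 0.594 with an estimated correlation), and lost the call without CYTOR-KD replicate 3 (adjusted p = 0.061) or CYTOR-NC replicate 2 (0.0677) or 3 (0.0578), with the GC and length trend removed (0.0612) or with fgsea (0.0562), the median being 0.26 without CYTOR-KD replicate 3 and 0.16 with the trend removed. Antioxidant, mesenchymal, p53, cholesterol, histone, ZNF, nuclear noncoding and small nuclear RNA lists did not pass (adjusted p = 0.0609 to 0.788), the last of them passing without CYTOR-KD replicate 2 (0.016) or CYTOR-NC replicate 2 (0.0376), with the CPM filter (0.0206) and without genes that jump between libraries (0.0490).
In HNRNPC-KD, cholesterol synthesis genes were higher for 15 and lower for 5 of 24 genes, here as for the next lists over all genes and adjusted over the list alone, with a median of 0.36 (camera, adjusted p = 0.029, and adjusted p = 0.551 with an estimated correlation; adjusted p = 0.0576 without HNRNPC-KD replicate 1), and 0.21 with the GC and length trend removed. TM7SF2 and DHCR7, late enzymes of that pathway, rose by 1.26 and 0.64 on the log2 scale. Mitochondrial ribosomal proteins were higher for 53 and lower for 4 of 78 genes, with a median of 0.38 (camera, adjusted p = 8.5e-06, and adjusted p = 0.551 with an estimated correlation), and 0.10 with the GC and length trend removed. KRT17, a keratin of wounded epithelium, rose by 1.46, while the tight junction genes CLDN1 and OCLN fell by 1.17 and 0.91. CDH1 and the mesenchymal CDH2 fell by 0.36 and 0.79, VIM and SNAI1 rose by 0.31 and 0.49, and neither the epithelial list (16 higher and 8 lower of 29) nor the mesenchymal list (7 and 8 of 21) passed (camera, adjusted p = 0.282 and 0.567). CYTOR rose by 0.31 and MIR4435-2HG, which shares its reads, by 0.54. With the GC and length trend removed, the log2 fold change was -0.000819 for SNAI1, so that its rise was gone, 0.72 for TM7SF2, 0.28 for DHCR7, -0.44 for OCLN, -0.20 for CDH1 and 0.79 for CYTOR. The integrated stress response was higher for 17 and lower for 6 of 26 genes (camera, adjusted p = 0.020, and adjusted p = 0.551 with an estimated correlation), and no longer passed with the trend removed (adjusted p = 0.376). The lists of hnRNP, glycolysis, TCA cycle, antioxidant, hypoxia, ER unfolded protein response, interferon, p53, cell cycle and nuclear noncoding genes and of fibroblast, leukocyte and endothelial markers did not pass (adjusted p = 0.0927 to 0.935), and p53 target genes did with the trend removed (0.0043) or with fgsea (0.0199).
The paper reports higher SIRT3, SOD1 and SOD2 protein in CYTOR-KD by western blot (Fig. 2C). In the RNA, SOD1 was at 198 ± 23.9 FPKM in CYTOR-KD and 263 ± 4.77 FPKM in CYTOR-NC (log2 fold change -0.42, adjusted p = 0.198 from limma-trend) and SOD2 at 12.2 ± 0.851 and 7.73 ± 1.83 FPKM (0.68, adjusted p = 0.185 from limma-trend). SIRT3 had a log2 fold change of -0.10 (adjusted p = 0.939), CDH1 of 4.11 (adjusted p = 0.162) and CDH2 of 0.21 (adjusted p = 0.771). Of 18 tested genes on a list of those the paper names, 1 was higher in CYTOR-KD by limma-trend, and it is not among the genes of this paragraph. Values for CTP, vimentin and snail are not given here. HNRNPC mRNA, whose protein the paper reports unaffected (Fig. 3I), was at a log2 fold change of 0.41 (adjusted p = 0.619 from limma-trend). ZEB1 was at 0.0151, 0 and 0.0238 FPKM in CYTOR-KD replicates 1 to 3 and at 0.0215, 0.0147 and 0.0066 FPKM in CYTOR-NC, under the filter, and LIN28B is listed at 0 in all 6 libraries. In HNRNPC-KD, SOD1 and SIRT3 rose by 0.57 and 0.35 on the log2 scale, but with the GC and length trend removed SOD1 was at 0.20 and SIRT3 at -0.00745, no longer a rise.
Of the genes called in CYTOR-KD, 90 higher and 39 lower ones could be set against HNRNPC-NC levels, after centring each table on the genes in both. The higher genes lay -0.22 (interval -0.57 to 0.47) from CYTOR-NC and -1.78 (-2.25 to -1.41) from CYTOR-KD at the median, and 28 (31.1%) were closer to CYTOR-KD. The lower genes lay -2.24 from CYTOR-NC and -0.79 from CYTOR-KD, and 32 (82.1%) were closer to CYTOR-KD, as were 60.8% of 11147 genes not called.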
